# Mouse pulmonary interstitial macrophages mediate the pro-tumorigenic effects of IL-9

**DOI:** 10.1038/s41467-022-31596-7

**Published:** 2022-07-01

**Authors:** Yongyao Fu, Abigail Pajulas, Jocelyn Wang, Baohua Zhou, Anthony Cannon, Cherry Cheuk Lam Cheung, Jilu Zhang, Huaxin Zhou, Amanda Jo Fisher, David T. Omstead, Sabrina Khan, Lei Han, Jean-Christophe Renauld, Sophie Paczesny, Hongyu Gao, Yunlong Liu, Lei Yang, Robert M. Tighe, Paula Licona-Limón, Richard A. Flavell, Shogo Takatsuka, Daisuke Kitamura, Jie Sun, Basar Bilgicer, Catherine R. Sears, Kai Yang, Mark H. Kaplan

**Keywords:** Interleukins, Tumour immunology, Monocytes and macrophages, CD4-positive T cells

## Abstract

Although IL-9 has potent anti-tumor activity in adoptive cell transfer therapy, some models suggest that it can promote tumor growth. Here, we show that IL-9 signaling is associated with poor outcomes in patients with various forms of lung cancer, and is required for lung tumor growth in multiple mouse models. CD4^+^ T cell-derived IL-9 promotes the expansion of both CD11c^+^ and CD11c^−^ interstitial macrophage populations in lung tumor models. Mechanistically, the IL-9/macrophage axis requires arginase 1 (Arg1) to mediate tumor growth. Indeed, adoptive transfer of Arg1^+^ but not Arg1^-^ lung macrophages to *Il9r*^−/−^ mice promotes tumor growth. Moreover, targeting IL-9 signaling using macrophage-specific nanoparticles restricts lung tumor growth in mice. Lastly, elevated expression of IL-9R and Arg1 in tumor lesions is associated with poor prognosis in lung cancer patients. Thus, our study suggests the IL-9/macrophage/Arg1 axis is a potential therapeutic target for lung cancer therapy.

## Abstract (web summary)

The role of IL-9 in the tumor microenvironment and its effects on macrophages remains unclear. Here, the authors show that IL-9 promotes the expansion of pulmonary macrophages and that targeting the IL-9R/arginase 1 axis restricts tumor growth, thus identifying this cytokine pathway as a potential therapeutic target.

## Introduction

The recent demonstration of potent anti-tumor activity from T helper 9 (Th9) and other IL-9-producing cells supported these cells as an attractive strategy for cancer cell therapy^1,2^. Adoptive transfer of Th9 cells or other IL-9-producing cells limits tumor growth, particularly in models of melanoma^3–7^. IL-9 mediates anti-tumor effects through multiple mechanisms including impacting the function of T cells, mast cells and dendritic cells (DCs), and by directly killing tumor cells^5,6,8,9^. However, endogenous IL-9 signaling has pro-tumorigenic effects in multiple cancers^2^. *Il9*^*−/−*^ mice showed dramatically diminished lung tumor growth when intravenously injected with 4T1, CT26 or TUBO cancer cell lines, indicating a tumorigenic role in the lung environment^10^. Mechanistically, a recent study showed that Th9-derived IL-9 directly promoted both human and mouse lung cancer cell migration and proliferation^11^. This finding is consistent with increased expression of *IL9R* in patient tumor samples, and increased serum IL-9 level that correlates with progressive breast cancer^10,12,13^. However, understanding of how IL-9 might contribute to tumor growth and which cells are important in the tumor microenvironment for mediating those effects is still very limited.

Tumor-associated macrophages (TAMs) are one of the most abundant tumor-infiltrating immune cells^14^. The lung is particularly vulnerable to metastasis as it encompasses a large and dense vascular area, and lung macrophages have attracted great attention in the development of lung cancer. Alveolar macrophages (AM) and interstitial macrophages (IM) are the two major heterogeneous lung macrophage populations^15^. AMs reside in the alveoli as a frontline defense to the environment, and are derived from fetal liver and embryonic monocytes, maintaining a high level of self-proliferation^15^. IMs are located in the lung parenchyma^15^. Although both AM and IM populations can contribute to TAM populations^16,17^, the functional diversity of TAMs is affected by stimuli from the tumor microenvironment. TAMs can prevent tumor growth by secreting cytokines and chemokines that activate the anti-tumor response^14^. In contrast, TAMs exhibiting an immunosuppressive phenotype promote tumor growth by directly inducing tumor angiogenesis, EMT, invasion and proliferation, or secreting inhibitory factors that suppress the immune response^14^. Thus, TAMs are potential therapeutic targets for lung cancer. Previous studies have shown that IL-9 affects the oxidative burst of human blood monocytes and AMs but little is known about how IL-9 affects the phenotype and plasticity of lung macrophages or whether this might be linked to tumor progression^18,19^.

In this study, we find lung macrophages occupy a large proportion of IL-9-responsive cells in the tumor microenvironment. IL-9 alters macrophage subsets in the lung and promotes tumor growth in a macrophage- and Arg1-dependent manner. Evidence of this pathway in lung cancer patients is also presented. Thus, our study advances the current understanding of IL-9-mediated disease development and provides a rationale for therapeutically targeting the IL-9-lung macrophage axis in patients with lung cancer.

## Results

### IL-9 promotes tumor growth and alters lung macrophage populations

The anti-tumor effect of Th9-derived IL-9 has been well characterized, particularly in subcutaneously injected tumor models^2,3,5,9^. However, contrasting studies indicated that IL-9-deficiency inhibited lung tumor metastasis^10^. To detect how IL-9 signaling affects disease progression of lung cancer patients, we performed a Kaplan-Meier survival analysis of 982 lung cancer patients from multiple studies using a public database and online tools as described^20^. High expression of *IL9* and *IL9R* clearly associated with poor survival probability in lung cancer patients (Fig. 1a). Moreover, compared with normal tissues, cancer patients with lung metastasis showed increased *IL9* and *IL9R* expression (Fig. 1b) analyzed using published transcriptomic data obtained by gene-array as described^21^. These seemingly conflicting effects of IL-9 on tumor growth among tumor models in different organs could be due to the diverse pool of IL-9-responding cells in the specific tumor microenvironment. To define the populations that directly responded to IL-9 in the lung tumor environment, we analyzed a public scRNA-Seq dataset from a cohort of NLCSC patients^22^. Compared to non-involved normal lung tissue, monocytes/macrophages were the major immune cells infiltrating to the tumor site (Fig. 1c). TAMs were identified by the expression of *CD68* and *CD163* (Fig. 1d) and were likely monocyte-derived as indicated by the high expression of *CD14* and low expression of *SIGLEC1* (Fig. 1d). They also expressed immunosuppressive markers such as *MRC1* (Fig. 1d). Consistent with previous reports, T cells, B cells and mast cells express *IL9R*. Strikingly, TAMs not only expressed *IL9R* but also occupied a large proportion of *IL9R*^+^ cells in the lung tumor microenvironment (Fig. 1e), indicating they could be an IL-9-responsive population in the lung tumor microenvironment. Thus, IL-9 signaling might impact the tumorigenic effects of TAMs in lung cancer patients.

**Fig. 1:**
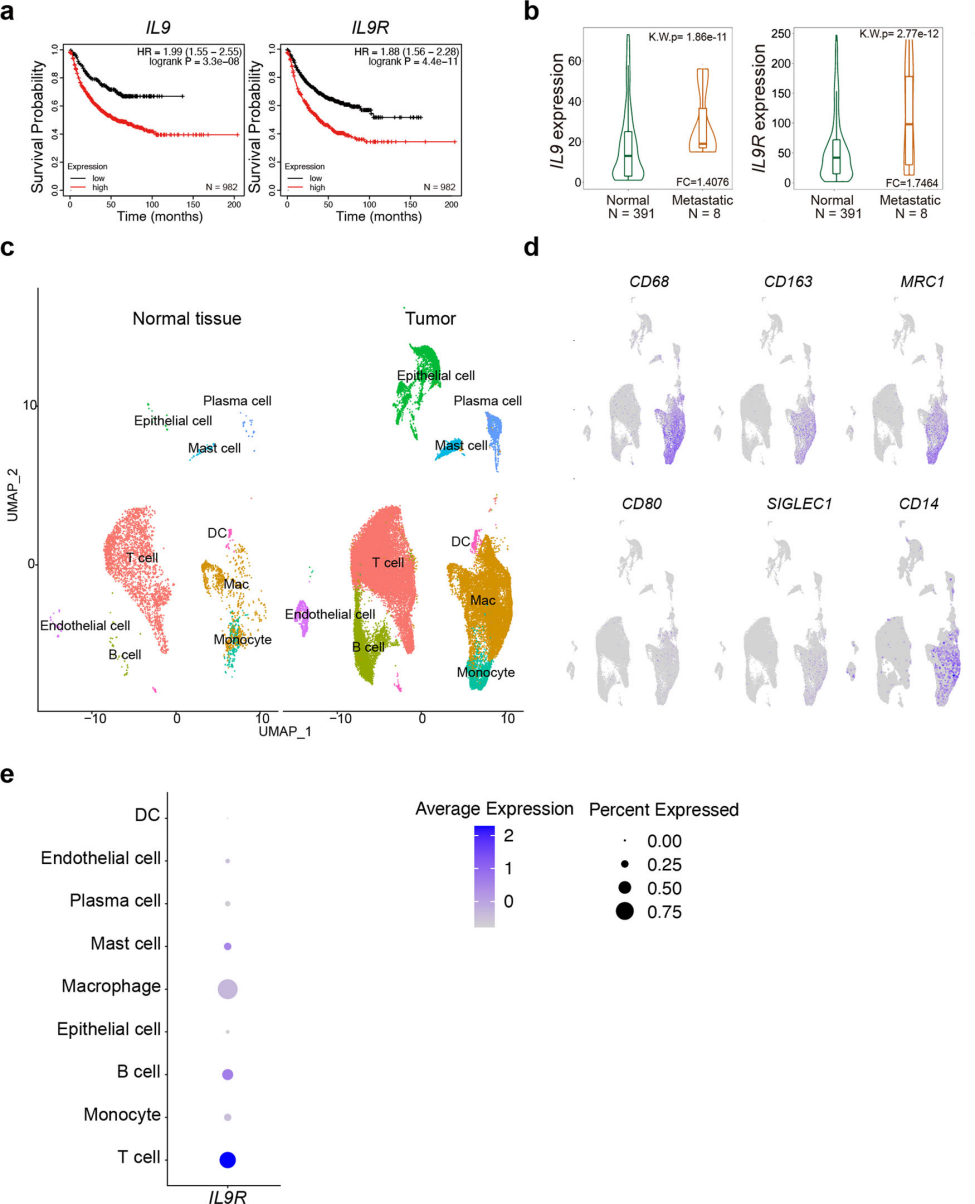
TAMs express *IL9R* in lung cancer patient tissue. **a** Kaplan-Meier plots showing differences in survival among lung cancer patients (*n* = 982) using data derived from published transcriptomic data and online tools described in the Methods for *IL9* and *IL9R*. HR: hazard ratio. **b** Comparison of gene expression in normal lung tissue and metastatic lung tissues by using data derived from published transcriptomic data obtained by gene-array and online tools described in the “Methods”. FC: fold change. K.W.p Kruskal–Wallis *p* value. The bars represent the proportions of metastatic tumor samples that show higher expression of the selected gene compared to normal samples at each of the quantile cutoff values (minimum, 1st quartile, median, 3rd quartile, maximum). **c** UMAP showing clusters from normal and lung tumor tissue from human lung cancer patients. DC, dendritic cell. **d** UMAP showing gene expression. **e** Dot plot showing *IL9R* expression in different clusters.

To test the impact of IL-9 signaling on lung macrophages, we investigated a B16 i.v. injection model in WT, *Il9*^*−/−*^ and *Il9r*^*−/−*^ mice. Consistent with the lung cancer patient data, both the *Il9*^*−/*−^ and *Il9r*^*−/−*^ mice showed dramatically reduced tumor growth in the lung (Fig. 2a). Gene-deficient mice also demonstrated longer survival (Fig. 2b). We assessed IL-9R expression on lung cell populations^23^. IL-9R was detected across populations including basophils, mast cells, monocytes, macrophages, neutrophils and T cells (Fig. 2c). Consistent with the data from lung cancer patients (Fig. 1e), lung macrophages occupied over 75% of the IL-9R^+^ cells (Fig. 2c).

**Fig. 2:**
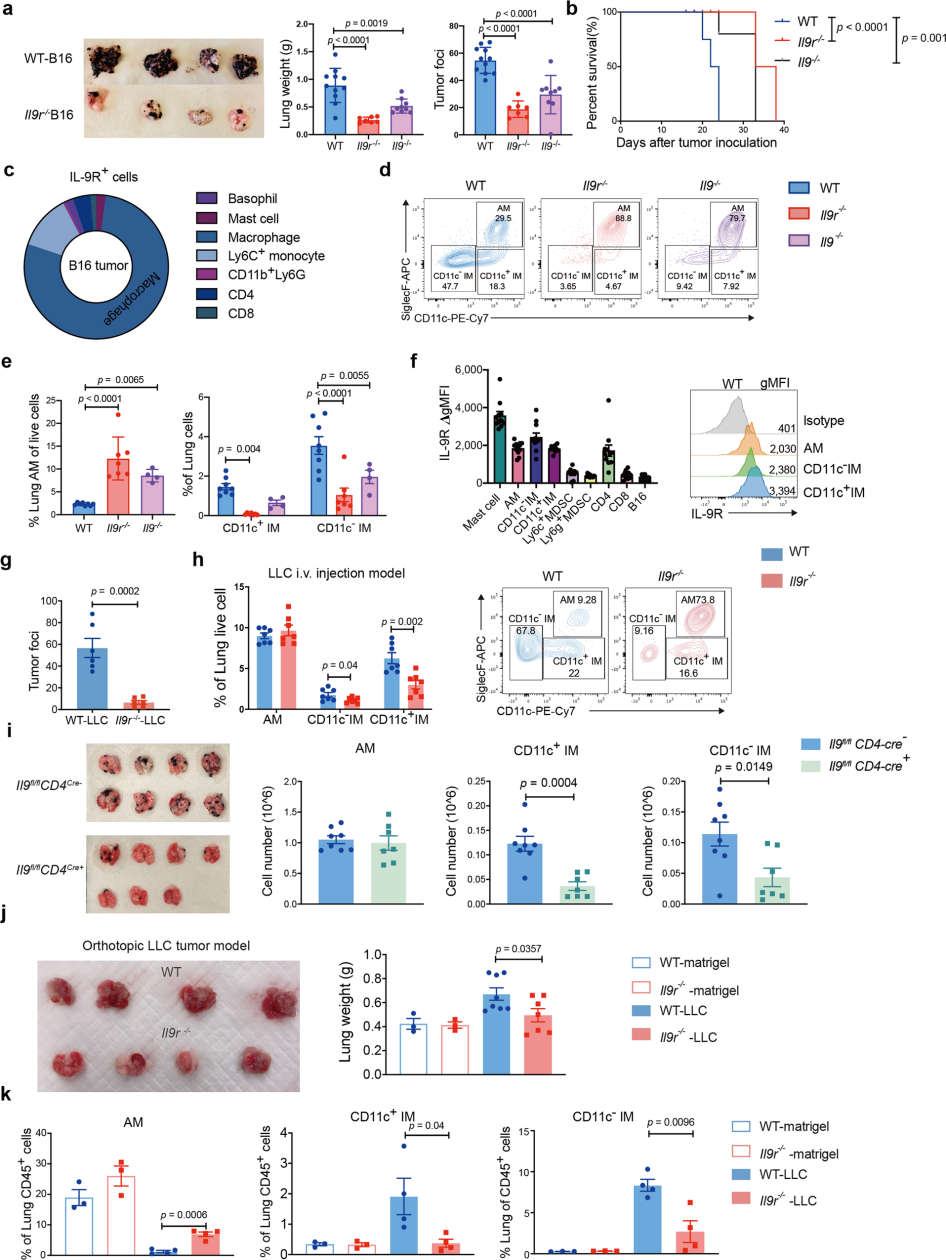
IL-9 promotes tumor growth by altering lung macrophage populations. **a**–**f** B16 melanoma cells were intravenously injected into the mice. **a** Tumor development was assessed on day 21 (*n* = 11 mice for WT group, *n* = 7 mice for *Il9r*^*−/−*^ group, *n* = 9 mice for *Il9*^*−/−*^ group). **b** Survival analysis from d0 to d40 after tumor cell injection. **c** IL-9^+^ cells were analyzed by flow cytometry. **d**, **e** Lung macrophage populations were analyzed by flow (*n* = 8 mice for WT group, *n* = 7 mice for *Il9r*^*−/−*^ group, *n* = 4 mice for *Il9*^*−/−*^ group). **f** ΔgMFI of IL-9R were analyzed by flow cytometry, ΔgMFI is the gMFI of each population minus the gMFI of isotype controls in that population (*n* = 8 mice for MDSC and *n* = 11 mice for other cell types). gMFI geometric mean fluorescence intensity. MDSC, Myeloid-derived suppressor cells. **g**, **h** Mice were i.v. injected with LLC tumor cells, tumor growth (**g**) (*n* = 6 mice) and lung macrophages (**h**) (*n* = 7 mice) were analyzed on day 20. i.v.: intravenously injection. **i** B16 melanoma cells were intravenously injected into the mice. Tumor development was assessed on day 21. Lung macrophage numbers were analyzed by FACS (*n* = 8 mice for *Il9*^*fl/fl*^ *CD4-Cre*^−^ group, *n* = 7 mice for *Il9*^*fl/fl*^ *CD4-Cre*^*+*^). **j**, **k** LLC cells were directly injected to the lung. Tumor growth was assessed 14 days after tumor inoculation (**j**) (*n* = 3 mice for WT-Matrigel and *Il9r*^*−/−*^-Matrigel group, *n* = 8 mice for WT-LLC group, *n* = 7 mice for *Il9r*^*−/−*^-LLC group). Lung macrophages were analyzed by flow (k) (*n* = 3 mice for WT-Matrigel and *Il9r*^*−/−*^-Matrigel group, *n* = 4 mice for WT-LLC group and *Il9r*^*−/−*^-LLC group). Data are the mean ± SEM and representative of two independent experiments. One-way ANOVA with a Dunnett’s multiple comparison test was used to generate p values for multiple comparisons in a and e. Log-rank (Mantel–Cox) test was used to generate *p* value in **b**. Unpaired two-tailed Student *t*-test was used for comparison in **g**–**k**. Two-way ANOVA with Sidak’s multiple comparisons was used for comparisons in **e**.

To precisely investigate if and how IL-9 regulates distinct pulmonary macrophage populations in tumors, we gated on Mer Tyrosine Kinase (MerTK)^+^ CD64^+^ macrophages and distinguished AMs and IMs by SiglecF and CD11c expression. In naive mice, AMs occupied a large proportion of total lung macrophages (Supplementary Fig. 1a, b). In tumor bearing mice, three macrophage populations were present in the lung: AMs, CD11c^−^ IMs and a third population that we termed CD11c^+^ IMs, which will be supported in subsequent analyses (Fig. 2d). Interestingly, loss of *Il9* or *Il9r* resulted in increased AM, and decreased CD11c^−^ and CD11c^+^ IM (Fig. 2d, e, Supplementary Fig. 1c). To assess the dynamics of macrophage populations throughout tumor development, tumor growth and macrophage populations were analyzed at one, two and three weeks after tumor injection. CD11c^−^ and CD11c^+^ IMs significantly increased in WT mice accompanied with dramatic tumor growth from day 14 to day 21 (Supplementary Fig. 1d-f). Compared to other IL-9R-expressing cells, all three lung macrophages expressed a high level of IL-9R (Fig. 2f), further indicating they might be important IL-9 responders. To test if the regulation by IL-9 on lung macrophages is unique to B16 lung tumor models, we i.v. injected mice with Lewis lung carcinoma (LLC) tumor cells. Similar to tumor growth in the B16 i.v injection model, the *Il9r*^*−/−*^ mice showed less tumor growth (Fig. 2g and Supplementary Fig. 1g). The pattern of altered macrophage dynamics was also conserved in the LLC i.v. injection model (Fig. 2h). Previous studies have shown IMs can be divided into three subpopulations based on the expression of MHCII, CD11b, CD11c and lyve1^24,25^ (Supplementary Fig. 1h). In the B16 i.v. model, Lyve1 expression was similar among the three IM subsets (Supplementary Fig. 1i). There were significant decreases in the IM3 population (MHCII^+^ CD11c^+^ CD11b^+^ SiglecF^-^) when IL-9R signaling was lost (Supplementary Fig. 1j). Differences from the observed populations in naive lung may be due to the tumor-promoting environment^24,25^. To further detect phenotypic changes of distinct lung macrophage populations, we stained markers related to co-stimulatory or immunosuppressive functions in the B16 injection model. The CD11c^−^ IM from WT mice exhibited lower co-stimulatory marker expression (CD86) and higher expression of CD206, which is associated with immunosuppression (Supplementary Fig. 1k, l). Other cell types were not altered in the absence of IL-9 signaling in this model (Supplementary Fig. 1m, n). By injecting B16 cells to INFER IL-9 reporter mice, we found CD4 T cells were the major IL-9 producers in the lung tumor environment (Supplementary Fig. 1o). To confirm the importance of IL-9 from T cells, mice with T cell-specific ablation of *Il9* were injected with B16 tumor cells^26^. Compared to control mice, *Il9*^fl/fl^ CD4-Cre^+^ mice showed less tumor growth and decreased IM populations (Fig. 2i), similar to the pattern observed in *Il9r*^*−/−*^ mice. In contrast, mice lacking mast cells, which express moderate levels of IL-9 in INFER mice (Supplementary Fig. 1o), have increased tumor growth and did not have the same changes in macrophage populations observed when IL-9 or IL-9R are lost (Supplementary Fig. 1p, q). Together, these results suggest that CD4-derived IL-9 promotes tumor growth and IM expansion.

We next sought to evaluate if IL-9 affected tumor growth and lung macrophages in a primary lung tumor model. To test this, we used an orthotopic lung tumor model, where LLC cells were suspended in matrigel and injected directly into the lung^27^. WT mice showed more lung tumor growth than the *Il9r*^*−/−*^ mice (Fig. 2j). Lung macrophage populations demonstrated a similar pattern as the results from i.v. injection tumor models: increased AM and decreased CD11c^+^ and CD11c^−^ IM in *Il9r*^*−/−*^ mice (Fig. 2k). *Il9r*^*−/−*^ mice also retain more monocytes in the bone marrow (Supplementary Fig. 1r). These data suggest that IL-9 signaling affects lung macrophage populations in multiple lung tumor growth models.

### Transcriptional signature of lung macrophages in the tumor environment

To further compare the similarity of the gene expression among AMs, CD11c^+^ IMs and CD11c^− ^IMs in a common tumor environment, we performed RNA sequencing (RNA-Seq) on flow-sorted macrophage populations from intact, perfused lungs of tumor-bearing mice. 

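AMs, CD11c+ IMs and CD11c- IMs were sorted by flow cytometry from lungs of mice carrying B16 tumors, a mouse melanoma line, and RNA-Seq gave 2 libraries per population and genotype, numbered 1 and 2 in the labels. The WT AM libraries held 39591498 and 30259066 counted reads, the WT CD11c+ IM libraries 39721653 and 26988617, and the WT CD11c- IM libraries 41606050 and 35319674. The paper states approximately 30 to 40 M reads per library, and the values here use the counted totals. *Xist*, which is transcribed from the inactive X chromosome of female cells, stood at 12.5 to 27.0 CPM in the 3 WT libraries numbered 1 and at no more than 0.0478 CPM in the other 9 libraries of both genotypes. The Y-linked genes *Ddx3y*, *Kdm5d*, *Eif2s3y* and *Uty* reached at most 0.263 CPM in those 3 libraries and stood at 58.7 to 94.4, 11.8 to 18.0, 41.8 to 76.3 and 11.7 to 27.4 CPM in the other 9. The authors aligned the reads to mm10 with STAR 2.5, counted them per gene with featureCounts of Subread 1.5.1 and removed genes of low CPM. All genes of the deposited table had a CPM of at least 0.5 in at least 2 libraries and were tested. From these counts, edgeR's quasi-likelihood test was fitted to all 12 libraries as 6 groups of 2 after TMM normalization, so that every comparison shares 1 estimate of the spread between replicates. Log2 fold changes are given with their standard error (SE) and a Benjamini-Hochberg adjusted p. The WT libraries numbered 1 and 2 differed in these sex-linked genes and so came from different mice or pools of mice. Nothing in the labels beyond the number says this of the libraries labelled *Il9r*-/-, so the p-values measure the spread between these libraries, which may be partly technical.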

Using unsupervised clustering with differentially expressed genes indicated in a heat map, we found the CD11c^+^ IMs gene expression profile was more similar to CD11c^−^ IMs, than to AMs (Fig. 3a, b). 

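Genes that mark interstitial macrophages were high in both IM populations, while genes that mark alveolar macrophages were graded across the 3 populations. Of 18 interstitial macrophage genes, all 18 were higher in CD11c+ IMs than in AMs and all 18 were higher in CD11c- IMs than in AMs, also when adjusted over the list alone. *Apoe*, an apolipoprotein, was 5.06 (SE 0.61) log2 units higher in CD11c+ IMs and 5.01 (SE 0.61) higher in CD11c- IMs, and *C1qb*, a subunit of complement C1q, was 7.21 (SE 0.89) and 7.21 (SE 0.89) higher. Camera, a test of a list against all other genes, gave these genes an adjusted p of 3.27e-16 in CD11c+ IMs and 6.85e-11 in CD11c- IMs, with adjusted p = 0.344 and adjusted p = 0.415 with an estimated correlation. None of the 18 passed between the IM populations by edgeR's quasi-likelihood test, also when adjusted over the list alone. Of 20 alveolar macrophage genes, 19 were lower in CD11c- IMs than in AMs (19 when adjusted over the list alone) and 12 were lower in CD11c+ IMs than in AMs (17 when adjusted over the list alone). *Chil3*, a chitinase-like lectin, and *Lpl*, lipoprotein lipase, had log2 fold changes of −4.69 (SE 0.67) and −3.69 (SE 0.46) in CD11c- IMs against AMs. By camera the alveolar list was lower in CD11c- IMs (adjusted p = 1.3e-15, or adjusted p = 0.405 with an estimated correlation) and in CD11c+ IMs (adjusted p = 3.59e-12, or adjusted p = 0.433 with an estimated correlation). Of 16 genes of surfactant and lipid handling, 1 was higher and 10 were lower in CD11c- IMs than in AMs (1 and 10 when adjusted over the list alone). None of them was higher and 5 were lower in CD11c+ IMs (6 lower when adjusted over the list alone). Across genes, which are not independent replicates, the CD11c+ IM libraries correlated with the CD11c- IM libraries at a Pearson's r of 0.889 to 0.925. They correlated with the AM libraries at 0.904 to 0.92, while AM and CD11c- IM libraries correlated at 0.838 to 0.854. The root mean square log2 difference between group means was 1.22 between the IM populations, 1.42 between CD11c+ IMs and AMs and 1.94 between CD11c- IMs and AMs. The 2 replicate libraries of a WT population differed by 0.78 to 1.08. To place CD11c+ IMs on the axis from AMs to CD11c- IMs, 4249 genes that differed between these populations were selected in the libraries labelled *Il9r*-/- and measured in the WT libraries. On a scale where 0 is the AM value and 1 the CD11c- IM value, CD11c+ IMs lay at 0.599 ± 0.031 (SD, n = 2), with 0.575 from the libraries numbered 1 and 0.619 from those numbered 2. The AM libraries enter both differences.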

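Between the IM populations of WT mice, 55 genes were higher and 56 were lower in CD11c+ IMs than in CD11c- IMs at an adjusted p under 0.05 by edgeR's quasi-likelihood test. *Ccl17*, a chemokine that binds CCR4, was 107 ± 12.7 CPM (SD, n = 2) in CD11c+ IMs and 1.84 ± 0.141 CPM (SD, n = 2) in CD11c- IMs, a log2 fold change of 5.86 (SE 0.26, adjusted p = 3.11e-05). *Ccl22*, a ligand of the same receptor, was 5.50 higher (SE 0.62, adjusted p = 0.0124), *Il12b*, the subunit shared by IL-12 and IL-23, 5.26 higher, *Dcstamp* 4.60 higher and *Mmp12*, the macrophage elastase, 3.69 higher. *Cacnb3*, *Spint1* and *Cldn1* stood at 3.54, 3.44 and 3.35. Among the genes lower in CD11c+ IMs were 5 that airway epithelial cells express, with log2 fold changes of −7.25 for *Scgb3a1*, −4.72 for *Scgb3a2*, −4.79 for *Cyp2f2*, −4.33 for *Bpifb1* and −4.09 for *Scgb1a1*. Of 19 lung epithelial genes, 1 was lower and none was higher (2 higher and 7 lower when adjusted over the list alone), with a camera adjusted p = 0.0255 and an adjusted p = 0.726 with an estimated correlation. This call ended with adjusted p = 0.266 without WT CD11c- IM replicate 2. *Nbl1*, *Col1a1* and *Bace2* stood at −4.22, −4.21 and −4.00. Of 28 immunosuppressive genes, 5 were higher and none was lower in CD11c+ IMs (7 higher when adjusted over the list alone), among them *Cd274*, which encodes PD-L1, at 1.53 and *Havcr2* at 1.83. The chemokine genes *Ccl17* and *Ccl22* above are also among the 5, and *Ccl22* is on the dendritic cell list as well. This list had a camera adjusted p = 3.45e-06 and an adjusted p = 0.307 with an estimated correlation. Of 15 genes of IL-9 and STAT signalling, 2 were higher, *Cish* at 1.74 and *Socs2* at 2.02 (2 higher and 1 lower when adjusted over the list alone). Marker genes of other cell types differed as well. Of 11 dendritic cell genes, 10 had a positive log2 fold change in CD11c+ IMs, with a median of 1.95 (1 higher over all genes and 3 when adjusted over the list alone). Their camera adjusted p was 0.000247, with an adjusted p = 0.561 with an estimated correlation. Of 15 fibroblast and smooth muscle genes, 1 was lower in CD11c+ IMs (9 lower when adjusted over the list alone), and of 23 endothelial genes none passed over all genes (1 higher and 14 lower when adjusted over the list alone). Of 12 melanocyte genes, which B16 melanoma cells express, none passed over all genes and all 12 were lower when adjusted over the list alone, with *Dct* at −3.59 (SE 0.85, adjusted p = 0.0842). The camera adjusted p was 8.92e-08 for the melanocyte genes, with an adjusted p = 0.44 with an estimated correlation. The count of 111 genes between the IM populations was 7 without WT CD11c+ IM replicate 1, 18 without WT CD11c- IM replicate 1 and 10 without WT CD11c+ IM replicate 2. Of 26 genes set for report that passed, 5, 6, 4 and 16 still passed without CD11c+ IM replicate 1, CD11c- IM replicate 1, CD11c+ IM replicate 2 and CD11c- IM replicate 2. The count of 111 was 456 with the library number as a block, 7 with only the groups compared in the fit and 1245 by DESeq2. It fell without the 3 WT libraries numbered 1, an alternative added after seeing the data. Neither the labels nor the paper say what a number marks, though in WT it went with the sex of the donors in every population.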

Only 691 genes were differentially expressed between CD11c^−^ IMs and CD11c^+^ IMs. However, AMs showed 1495 differentially expressed genes with CD11c^+^ IMs and 2622 genes with CD11c^−^ IMs (Fig. 3b, c). 

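The genes that were higher in CD11c+ IMs than in AMs included *C1qa* and *C1qc*, 2 genes of complement C1q, and *Mgl2*, a lectin, and those that were lower included *Fabp1*, a fatty acid-binding protein. In CD11c+ IMs, 992 genes were higher and 701 lower than in AMs at an adjusted p under 0.05 by edgeR's quasi-likelihood test. In CD11c- IMs, 2215 were higher and 1556 lower. The largest increases in CD11c+ IMs included *Mmp13*, a collagenase, at a log2 fold change of 7.38 (SE 1.09, adjusted p = 0.00376), *Itga9* at 7.37, *Gdf3* at 7.33, *C1qc* at 7.10, *C1qa* at 7.03, *Tmem119* at 6.83 and *Mgl2* at 6.76. The largest decreases included *Coro6* at −4.95, *D630039A03Rik* at −4.84, *Acaa1b* at −4.71, *Cpne5* at −4.66, *Fabp1* at −4.60 and *Slc9a2* at −4.57 (SE 0.37, adjusted p = 0.000453). In CD11c- IMs, *Chp2* had no count in either AM library and 25.3 ± 15.4 CPM (SD, n = 2), at least 554-fold higher when 3 counts over the AM group are taken as the floor. *Dmpk*, *C1s1* and *Bpifb1* had 1, 2 and 2 counts over the AM group. Their ratios were 1560 (95% exact interval 280 to 61700), 778 (215 to 6430) and 745 (206 to 6160), intervals that cover counting error only. *Bpifa1*, *Cd209f*, *Scgb3a2* and *Scgb3a1* were higher by 9.34, 8.55, 8.26 and 8.03 log2 units. *Cidec*, a lipid droplet protein, stood at −5.96 (SE 0.63, adjusted p = 0.000532), and *Vstm2a*, *Kcnn3*, *Aloxe3*, *Trim29* and *Mfsd7c* at −5.90, −5.84, −5.80, −5.74 and −5.63. Markers of other cell types were higher as well. In CD11c- IMs these were 12 of 15 fibroblast and smooth muscle genes, 11 of 14 T and NK cell genes, 6 of 7 B cell genes, 11 of 12 melanocyte genes, 6 of 9 mast cell and basophil genes and 4 of 11 neutrophil genes, with none lower. When adjusted over the list alone, the numbers higher were 12, 14, 7, 11, 8 and 10 in the same order. In CD11c+ IMs they were 8 of 11 dendritic cell genes, 4 T and NK cell genes, 3 fibroblast and smooth muscle genes, 2 mast cell and basophil genes and 1 neutrophil gene, with none lower and no B cell or melanocyte gene passing. When adjusted over the list alone, these numbers were 10, 13, 4, 2 and 2, with 5 B cell genes and no melanocyte gene higher. Of the dendritic cell genes 6 were higher in CD11c- IMs (6 when adjusted over the list alone). Of 23 endothelial genes, 16 were higher and 2 were lower in CD11c- IMs (17 and 2 when adjusted over the list alone), and 3 were higher and 1 was lower in CD11c+ IMs (4 and 1 when adjusted over the list alone). Of 19 lung epithelial genes 11 were higher and 2 were lower in CD11c- IMs (13 and 2 when adjusted over the list alone), and 4 were higher and 1 was lower in CD11c+ IMs (5 and 2 when adjusted over the list alone). *Dct*, an enzyme of melanin synthesis, was 4.94 (SE 0.91) and *Col3a1*, a collagen, 5.91 (SE 1.11) log2 units higher in CD11c- IMs. *Ccr7*, a chemokine receptor of migratory dendritic cells, was 4.77 (SE 1.09) and *Il7r*, the interleukin-7 receptor, 4.76 (SE 0.58) log2 units higher in CD11c+ IMs. The count for CD11c+ IMs was 582 without WT AM replicate 1, 805 without WT CD11c+ IM replicate 1, 442 without WT AM replicate 2 and 617 without WT CD11c+ IM replicate 2. The count for CD11c- IMs was 1749 without WT AM replicate 1 and 1475 without WT AM replicate 2. Of 30 genes set for report that passed in CD11c+ IMs, 24, 23, 29 and 26 still passed without AM replicate 1, AM replicate 2, CD11c+ IM replicate 1 and CD11c+ IM replicate 2. Of 36 such genes in CD11c- IMs, 31, 28, 36 and 33 did so without AM replicate 1, AM replicate 2, CD11c- IM replicate 1 and CD11c- IM replicate 2. Without the 3 WT libraries numbered 1, an alternative added after seeing the data, the counts were 0 for CD11c+ IMs, where 3881 genes passed an unadjusted p under 0.05 with all libraries and DESeq2 called 3048, and 493 for CD11c- IMs. From the heat map, these gene numbers and the genes shared, the paper proposes that the CD11c+ cells are closer to CD11c- IMs than to AMs.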

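Most expressed genes were shared by all 3 populations, and the overlap of the IM populations was larger than that of AMs with either. A gene was taken as expressed in a population when its CPM was at least 1 in both WT libraries, a minimum chosen because the text of the paper names none for the diagram of Fig. 3d. On this definition 10441 genes were expressed in all 3 populations, 770 in CD11c+ IMs and CD11c- IMs but not in AMs, 113 in AMs and CD11c+ IMs but not in CD11c- IMs, and 114 in AMs and CD11c- IMs but not in CD11c+ IMs. A further 180 genes were expressed in AMs alone, 181 in CD11c+ IMs alone and 853 in CD11c- IMs alone. The number shared by the IM populations was 491 when a CPM of at least 10 was required. These are counts with no test.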

While many genes were common among the three populations owing to the mutual cell identity, 684 genes were common between CD11c^+^ IMs and CD11c^−^ IMs, but a much smaller proportion of genes were shared between AMs and either CD11c^+^ IMs or CD11c− IMs (Fig. 3d). Among the genes shared between the IM populations, CD11c^+^ IMs expressed monocyte/interstitial macrophage-related genes, such as *Cx3cr1, Ccr2, Ly6c2*, and *Csf1r*, and a low level of AM specific genes, such as *Ear2, Wfdc21, Car4* and *Ear1* (Fig. 3e). 

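Some genes of monocytes and interstitial macrophages were higher in CD11c+ IMs than in AMs, and the eosinophil-associated ribonuclease genes *Ear1* and *Ear2* were lower. *Cx3cr1*, the fractalkine receptor, stood at 266 ± 103 CPM (SD, n = 2) in CD11c+ IMs and 9.92 ± 1.59 CPM (SD, n = 2) in AMs, a log2 fold change of 4.74 (SE 0.58, adjusted p = 0.00179 by edgeR's quasi-likelihood test). *Ccr2*, a monocyte chemokine receptor, rose by 3.94 (SE 0.51, adjusted p = 0.00213), and *Csf1r*, the receptor of the macrophage growth factor CSF-1, by 1.46 (SE 0.28, adjusted p = 0.0119). The call for *Csf1r* in CD11c+ IMs ended with adjusted p = 0.0772 without WT AM replicate 1, adjusted p = 0.114 without WT AM replicate 2 and adjusted p = 0.0684 without WT CD11c+ IM replicate 2 (8.07e-06 to 0.114 over all alternatives). *Ly6c2*, a surface protein of classical monocytes, had a log2 fold change of 3.03 (SE 1.27, adjusted p = 0.164) in CD11c+ IMs and of 4.28 (SE 1.34, adjusted p = 0.0433) in CD11c- IMs. The latter call ended with adjusted p = 0.206 without WT AM replicate 1, adjusted p = 0.15 without WT AM replicate 2 and adjusted p = 0.188 without WT CD11c- IM replicate 2 (0.00292 to 0.206 over all alternatives). *H2-Ab1* and *Cd74*, 2 genes of antigen presentation, rose by 2.74 and 2.13 in CD11c+ IMs, and *S100a4* rose by 2.95. The *S100a4* call ended with adjusted p = 0.0949 without WT AM replicate 1, adjusted p = 0.124 without WT AM replicate 2 and adjusted p = 0.0601 without WT CD11c+ IM replicate 2 (6.45e-06 to 0.124 over all alternatives). *S100a9*, *S100a8*, *Treml2*, *Ly6c1* and *Trem1* had log2 fold changes of 3.41, 2.79, 2.79, 1.26 and −0.30 and did not pass. Their adjusted p-values were 0.123, 0.16, 0.0811, 0.238 and 0.872 from the same test. Of the AM genes, *Ear2* was 204 ± 23.4 CPM (SD, n = 2) in AMs, 49.8 ± 5.35 CPM (SD, n = 2) in CD11c+ IMs and 11.6 ± 4.30 CPM (SD, n = 2) in CD11c- IMs. Its log2 fold change against AMs was −2.04 (SE 0.30, adjusted p = 0.00368) in CD11c+ IMs. It was 2.11 higher in CD11c+ IMs than in CD11c- IMs (SE 0.30, adjusted p = 0.0195). This call ended with adjusted p = 0.129 with only the groups compared, adjusted p = 0.0983 without WT CD11c+ IM replicate 1, adjusted p = 0.106 without WT CD11c- IM replicate 1 and adjusted p = 0.112 without WT CD11c+ IM replicate 2 (1.67e-08 to 0.129 over all alternatives). *Ear1* fell by 4.53 on the log2 scale in CD11c+ IMs, while *Wfdc21* at −2.13 (SE 0.60, adjusted p = 0.0508) and *Car4* at −2.48 (SE 0.72, adjusted p = 0.0573) did not pass. In CD11c- IMs, *Ear2*, *Wfdc21*, *Car4* and *Ear1* had log2 fold changes of −4.14, −3.21, −4.55 and −5.48, and *Cx3cr1* and *Ccr2* rose by 4.12 and 3.75. Of 12 monocyte genes, 3 were higher in CD11c+ IMs than in AMs and none was lower (10 higher when adjusted over the list alone). The list had a camera adjusted p = 7.31e-05 and an adjusted p = 0.561 with an estimated correlation. *Ear1* and *Ear2* belong to a family of near-identical genes, and only uniquely mapped reads were counted, so reads that fit both may be missing.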

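The genes of CD11c and SiglecF, the markers that part the 3 populations in the sort, had the order of the gates. MerTK and CD64 were gated as positive in every population, so the gates set no difference for their genes. *Itgax*, which encodes CD11c, stood at 789 ± 16.4 CPM in AMs, 379 ± 64.0 CPM in CD11c+ IMs and 41.0 ± 18.5 CPM in CD11c- IMs (SD, n = 2 each). It was 3.21 log2 units higher in CD11c+ IMs than in CD11c- IMs (SE 0.34, adjusted p = 0.00989 by edgeR's quasi-likelihood test). This call ended with adjusted p = 0.106 with only the groups compared and adjusted p = 0.0664 without WT CD11c+ IM replicate 1 (4.78e-19 to 0.106 over all alternatives). Its log2 fold change against AMs was −1.06 (SE 0.31, adjusted p = 0.061) in CD11c+ IMs and −4.27 (SE 0.36, adjusted p = 0.000218) in CD11c- IMs. The value for CD11c+ IMs passed by DESeq2 (adjusted p = 0.0101) and with only the groups compared (adjusted p = 0.00743), with 0.00743 to 0.301 over all alternatives. *Siglecf*, the AM marker, fell by 4.63 on the log2 scale in CD11c+ IMs and had a log2 fold change of −5.51 in CD11c- IMs. Its value between the IM populations was 0.89 (SE 0.36, adjusted p = 0.261). *Mertk*, a receptor for apoptotic cells, had log2 fold changes against AMs of −1.64 (adjusted p = 0.203) in CD11c+ IMs and −2.92 (adjusted p = 0.0251) in CD11c- IMs, and of 1.29 (adjusted p = 0.45) between the IM populations. Its call in CD11c- IMs ended with adjusted p = 0.0705 without WT AM replicate 1, adjusted p = 0.0908 without WT AM replicate 2 and adjusted p = 0.116 without WT CD11c- IM replicate 2 (0.000215 to 0.116 over all alternatives). *Fcgr1*, which encodes CD64, had values of 0.89 (adjusted p = 0.156), 0.20 (adjusted p = 0.712) and 0.68 (adjusted p = 0.397) in the same comparisons. Of the 4 markers, 1 was higher in CD11c+ IMs than in CD11c- IMs (1 when adjusted over the list alone). *Pparg* and *Fabp4*, which AMs use in handling surfactant lipids, and *Csf2rb2* of the same list were 1.58, 1.92 and 1.75 log2 units higher in CD11c+ IMs than in CD11c- IMs (3 higher of 16 genes, or 11 higher and 2 lower when adjusted over the list alone). Of 20 alveolar macrophage genes, 3 were higher in CD11c+ IMs than in CD11c- IMs and none was lower (14 higher when adjusted over the list alone). Of 8 MHC class II genes, 1 was higher, *H2-DMb1* with 572 ± 5.52 CPM in CD11c+ IMs and 233 ± 10.8 CPM in CD11c- IMs (6 higher when adjusted over the list alone). Of 11 dendritic cell genes, 1 was higher (3 when adjusted over the list alone). *Pparg*, *Fabp4*, *Csf2rb2* and *H2-DMb1* all lost the call without WT CD11c+ IM replicate 1 (adjusted p of 0.0949 to 0.156), without WT CD11c+ IM replicate 2 (0.0694 to 0.157) and with only the groups compared (0.116 to 0.134). *Pparg*, *Fabp4* and *H2-DMb1* lost it without WT CD11c- IM replicate 1 (0.0507 to 0.169) and *Fabp4* also did without WT CD11c- IM replicate 2 (0.0831). The camera adjusted p for the surfactant, alveolar, MHC class II and dendritic cell lists was 3.45e-06, 6.59e-12, 1.43e-05 and 0.000247, with adjusted p = 0.344, adjusted p = 0.433, adjusted p = 0.44 and adjusted p = 0.561 with an estimated correlation.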

Altogether, these data suggest that CD11c^+^ IMs are more closely related to CD11c^−^ IMs and are referred to as CD11c^+^ IMs.

**Fig. 3:**
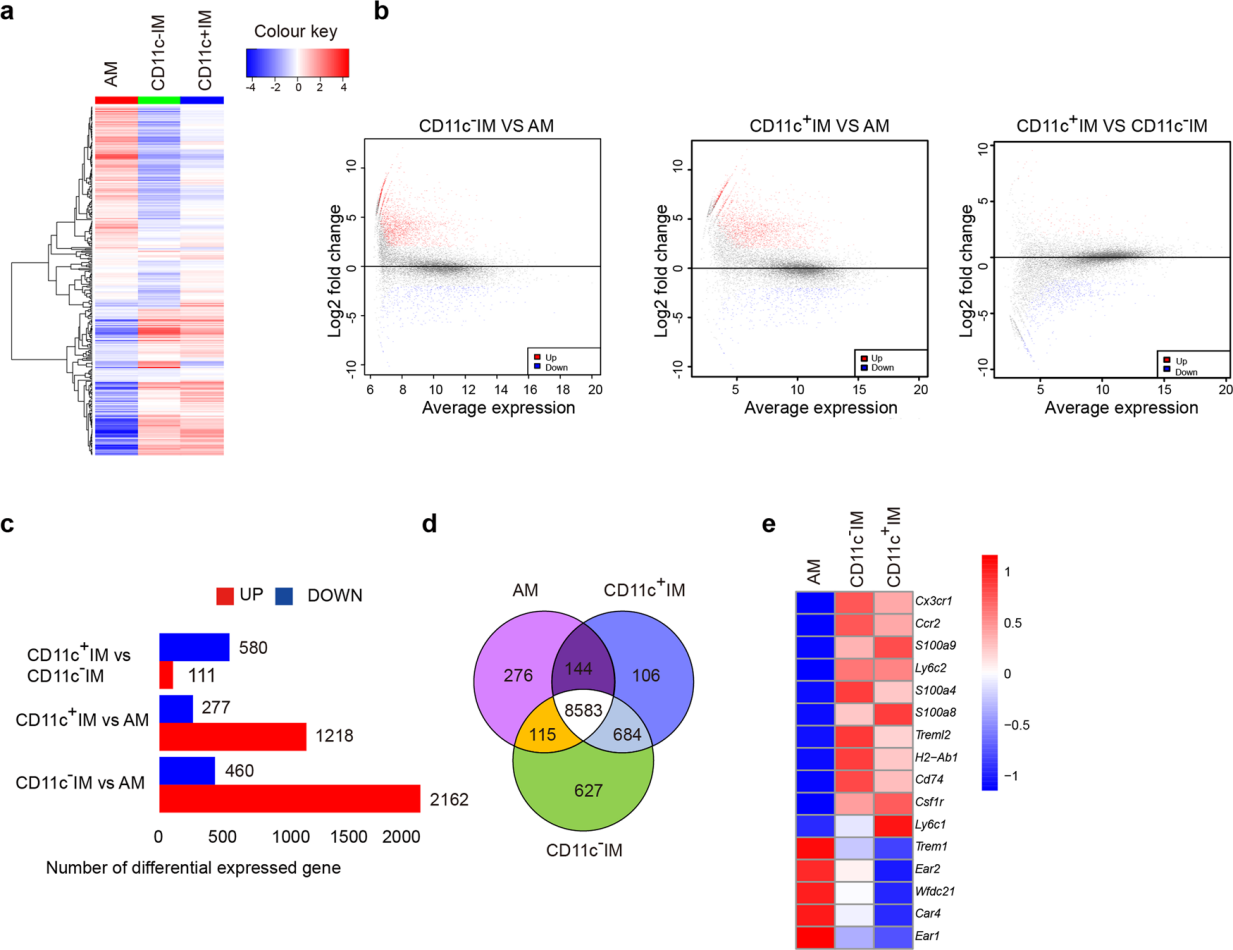
Transcriptional signature of lung macrophages in tumor environment. **a**–**e** RNA-Seq analysis on macrophage populations isolated by FACS-sorting from entire lungs of B16 tumor bearing mice. The lungs were perfused and isolated from tumor-bearing mice. **a**, **b** Differential gene expression in WT AMs, CD11c^+^ IMs and CD11c^−^ IMs derived from unsupervised clustering. **c** Numbers of differentially expressed genes among WT AMs, CD11c^+^ IMs and CD11c^−^ IMs. **d** Venn diagram showing the overlap of genes expressed among AMs, CD11c^−^ IMs, and CD11c^+^ IMs. **e** Heatmap showing gene expression in macrophage populations.

### IMs are the TAMs that respond to IL-9

To investigate the specific macrophage populations that infiltrate the tumor site, we isolated tumor foci from the orthotopic lung tumor model. From two independent experiments, all WT mice had tumor growth, in contrast to only 20% of the *Il9r*^*−/−*^ mice (Fig. 4a, b). WT mice demonstrated larger tumors than those in *Il9r*^*−/−*^ mice that did develop tumors (Fig. 4a–c). IMs are the major tumor-associated macrophages (TAMs) (Fig. 4d). The gene expression profile in mouse IMs (TAMs) overlapped with 95% of genes expressed in TAMs from lung cancer patients (Fig. 4e), indicating these IM populations in mouse were conserved with human TAMs. No significant differences were found among other cell types or in cytokine expression in lung CD45^+^ cells (Supplementary Fig. 2a, b). Thus, these results suggest both CD11c^−^ IM and CD11c^+^ IMs are TAMs and are altered in numbers in response to IL-9.

**Fig. 4:**
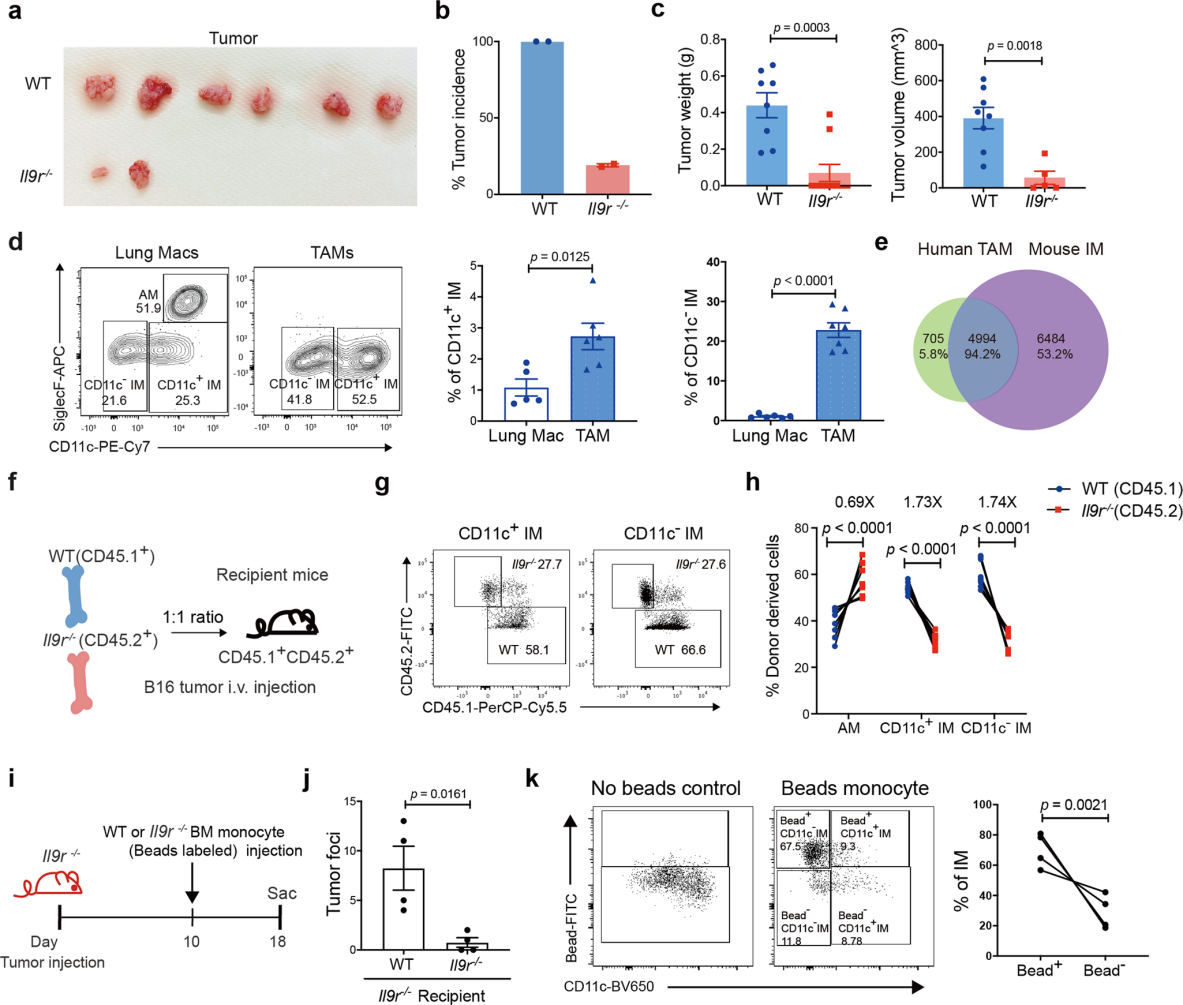
IMs are the TAMs that respond to IL-9. **a**–**d** LLC cells were directly injected to the lung. Tumor appearance (**a**) and tumor incidence (**b**) (*n* = 2  experiments) were assessed after resection. Tumor weight (**c**) (*n* = 8 mice for WT group, *n* = 10 mice for *Il9r*^*−/−*^ group) was calculated from two independent experiments. **d** Lung cells from tumor bearing mice and cells from tumor foci were isolated for flow analysis (*n* = 5 mice for lung Mac group, *n* = 6 mice for TAM group). TAM: tumor associated macrophage. **e** Venn graph showing the overlap genes from human TAMs and mouse IMs. **f**–**h** WT (CD45.1) and *Il9r*^*−/−*^ mice (CD45.2) bone marrow cells were mixed in 1:1 ratio and transferred to lethally irradiated recipient mice (CD45.1^+^ CD45.2^+^ mice). After reconstitution, chimeric mice were intravenously injected with B16 tumor cells, donor lung macrophages were analyzed by flow cytometry (*n* = 9 mice). **i**–**k** *Il9r*^*−/−*^ mice were injected with B16 tumor on day 0. Fluorescent bead-labeled monocytes were transferred to recipient mice on day 10 (**i**). Tumor growth (**j**) and lung macrophages (**k**) were analyzed on day 18, dot plots were gated on MerTK^+^ CD64^+^ SiglecF^−^ live cells (*n* = 4 mice per group). Data are the mean ± SEM. Unpaired two-tailed Student *t*-test was used for comparison in **c**, **d** and **j**. Two-way ANOVA with Sidak’s multiple comparisons was used for comparisons in **h**.

To further define whether the effects of IL-9 were intrinsic to the macrophage population or a result of exogenous factors linked to differences in tumor growth between the strains, we generated mixed bone marrow chimeras where we injected equal numbers of WT (CD45.1) and *Il9r*^*−/−*^ (CD45.2) bone marrow cells into lethally irradiated wild-type recipients (CD45.1^+^ CD45.2^+^) (Fig. 4f). Following reconstitution, chimeric mice were injected with B16 tumor cells (Fig. 4f). In a context with uniform tumor growth, we observed that the ratio of WT:*Il9r*^−/−^ cells was higher for IM and lower for AM, consistent with earlier results (Fig. 4g, h). This result suggests that IMs develop from bone marrow derived monocytes. To further investigate this, fluorescent bead-labeled monocytes were transferred into *Il9r*^*−/−*^ mice (Fig. 4i)^28^. Mice receiving WT monocytes showed increased tumor growth (Fig. 4j). Flow cytometric analysis of bead-labeled monocytes showed that IL-9 signaling promoted monocytes to become lung IMs. The majority of the CD11c^−^IM and about half of CD11c^+^ IMs are derived from circulating monocytes (Fig.4k). Both WT and *Il9r*^*−/−*^ mice showed similar number of monocytes from bone marrow, blood and lung (Supplementary Fig. 2c), however, WT bone marrow monocytes  demonstrated higher capability for proliferation than monocytes from *Il9r*^*−/−*^ mice (Supplementary Fig. 2d). The loss of IL-9 signaling did not affect proliferation of blood and lung monocytes (Supplementary Fig. 2d). Together, these data suggest IL-9 signaling recruits circulating monocyte for development into IMs. Compared to naive mice, WT AMs showed decreased cycling as assessed by Ki67 staining in the lung tumor environment, indicating IL-9 signaling represses AM expansion by inhibiting its proliferation (Supplementary Fig. 2e). To explore if the regulatory pattern of IL-9 on macrophages is also consistent in other tumor environments, we also assessed IL-9R in a B16 s.c. model. Interestingly, TAMs in the s.c. tumor model did not express IL-9R compared to isotype control staining sample (Supplementary Fig. 2f). Moreover, the percentage of TAMs was not affected by the loss of IL-9R (Supplementary Fig. 2g), indicating the regulation of IL-9R on macrophages might be restricted to certain tissues such as the lung microenvironment.

### Lung macrophages promote IL-9-mediated lung tumor growth

To explore whether the macrophages themselves lead to altered tumor growth between WT and *Il9r*^*−/−*^ mice, or whether the crosstalk between the microenvironment and the lung macrophages were the major driver, we employed a lung macrophage adoptive transfer experiment in the tumor model. We sorted lung AMs, CD11c^+^ and CD11c^−^ IMs from WT Boy/J (CD45.1^+^) tumor bearing mice and then transferred them to *Il9r*^*−/−*^ mice (CD45.2^+^) 4 days after tumor cell injection (Fig. 5a). Donor-derived AMs and IMs were present in the lung tissue where they represented 20-40% of total lung macrophages in the recipient mice (Fig. 5b, c). WT tumor-primed lung macrophages robustly enhanced tumor growth in *Il9r*^*−/−*^mice (Fig. 5d). While it is possible AMs contribute to the IL-9-dependent tumor promoting phenotype in early tumor development, we did not observe significant changes of AM numbers comparing WT and *Il9r*^*−/−*^ mice (Supplementary Fig. 1c). Thus, the IL-9-dependent changes in the IM populations prompted us to focus further functional analysis on the IM populations. To further avoid the bystander effect of other cell types on macrophages in the WT donor tumor-bearing mice, we sorted WT and *Il9r*^*−/−*^ IMs from the mixed bone marrow chimeric mice described in Fig. 4f and transferred the cells to *Il9r*^*−/−*^ tumor-bearing mice (Fig. 5e). Mice that received WT macrophages showed more tumor growth than mice that received *Il9r*^*−/−*^ macrophages (Fig. 5f). These data suggest endogenous IL-9/IL-9R signaling is crucial for the pro-tumor function of lung macrophages.

**Fig. 5:**
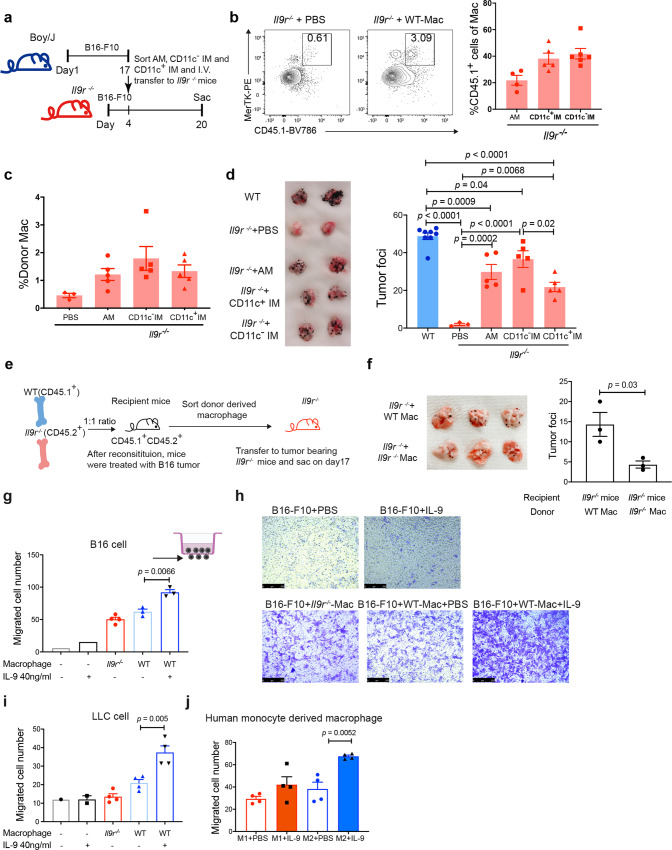
Lung macrophages promote IL-9 mediated lung tumor growth. **a**, **b** Boy/J mice were injected with B16 melanoma cells. Macrophages were sorted from the entire lung of tumor bearing mice on d17 and intravenously injected to *Il9r*^*−/−*^ mice 4 days after tumor injection (**a**). **b**, **c** Donor macrophages were detected on day 20 (*n* = 4 mice for AM group, *n* = 5 mice for CD11c^+^ IM group, *n* = 6 for CD11c^−^ IM group in panel b) (n = 3 mice for PBS group, *n* = 5 mice for other groups in panel c). **d** Tumor development was assessed (*n* = 8 mice for WT group, *n* = 3 mice for PBS group, *n* = 5 mice for other groups). **e**, **f** WT and *Il9r*^*−/−*^ macrophages were sorted from the entire lung of mixed bone marrow chimeric mice described in Fig. 4f and transferred into *Il9r*^*−/−*^ tumor bearing mice (**e**). Tumor growth was analyzed on day 17 (**f**) (*n* = 3 mice). Mac: macrophage. **g**–**j** Total lung macrophages were isolated from intact lungs of B16 (**g**, **h**) (*n* = 1 for left two groups, *n* = 4 mice for middle group, *n* = 3 mice for right two groups) or LLC (i) (*n* = 1 well of cell for left group, *n* = 2 wells of cell for the second left group, *n* = 4 mice for other groups) tumor-bearing mice and plated in the lower chamber of a transwell with or without IL-9; B16 or LLC cells were plated in the upper chamber. B16 cells were allowed to migrate for 16 h, and LLC cells for 3 h before counting. Unmigrated cells were removed and migrated cells were calculated from the average of two views under 20× microscopy, Scale bar = 250 µm. **j** Human monocytes were isolated from human PBMC and differentiated into M1 or M2 macrophage for 7 days. Cells were treated with IL-9 overnight, and human 838 lung cancer cells were plated in the upper chamber of the transwell. Migrated cells were counted after 3 h (*n* = 4 donors per group). Data are the mean ± SEM. One-way ANOVA with a Dunnett’s multiple comparison test was used to generate *p* values for multiple comparisons in **b**, **c**, **d**. Unpaired two-tailed Student t-test was used for comparison in **f**, **g**, **i** and **j**.

Consistent with a published report^3^, neither B16 nor LLC2 tumor cells express IL-9R or respond to IL-9, indicating IL-9 likely indirectly affects tumor growth in the lung (Fig. 2f, Supplementary Fig. 3a–c). To investigate if and how the IL-9-macrophage axis affects the growth of cancer cells in the lung, lung macrophages from tumor-bearing mice were cocultured with tumor cells for 72 h with or without IL-9 to define effects on tumor cell proliferation and apoptosis. Cells in all conditions exhibited comparable percentages of cell death and proliferation, suggesting the IL-9-macrophage axis has no direct impact on tumor cell proliferation or cell death in these models (Supplementary Fig. 3d). Next, we performed a migration assay to test if the IL-9/macrophage axis impacts cancer cell migration. Lung macrophages were isolated from tumor bearing mice and plated in the lower chamber of the plate with PBS or IL-9. Tumor cells were placed in the upper chamber of the transwell (Supplementary Fig. 3e). While IL-9 alone was not sufficient to induce tumor migration, macrophages from both WT and *Il9r*^*−/−*^ mice promoted tumor migration to a similar extent (Fig. 5g, h). Remarkably, IL-9 enhanced the ability of macrophages to induce tumor migration of both B16 tumor cells and LLC tumor cells (Fig. 5g–i), while IL-9 treatment on *Il9r*^*−/−*^ macrophages had no effect (Supplementary Fig. 3f). To determine if this effect is conserved in human cells, PBMC-derived monocytes were differentiated into M1 or M2 macrophages for 7 days. IL-9 was then added to the culture for 24 h (Supplementary Fig. 3g). Human cancer cells (H838) were plated in the upper chamber with M1 or M2 macrophages in the lower chamber (Supplementary Fig. 3g). IL-9 enhanced M2 but not M1 macrophage-induced tumor cell migration (Fig. 5j and Supplementary Fig. 3h).

### IL-9 regulates the transcriptional profile of IMs

To understand how IL-9 signaling affects the transcriptional landscape of lung macrophages, we compared the gene expression of WT and *Il9r*^*−/−*^ macrophages from intact lungs of tumor-bearing mice. 

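The gene that was deleted, *Il9r*, encodes the IL-9 receptor and lies on chromosome 11 of mm10 from 32188997 to 32200279. It was read at a higher level in the AM and CD11c+ IM libraries labelled *Il9r*-/- than in those labelled WT. In AMs it stood at 0.476 ± 0.213 CPM (SD, n = 2) in the WT libraries and at 6.71 ± 0.159 CPM (SD, n = 2) in those labelled *Il9r*-/-, a log2 fold change of 3.79 (SE 1.01, adjusted p = 0.833 by edgeR's quasi-likelihood test). In CD11c+ IMs it stood at 0.326 ± 0.238 and 4.26 ± 0.105 CPM (SD, n = 2 each), a log2 fold change of 3.73 (SE 1.03, adjusted p = 0.807). By DESeq2 the adjusted p was 0.0241 in AMs and 0.0246 in CD11c+ IMs, and with only the AM libraries in the fit it was 0.00842 in AMs. Over all alternatives it ranged from 0.00842 to 1.00 in AMs and from 0.0246 to 1.00 in CD11c+ IMs. The authors' deposited table gives *Il9r* an FDR of 0.0458 in AMs and 0.042 in CD11c+ IMs. In CD11c- IMs the WT libraries held 0.750 and 6.47 CPM and those labelled *Il9r*-/- 2.59 and 6.09 CPM, a log2 fold change of 0.27 (SE 0.89, adjusted p = 1.00). Without WT CD11c- IM replicate 1 this value was −0.58, and without CD11c- IM replicate 2 labelled *Il9r*-/- it was −0.48. These counts cover the whole gene and can include transcript parts outside the deletion, so they do not settle which libraries lack the receptor. Since the levels in AMs and CD11c+ IMs go against the labels, every direction between genotypes is given for the libraries as labelled. The paper reports less tumor growth in the lungs of *Il9r*-/- mice (Fig. 2a), and reduced *Arg1* and lower arginase activity and serum IL-6 in them (Figs. 7 and 8). In these libraries *Arg1* in each of the 3 populations and the genes of melanocytes, which B16 cells express, over both IM populations had negative log2 fold changes as labelled, none of which passed over all genes. Other measures went the opposite way over both IM populations. *Il6* had a log2 fold change of 0.25, and 22 of 23 endothelial genes were positive, with none passing over all genes. The paper reports greater angiogenesis in WT mice by CD31, an endothelial marker (Fig. 6g). *Il6* RNA in sorted IMs does not measure serum IL-6 protein, and endothelial RNA in sorted macrophages does not measure vessels in lung tissue. These are unlike measures, and none of this settles the labels. The libraries labelled *Il9r*-/- held 42020021 and 34305081 counts for AMs, 36260073 and 36547050 for CD11c+ IMs and 38353568 and 36117279 for CD11c- IMs, and were processed with the WT libraries.

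**Figure D1:**
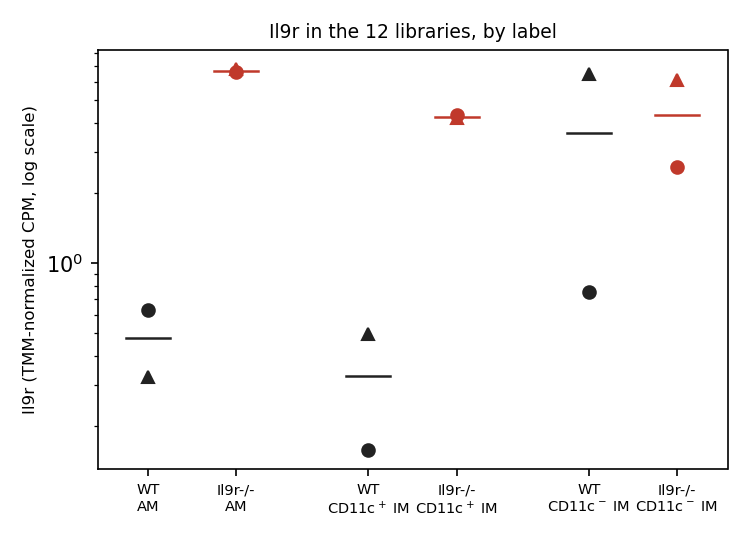
TMM-normalized CPM of *Il9r* on a log scale in the 12 libraries, by population and label. Circles are libraries numbered 1, triangles are libraries numbered 2 and bars are means of 2 libraries. The AM and CD11c+ IM libraries labelled *Il9r*-/- sit between 4.19 and 6.82 CPM, above the WT libraries at 0.158 to 0.627 CPM.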

Unsupervised clustering with differentially expressed genes in a heat map indicated that *Il9r-*deficiency significantly affected gene expression in CD11c^+^ IMs and CD11c^−^ IMs (Fig. 6a, b). 

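In the IM libraries labelled *Il9r*-/-, 2 genes passed an adjusted p under 0.05 over both IM populations together, and both were named after their values were seen. The test takes the CD11c+ and CD11c- IM libraries of a number as independent. Their deviations between the numbers correlated across genes at 0.692 in WT and 0.53 in the libraries labelled *Il9r*-/-. Neither gene passed in limma-voom with a random effect of genotype and replicate number together. *Fn3krp*, a fructosamine kinase-related gene on chromosome 11, was 4.73 log2 units higher (SE 0.44, adjusted p = 0.0122 by edgeR's quasi-likelihood test), and *Dynlt1b*, a dynein light chain gene on chromosome 17, had a log2 fold change of −4.41 (SE 0.41, adjusted p = 0.0122). *Dynlt1b* was also the only gene that passed in CD11c+ IMs, at a log2 fold change of −6.68 (SE 0.66, adjusted p = 0.0396). It has near-identical copies, and only uniquely mapped reads were counted, so some of its reads may be missing. In CD11c- IMs no gene passed by this test, 249 had an unadjusted p under 0.05, DESeq2 called 9 and edgeR's likelihood ratio test, added after seeing the data, called 11. At the threshold printed in Fig. 6b, an unadjusted p under 0.05 and an absolute log2 fold change above 1, 242 genes were higher and 238 lower in CD11c+ IMs labelled *Il9r*-/-, and 116 were higher and 33 lower in CD11c- IMs. The total at this threshold in CD11c+ IMs was 277 without WT CD11c+ IM replicate 1 and 737 without CD11c+ IM replicate 2 labelled *Il9r*-/-. In CD11c- IMs it was 235 without CD11c- IM replicate 1 labelled *Il9r*-/-, 471 without WT CD11c- IM replicate 2 and 262 without CD11c- IM replicate 2 labelled *Il9r*-/-. No gene passed an adjusted p under 0.05 for a difference of the genotype effect between the IM populations by edgeR's quasi-likelihood test. For that difference 226 had an unadjusted p under 0.05, DESeq2 called 2 and the likelihood ratio test 4. The count for CD11c+ IMs was 1 here, 95 by DESeq2, 118 by the likelihood ratio test, and 0 without any 1 of the 4 libraries compared. DESeq2 called 112 over both populations, where the count was 0 without WT CD11c+ IM replicate 1, 0 without WT CD11c- IM replicate 1, 0 without CD11c+ IM replicate 1 labelled *Il9r*-/-, 1 without CD11c- IM replicate 1 labelled *Il9r*-/-, 0 without WT CD11c+ IM replicate 2, 0 without WT CD11c- IM replicate 2 and 1 without CD11c- IM replicate 2 labelled *Il9r*-/-. From the clustering in the heat map, the paper reasons that the receptor deficiency affected expression in both IM populations.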

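No gene of reactive oxygen species handling passed over all genes tested between the labels in the IMs. Directions there are those of the labels, against the level of *Il9r* in CD11c+ IMs. Of 35 antioxidant genes, none passed in CD11c+ IMs or in CD11c- IMs labelled *Il9r*-/- (none when adjusted over the list alone), with a median log2 fold change of −0.062 in CD11c+ IMs and 0.11 in CD11c- IMs. The camera adjusted p was 0.878 for CD11c+ IMs, where the test leaned upward against the sign of the median. It was 0.0325 for CD11c- IMs, with an adjusted p = 0.561 with an estimated correlation. The call for CD11c- IMs ended with adjusted p = 0.0515 without AM replicate 1 labelled *Il9r*-/-, adjusted p = 0.0503 without AM replicate 2 labelled *Il9r*-/-, adjusted p = 0.0514 without CD11c+ IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.324 without CD11c- IM replicate 2 labelled *Il9r*-/- and adjusted p = 0.975 without WT CD11c- IM replicate 2. In the 2 IM populations together, 1 of the 35, *Nnt*, was higher when adjusted over the list alone, with a median of 0.022 and a camera adjusted p = 0.188 (adjusted p = 0.726 with an estimated correlation). The list had a camera adjusted p = 0.0146 without the 3 WT libraries numbered 1, an alternative added after seeing the data. In CD11c+ IMs, *Ftl1*, the ferritin light chain, had a log2 fold change of −0.26 (SE 0.42, adjusted p = 1.00 by edgeR's quasi-likelihood test) and *Sod1*, a superoxide dismutase, 0.061 (SE 0.23, adjusted p = 1.00). Of 6 NADPH oxidase genes, none passed in either population (none when adjusted over the list alone), with *Cybb* at −0.055 (SE 0.32) in CD11c+ IMs. Further genes set for report had log2 fold changes in CD11c+ IMs of −0.50 for *Igf1*, −0.44 for *Gpd1*, 0.18 for *Ephx2*, 0.021 for *Cry1* and −2.41 for *Trpm1*, each with an adjusted p of 1.00 by the same test. Of 4 erythroid and platelet genes measured, 3 were positive over both IM populations (1 higher when adjusted over the list alone), with *Ppbp* at 1.48 (SE 0.29), a camera adjusted p = 0.0131 and an adjusted p = 0.344 with an estimated correlation. This call ended with adjusted p = 0.0708 without CD11c+ IM replicate 2 labelled *Il9r*-/-, adjusted p = 0.0646 without CD11c- IM replicate 2 labelled *Il9r*-/- and adjusted p = 0.0547 without WT CD11c- IM replicate 1, and with adjusted p = 0.118 without the 3 WT libraries numbered 1. Of 11 dendritic cell genes, 9 were positive (none passed when adjusted over the list alone), with *Ccr7* at −0.13 (SE 0.66), a camera adjusted p = 0.0255 and an adjusted p = 0.726 with an estimated correlation. Their call ended with adjusted p = 0.444 without CD11c+ IM replicate 2 labelled *Il9r*-/-, adjusted p = 0.068 without CD11c- IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.0716 without CD11c- IM replicate 2 labelled *Il9r*-/-, adjusted p = 0.543 without WT CD11c+ IM replicate 1 and adjusted p = 0.162 without WT CD11c- IM replicate 1, and with adjusted p = 0.955 without those 3.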

Gene set enrichment analysis between WT and *Il9r*^*−/−*^ CD11c^+^ or CD11c^−^ IMs identified changes in reactive oxygen species pathways and cancer module pathways (Fig. 6c, d). 

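In the libraries labelled *Il9r*-/-, endothelial genes were higher in both IM populations and melanocyte genes lower in CD11c+ IMs as groups by camera with its preset correlation, although no member passed over all genes tested and none of these calls held with an estimated correlation. Of 23 endothelial genes, 22 had a positive log2 fold change over both IM populations, with a median of 2.21, or 2.12 with genes of few counts at their bound (17 higher when adjusted over the list alone). In CD11c+ IMs 21 were positive (14 higher when adjusted over the list alone), with a median of 2.74 and a camera adjusted p = 2.29e-23 (adjusted p = 0.344 with an estimated correlation). All 23 were positive in CD11c- IMs (none passed when adjusted over the list alone), with a median of 1.39 and a camera adjusted p = 1.55e-12 (adjusted p = 0.405 with an estimated correlation). The camera adjusted p was 1.35e-24 over both populations, with an adjusted p = 0.344 with an estimated correlation. *Ednrb*, the most abundant of them, had a log2 fold change of −0.11 (SE 0.51, adjusted p = 1.00 by edgeR's quasi-likelihood test), *Tmem100* 2.63 (SE 0.46, adjusted p = 0.244) and *Calcrl*, the adrenomedullin receptor, 1.25 (SE 0.34, adjusted p = 0.657). All 12 melanocyte genes had a negative log2 fold change over both IM populations, with a median of −1.45 (5 lower when adjusted over the list alone) and a camera adjusted p = 8.09e-10, or an adjusted p = 0.405 with an estimated correlation. In CD11c+ IMs all were negative, with a median of −2.67 (10 lower when adjusted over the list alone), and camera gave an adjusted p = 7.15e-14 (adjusted p = 0.344 with an estimated correlation). In CD11c- IMs all were negative too, with a median of −0.28 (none passed when adjusted over the list alone), and camera gave an adjusted p = 0.23. *Dct* had a log2 fold change over both of −1.29 (SE 0.55, adjusted p = 1.00). Of 19 lung epithelial genes, 17 were positive (7 higher when adjusted over the list alone), with *Scgb1a1* at 0.93 (SE 0.43, adjusted p = 1.00), a camera adjusted p = 7.74e-06 and an adjusted p = 0.449 with an estimated correlation. All 11 neutrophil genes were positive (none passed when adjusted over the list alone), with *S100a9* at 1.24 (SE 0.83), and 18 of 19 genes of hypoxia and glycolysis were negative (none passed when adjusted over the list alone), with *Aldoa* at −0.19 (SE 0.22). Their camera adjusted p-values were 1.12e-05 and 4.65e-09, with adjusted p = 0.561 and adjusted p = 0.344 with an estimated correlation. Without the 3 WT libraries numbered 1, an alternative added after seeing the data, the neutrophil list had an adjusted p = 0.444. Of 20 alveolar macrophage genes, 16 were positive, with a median of 0.49 (1 higher when adjusted over the list alone). This gene was *Fabp1*, named after its values were seen, at 1.71 (SE 0.33, adjusted p = 0.258). The list had a camera adjusted p = 0.00054 and an adjusted p = 0.697 with an estimated correlation, and its call ended with adjusted p = 0.828 without CD11c+ IM replicate 1 labelled *Il9r*-/-. The IMs were sorted cells, and *Il9r* itself was read at a higher level in the CD11c+ IM libraries labelled *Il9r*-/-.

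**Figure D2:**
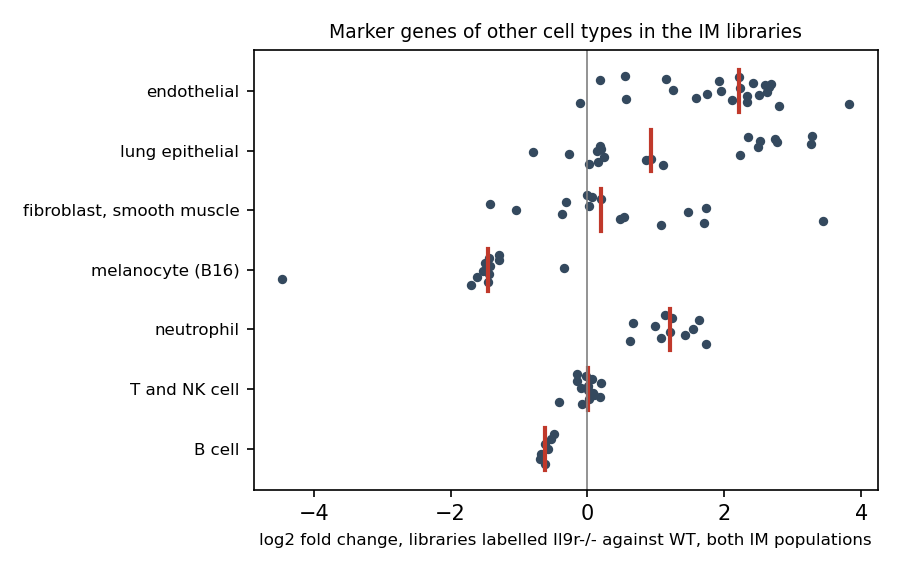
Log2 fold change of marker genes of other cell types over both IM populations, libraries labelled *Il9r*-/- against WT. Each point is a gene and each bar the median of its list, with the endothelial median at 2.21, the melanocyte median at −1.45 and the T and NK cell median at 0.010.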

The differentially expressed genes between WT and *Il9r*^*−/−*^ macrophages are involved in multiple biological pathways (Fig. 6e). 

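Genes of inflammatory macrophages did not pass between the labels in the IMs. Of 23 inflammatory genes, none was higher or lower over both IM populations (none when adjusted over the list alone), 17 had a positive and 6 a negative log2 fold change. Their median was 0.11, the same with genes of few counts at their bound, and a camera adjusted p = 0.668. *Il1b*, a cytokine gene, had a log2 fold change of 0.73 (SE 0.51, adjusted p = 1.00 by edgeR's quasi-likelihood test) in the libraries labelled *Il9r*-/-. *Cd80* and *Cd86*, 2 ligands that costimulate T cells, had values of 0.44 (SE 0.24) and 0.11 (SE 0.20), each with an adjusted p of 1.00 by the same test. *Nos2*, the inducible nitric oxide synthase, had 2 counts over the CD11c- IM libraries labelled *Il9r*-/- and 200 over the WT CD11c- IM libraries, a ratio of 92.8 (95% exact interval 25.4 to 772, counting error only). Its level in the WT CD11c- IM libraries was 0.386 and 4.35 CPM, and in CD11c+ IMs it was 8.86 ± 2.40 CPM in WT and 5.63 ± 2.28 CPM in those labelled *Il9r*-/- (SD, n = 2 each). Of 17 interferon response genes, 15 had a negative log2 fold change in CD11c+ IMs, with a median of −0.71, and none passed over all genes or when adjusted over the list alone. The camera adjusted p for CD11c+ IMs was 2.68e-05, with an adjusted p = 0.659 with an estimated correlation, and the call ended with adjusted p = 0.221 without CD11c+ IM replicate 1 labelled *Il9r*-/-. In the 2 IM populations together 16 of these genes were negative, with a median of −0.34 (none passed over all genes or when adjusted over the list alone), and camera gave an adjusted p = 0.000711 (adjusted p = 0.717 with an estimated correlation). That call ended with adjusted p = 0.181 without CD11c+ IM replicate 1 labelled *Il9r*-/- and adjusted p = 0.49 without CD11c- IM replicate 1 labelled *Il9r*-/-, and with adjusted p = 0.0936 without the 3 WT libraries numbered 1, an alternative added after seeing the data. In CD11c- IMs 7 were negative and 10 positive (none passed over all genes or when adjusted over the list alone). Their median there was 0.067, while camera leaned downward against its sign, at an adjusted p = 0.414. These directions follow the labels, which the level of *Il9r* goes against in CD11c+ IMs, while its levels overlapped in CD11c- IMs.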

We then examined gene expression that related to inflammatory or immunosuppressive functions of macrophages in tumor growth (Fig. 6f). 

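The immunosuppressive genes went both ways between the labels, against which *Il9r* was read in CD11c+ IMs, and none passed the test. Of 28 such genes, 10 had a positive and 18 a negative log2 fold change over both IM populations of the libraries labelled *Il9r*-/- (none passed when adjusted over the list alone), with a median of −0.12 and a camera adjusted p = 0.172. *Il10* had a log2 fold change of −0.75 (SE 0.52), *Cd163*, a scavenger receptor, −0.17 (SE 0.72), *Cd274* −0.12 (SE 0.17), *Mrc1*, the mannose receptor, 0.19 (SE 0.44), *Chil3* 0.44 (SE 0.41), *Pdcd1*, which encodes PD-1, 0.51 (SE 0.80) and *Cd47*, an inhibitor of phagocytosis, 0.26 (SE 0.19). Each had an adjusted p of 1.00 by edgeR's quasi-likelihood test. With 1 of the 8 IM libraries left out, *Cd163* ranged from −1.01 to 0.37, *Mrc1* from −0.45 to 0.68 and *Pdcd1* from −0.29 to 1.20.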

Surprisingly, not all immunosuppressive genes were upregulated in WT cells by IL-9 (Fig. 6f), indicating that IL-9 signaling affects the pro-tumor function of macrophage not simply by promoting an immunosuppressive phenotype in macrophages, but rather by having more subtle effects on the transcriptional profile. 

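Genes of a list related to angiogenesis leaned lower in CD11c+ IMs labelled *Il9r*-/-, and none passed by itself. Of 20 such genes, 18 had a negative log2 fold change in CD11c+ IMs (none passed when adjusted over the list alone), with a median of −0.39. The list had a camera adjusted p = 0.0134 and an adjusted p = 0.344 with an estimated correlation. Over both IM populations 17 of the 20 were negative (none passed when adjusted over the list alone), with a median of −0.26. The same test gave a camera adjusted p = 0.0168 and an adjusted p = 0.344 with an estimated correlation. The call for CD11c+ IMs ended with adjusted p = 0.147 without CD11c+ IM replicate 2 labelled *Il9r*-/- and adjusted p = 0.181 without WT CD11c+ IM replicate 1. Over both populations the call ended with adjusted p = 0.0516 without CD11c+ IM replicate 2 labelled *Il9r*-/-, adjusted p = 0.0541 without CD11c- IM replicate 2 labelled *Il9r*-/-, adjusted p = 0.107 without WT CD11c+ IM replicate 1 and adjusted p = 0.0717 without WT CD11c- IM replicate 1. When the 3 WT libraries numbered 1 were left out, an alternative added after seeing the data, the adjusted p was 0.181 for CD11c+ IMs and 0.413 over both. In CD11c- IMs 13 of the 20 were negative and 7 positive (none passed when adjusted over the list alone), with a median of −0.073 and a camera adjusted p = 0.243. In AMs 12 were negative, with a median of −0.24 and *Spp1* at 0.20 (SE 0.61, adjusted p = 1.00), and 2 were lower when adjusted over the list alone. These were *Mmp14*, at −2.99 (SE 0.68, adjusted p = 0.706), and *Pdgfb*, at −1.71 (SE 0.41, adjusted p = 0.722), both named after their values were seen. DESeq2 gave them an adjusted p of 0.00109 and 0.0456, in a range over the alternatives of 0.00109 to 1.00 for *Mmp14* and 0.0456 to 1.00 for *Pdgfb*. Camera gave an adjusted p = 0.0255 in AMs (adjusted p = 0.36 with an estimated correlation), a call that ended with adjusted p = 0.0614 without WT AM replicate 1, and with adjusted p = 0.119 without the same 3. *Vegfa* stood at 181 ± 49.5 CPM in WT CD11c+ IMs, 123 ± 17.0 CPM in CD11c+ IMs labelled *Il9r*-/-, 119.8 ± 2.47 CPM in WT CD11c- IMs and 82.2 ± 10.4 CPM in CD11c- IMs labelled *Il9r*-/- (SD, n = 2 each). Its log2 fold change was −0.55 over both (SE 0.27, adjusted p = 1.00 by edgeR's quasi-likelihood test). *Vegfb* had −0.21 (SE 0.37), *Vegfc* −0.10 (SE 0.58) and *Spp1*, osteopontin, −0.72 (SE 0.44), each with an adjusted p of 1.00 by the same test. The direction is that of the labels, against which *Il9r* was read in AMs and CD11c+ IMs.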

A set of angiogenesis-related genes were down-regulated in *Il9r*^*−/−*^ mice (Fig. 6e, f). Greater angiogenesis in WT mice was confirmed by immunofluorescence staining of CD31, a marker of endothelial cells (Fig. 6g). Furthermore, adoptive transfer of WT IMs rescued the loss of CD31^+^ cells in *Il9r*^*−/−*^ recipient mice (Fig. 6h). This indicates the IL-9/IM axis may promote angiogenesis in lung tumors. 

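At the threshold printed in Fig. 6b, 59 genes passed in both CD11c+ IMs and CD11c- IMs between the labels, of 480 that passed in CD11c+ IMs and 149 that passed in CD11c- IMs by edgeR's quasi-likelihood test. Of the 59, 47 were higher in both populations labelled *Il9r*-/-, 11 were lower in both and 1 went opposite ways. Independent lists of these sizes would share 4.9 of the genes tested, 2.5 of them in the same direction. In 40 simulations with no genotype effect, in which the estimated spread was kept, 36.4 genes were shared on average, from 25 to 49. The simulations drew each library independently and leave out any deviation that libraries of both populations share. The count was 20 without WT CD11c- IM replicate 1 and 32 without CD11c- IM replicate 1 labelled *Il9r*-/-, and 14 without the 3 WT libraries numbered 1, an alternative added after seeing the data. *Il9r*, which goes against the labels in CD11c+ IMs, leaves the direction tied to the labels only.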

By comparing the differentially expressed genes in WT and *Il9r*-deficient IMs, we identified expression of 107 genes that were altered by IL-9 signaling in both CD11c^+^ IMs and CD11c^−^ IMs (Fig. 6i), indicating that there is likely a common mechanism on how IL-9 affects the function of the two interstitial macrophage populations. 

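Of the receptor, chemokine and membrane protein genes set for report in both IM populations, none passed an adjusted p under 0.05 between the labels by edgeR's quasi-likelihood test. *Ffar2*, a receptor for short-chain fatty acids, had a log2 fold change of 1.50 (SE 0.27, adjusted p = 0.244) in libraries labelled *Il9r*-/-, *Ffar4*, a receptor for long-chain fatty acids, 0.85 (SE 0.22, adjusted p = 0.611) and *Nnt*, the mitochondrial transhydrogenase, 0.73 (SE 0.15, adjusted p = 0.327). *Cxcl15*, a chemokine of lung epithelium that is also on the epithelial list, had 2.50 (SE 0.69, adjusted p = 0.657), and *Cxcl1*, a neutrophil chemokine, had −0.29 (SE 0.23, adjusted p = 1.00). *Acvr1c*, an activin receptor, was near the floor, with 26 counts over the WT CD11c+ IM libraries and 1 over those labelled *Il9r*-/-, a ratio of 28.7 (95% exact interval 4.71 to 1180, counting error only). In CD11c- IMs it had 6 counts in the WT libraries and 0 in those labelled *Il9r*-/-, at least 1.86-fold higher in WT when 3 counts over the group are taken as the floor. *Cx3cl1*, *Gpr4*, *Il15ra*, *S100a16* and *Siglecf* had log2 fold changes of 1.13, 1.61, 0.97, 1.41 and 0.92, with adjusted p-values of 0.506, 0.855, 0.34, 0.514 and 0.657 from the same test. *Fpr1* stood at 81.6 ± 2.85 and 174 ± 98.8 CPM in CD11c+ IMs of WT and of those labelled *Il9r*-/- (adjusted p = 0.855 over both IM populations). *Tmem181b-ps*, a pseudogene that may lose reads that fit its parent gene as well, had −3.39 (SE 0.69, adjusted p = 0.29). These directions are those of the labels, and the level of *Il9r* goes against the label in the CD11c+ IM libraries.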

Among the 107 common genes were receptors (*Acva1c, Ffar2, Ffar4*), chemokines (*Cxcl1, Cxcl15*), nicotinamide nucleotide transhydrogenase, and transmembrane proteins (Fig. 6j). 

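Genes enriched in IMs were defined as those higher in both WT IM populations than in WT AMs, at an adjusted p under 0.05 and a log2 fold change above 1 by edgeR's quasi-likelihood test, which gave 798 genes. Of the 570 genes that passed the threshold printed in Fig. 6b between the labels in either IM population, 40 were among them. Independent lists of these sizes would share 31.1. The WT IM libraries enter both lists. In 40 simulations with no genotype effect, 161.2 genes were shared on average, from 136 to 188, with 1293.4 enriched genes and 702.9 that passed the threshold. Both lists and their overlap were larger there than here, so the simulations do not show how much the shared libraries add. With enrichment defined in the libraries labelled *Il9r*-/-, 76 were shared, and there the IM libraries of that label enter both lists. The count was 14 without WT AM replicate 1, 14 without WT CD11c+ IM replicate 1, 6 without WT AM replicate 2, 90 without CD11c+ IM replicate 2 labelled *Il9r*-/- and 61 without CD11c- IM replicate 2 labelled *Il9r*-/-. Without the 3 WT libraries numbered 1, an alternative added after seeing the data, it was 0, because no gene passed between CD11c+ IMs and AMs.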

Among genes that were regulated by *Il9r*-deficiency in IMs, 206 are IM-enriched genes, expressed at lower levels in AMs (Fig. 6k).

**Fig. 6:**
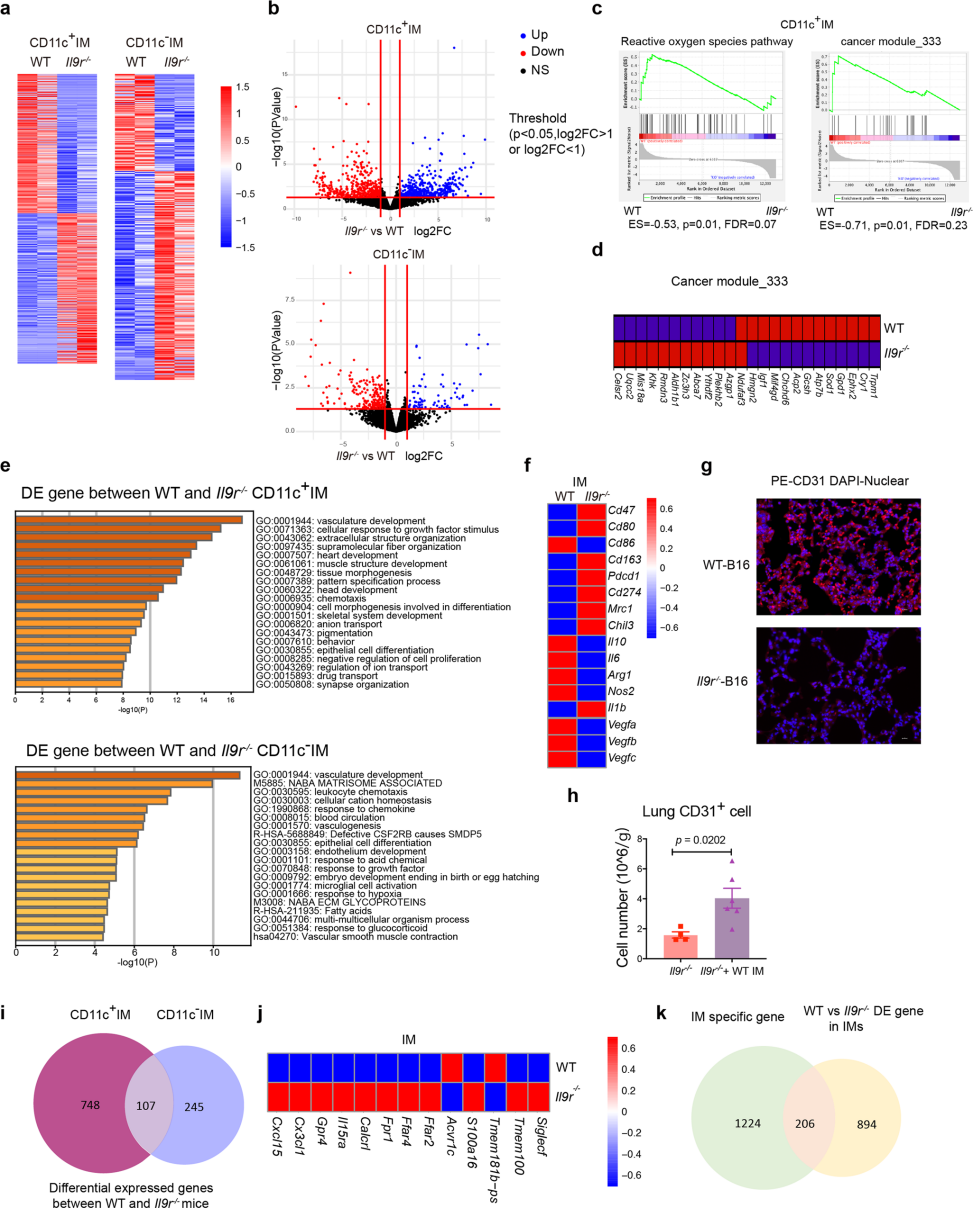
IL-9 regulates the transcriptional profile of IMs. **a**–**f** RNA-Seq analysis on macrophage populations isolated by flow-sorting from intact lungs of B16 tumor-bearing mice. **a**, **b** Differentially expressed gene between WT and *Il9r*^*−/−*^ macrophages. **c** GSEA analysis on the differentially expressed gene between WT and *Il9r*^*−/−*^ CD11c^+^ IMs. **d** Heatmap showing gene expression related to cancer module 333. **e** Pathway analysis on differentially expressed genes in WT and *Il9r*^*−/−*^ IMs. **f** Heatmap showing gene expression in WT and *Il9r*^*−/−*^ macrophage populations. **g** Immunofluorescence analysis of CD31^+^ cells of lung sections from tumor bearing mice, Scale bar = 10 µm. **h** *Il9r*^−/−^ mice were injected with B16 tumor cells on day 0, PBS/WT IMs were transferred to recipient mice on day 14. Lung CD31^+^ cells were analyzed by flow on day 21 (*n* = 4 mice for *Il9r*^*−/−*^ group, *n* = 6 mice for *Il9r*^*−/−*^ + CD11c^+^ IM group). **i** Venn diagram showing the overlap of differentially expressed genes in CD11c^+^ IMs and CD11c^−^ IMs. **j** Heatmap showing the expression of selected genes common between the IM populations. **k** Venn diagram showing common genes between IM specific genes and differentially expressed (DE) genes regulated by *Il9r*-deficiency in IMs. Data are the mean ± SEM. Unpaired two-tailed Student *t*-test was used for comparison in **h**.

### IL-9 alters lung macrophage function by regulating Arg1 expression

Next, we wanted to investigate the underlying mechanism of IL-9-mediated lung macrophage function in lung cancer. Among the 107 overlapping differentially expressed genes in CD11c^+^ IMs and CD11c^−^ IMs (Fig. 6g), *Arg1* was one of the most differentially expressed genes, and both CD11c^+^ and CD11c^−^ IMs showed higher Arg1 expression than AMs (Fig. 7a). 

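*Arg1*, which encodes arginase 1 and lies on chromosome 10 of mm10 from 24915207 to 24927470, was higher in both IM populations than in AMs. It stood at 10.8 ± 1.02 CPM in WT AMs, 663 ± 242 CPM in WT CD11c+ IMs and 323 ± 255 CPM in WT CD11c- IMs (SD, n = 2 each). The log2 fold change against AMs was 5.94 in CD11c+ IMs (SE 0.69, adjusted p = 0.00149 by edgeR's quasi-likelihood test) and 4.90 in CD11c- IMs (SE 0.65, adjusted p = 0.00115), and every WT IM library lay above every WT AM library. Between the IM populations it was 1.04 (SE 0.56, adjusted p = 0.406). The value for CD11c+ IMs without the 3 WT libraries numbered 1, an alternative added after seeing the data, was 5.61 (adjusted p = 0.0641, with 8.35e-24 to 0.0641 over all alternatives).

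**Figure D3:**
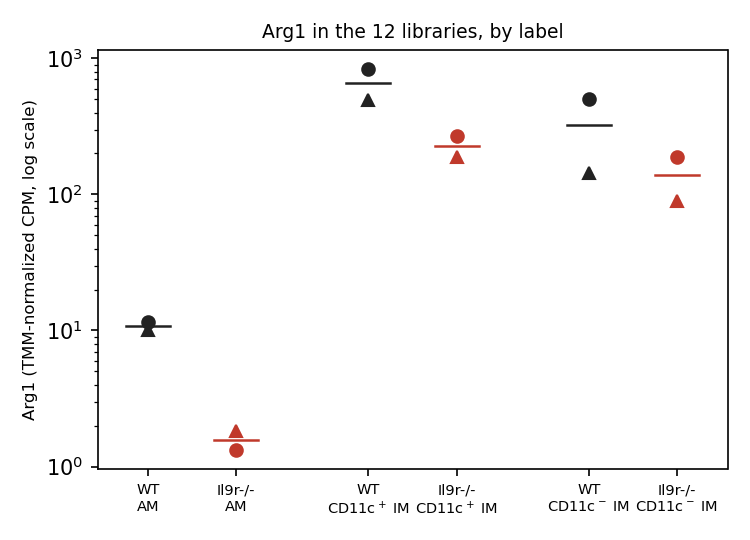
TMM-normalized CPM of *Arg1* on a log scale in the 12 libraries, by population and label. Circles are libraries numbered 1, triangles are libraries numbered 2 and bars are means of 2 libraries. The WT IM libraries sit between 143 and 835 CPM and the WT AM libraries at 10.1 and 11.5 CPM.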

Arg1 is a key factor linked to the pathogenesis of tumor growth^29,30^. Thus, we speculated that Arg1 might be a potential effector in the IL-9-macrophage axis. To test this, we first examined Arg1 protein expression in our models. There was a substantial reduction of Arg1 expression in lung IM populations in tumor-bearing *Il9r*^*−/−*^ mice (Fig. 7a–c). 

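In CD11c+ IMs, *Arg1* was 269 and 188 CPM in the libraries labelled *Il9r*-/- and 835 and 492 CPM in the WT libraries, a log2 fold change of −1.54 (SE 0.56, adjusted p = 1.00 by edgeR's quasi-likelihood test). In CD11c- IMs it was 188 and 89.3 CPM in the libraries labelled *Il9r*-/- and 503 and 143 CPM in the WT libraries, a log2 fold change of −1.22 (SE 0.56, adjusted p = 1.00 by the same test). Both CD11c+ IM libraries labelled *Il9r*-/- lay below both WT libraries, while in CD11c- IMs the values overlapped. Over both IM populations the log2 fold change was −1.38 (SE 0.40, adjusted p = 0.745). Without WT CD11c- IM replicate 1 the value in CD11c- IMs was −0.038 and that over both populations −0.79, and without CD11c- IM replicate 2 labelled *Il9r*-/- the value in CD11c- IMs was −0.78. Of 11 genes of arginine and polyamine metabolism, 9 were negative over both IM populations, and none passed over all genes (2 lower when adjusted over the list alone, *Arg1* and *Nos2*). The list had a median of −0.067, the same with genes of few counts at their bound, a camera adjusted p = 0.0419 and an adjusted p = 0.405 with an estimated correlation. This call ended, at adjusted p = 0.0511 to 0.212, without any 1 library other than WT AM replicate 2, WT CD11c- IM replicate 1 and CD11c+ IM replicate 1 labelled *Il9r*-/-, and with adjusted p = 0.0856 without the 3 WT libraries numbered 1, an alternative added after seeing the data. In CD11c- IMs alone the list had a camera adjusted p = 0.0396 and an adjusted p = 0.405 with an estimated correlation (none passed over all genes and 1 was lower when adjusted over the list alone, *Nos2*). That call ended, at adjusted p = 0.0504 to 0.167, without any 1 IM library other than WT CD11c+ IM replicate 2, and with adjusted p = 0.136 without those 3. In CD11c+ IMs alone it had a camera adjusted p = 0.23 (none passed over all genes and none when adjusted over the list alone). The direction is that of the labels, which the level of *Il9r* goes against in CD11c+ IMs.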

In mixed bone marrow chimeric mice, the increased proportion of Arg1^+^ IMs from WT donors further confirms that intrinsic IL-9 signaling regulated expression (Fig. 7d). Moreover, IL-9 promoted Arg1 expression from IMs isolated from tumor bearing mice ex vivo (Fig. 7e). In each of the tumor models, *Il9r*^*−/−*^ mice also showed significantly lower arginase activity than WT mice, indicating differential expression is related to function (Fig. 7f). iNOS, another arginine regulating enzyme was not altered in the *Il9r*^*−/−*^ mice (Supplementary Fig. 4a). Together, these data suggest that Arg1 is a downstream target of IL-9 signaling in lung macrophages.

**Fig. 7:**
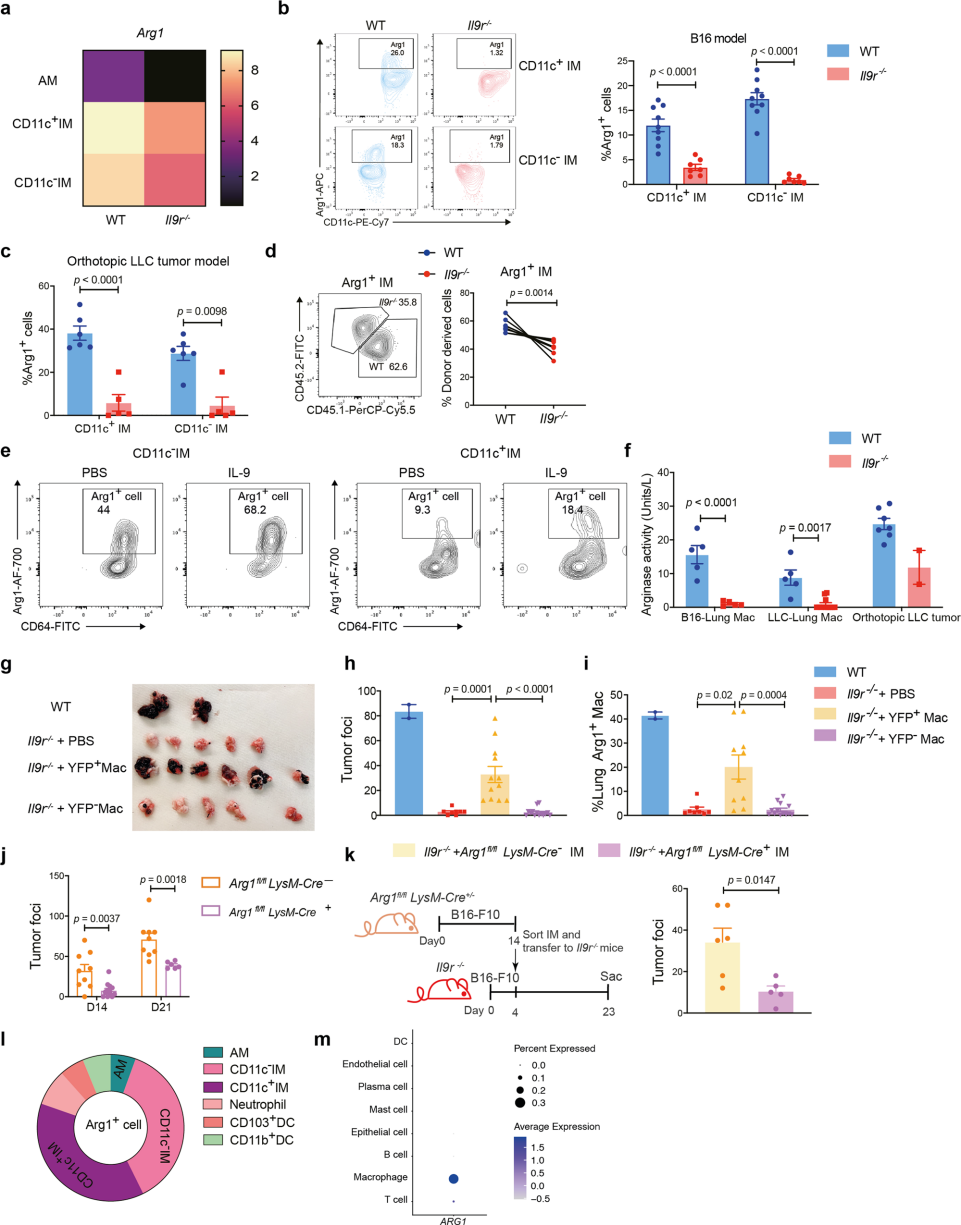
IL-9 impacts lung macrophage function by regulating Arg1 expression. **a** Heatmap showing *Arg1* expression from RNA-Seq experiment described in Fig. 5. **b**, **c** Arg1 expression in macrophages from B16 tumor model (**b**) (*n* = 9 mice for WT group, *n* = 7 mice for *Il9r*^*−/−*^ group) and orthotopic LLC lung tumor model (**c**) (*n* = 6 mice for WT group, *n* = 5 mice for *Il9r*^*−/−*^ group). **d** Arg1 expression in mixed bone marrow chimeric mice described in Fig. 4f (*n* = 9 mice). **e** CD11c^−^IM and CD11c^+^IM were isolated from WT tumor bearing mice and stimulated with PBS or 40 ng/ml IL-9 for 48 h. Arg1 production was analyzed by flow. **f** Arginase activity were analyzed in total lung macrophages and tumor foci (*n* = 5 mice for WT and *Il9r*^*−/−*^ - B16-Lung Mac group, *n* = 5 mice for WT-LLC group, n = 12 mice for *Il9r*^*−/−*^ -LLC−Lung Mac, *n* = 7 mice for WT- orthotopic LLC tumor group, *n* = 2 mice for *Il9r*^*−/−*^- orthotopic LLC tumor group). **g**–**i** YARG mice were injected with B16 cells, and total lung Arg1^+/−^ macrophages were sorted from intact lungs of tumor bearing mice on day 14. Cells were intravenously injected into *Il9r*^*−/−*^ mice 4 days after tumor injection. **f**, **g** Tumor development was analyzed on day 23. **h** Donor macrophages were analyzed by flow cytometry (*n* = 2 mice for WT group, *n* = 8 mice for *Il9r*^*−/−*^ + PBS group, *n* = 12 mice for *Il9r*^*−/−*^ + YFP^+^ Mac group, *n* = 14 mice for *Il9r*^*−/−*^ +YFP^-^ Mac group). **i** Lung Arg1^+^ macrophages were analyzed by flow cytometry (*n* = 2 mice for WT group, *n* = 8 mice for *Il9r*^*−/−*^ + PBS group, *n* = 10 mice for *Il9r*^*−/−*^ + YFP^+^ Mac group, *n* = 13 mice for *Il9r*^*−/−*^ +YFP^−^ Mac group). Mac: macrophage. **j** *Arg1*^*fl/fl*^ *LysM-Cre*^*+/-*^ mice were injected with B16 tumor, tumor development was analyzed on day 14 and day 21 (*n* = 13 mice for D14 *Arg1*^*fl/fl*^ *LysM-Cre*^*+*^ group, *n* = 6 mice for D21 *Arg1*^*fl/fl*^ *LysM-Cre*^*+*^ group, *n* = 9 mice for D14 and D21 *Arg1*^*fl/fl*^ *LysM-Cre*^*-*^ groups). **k** IMs from tumor-bearing *Arg1*^*fl/fl*^ *LysM-Cre*^*+*^ mice or littermate control mice were sorted from intact lungs of tumor bearing mice 14 days after tumor injection and transferred to *Il9r*^*−/−*^ mice which have been injected with tumor 4 days before. Tumor development was analyzed on day 17 (*n* = 6 mice for *Arg1*^*fl/fl*^ *LysM-Cre*^*-*^ group, *n* = 5 mice for *Arg1*^*fl/fl*^ *LysM-Cre*^*+*^ group). **l** Arg1^+^ cells were analyzed from WT tumor bearing mice by flow cytometry (*n* = 8 mice per group). **m** Dot plot showing *ARG1* expression in different clusters from human lung cancer patient scRNA-Seq. Data are the mean ± SEM. Unpaired two-tailed Student *t*-test was used for comparison in **b**, **c**, **f** and **k**. Two-tailed paired t test was used for generating *p* value in d. One-way ANOVA with a Dunnett’s multiple comparison test was used for multiple comparisons in **h** and **i**. Two-way ANOVA with Sidak’s multiple comparisons was used for comparisons in **j**.

To determine if Arg1 is required for lung macrophage-mediated tumor growth, Arg1-reporter mice were injected with B16 tumor, and Arg1^+^ or Arg1^−^ lung total macrophages were sorted and transferred to *Il9r*^*−/−*^ mice 4 days after tumor cell injection (Supplementary Fig. 4b). Recipient mice were analyzed on day 23. Strikingly, YFP^+^ (i.e. Arg1^+^) macrophages successfully recused tumor growth in *Il9r*^*−/−*^ mice, while YFP^-^ macrophages did not promote tumor growth (Fig. 7g and Supplementary Fig. 4c). YFP^+^ macrophages migrated to the lung (Fig. 7h and Supplementary Fig. 4d) and restored the Arg1^+^ macrophage population in the lung of *Il9r*^*−/−*^ mice (Fig. 7i). Compared to YFP^-^ macrophages, the purified sorted YFP^+^ macrophages expressed greater *Il9r* (Supplementary Fig. 4e).

To more directly test the role of Arg1 in tumor growth, *Arg1*^*fl/fl*^*LysM-Cre*^*+*^ or littermate control mice were injected with B16 tumor; mice lacking Arg1 expression in myeloid cells showed significantly decreased tumor growth compared to control mice on both days 14 and 21 after tumor injection (Fig. 7j). *Arg1*^*fl/fl*^*LysM-Cre*^−^ IMs, but not *Arg1*^*fl/fl*^*LysM-Cre*^*+*^ IMs, rescued the loss of tumor growth in *Il9r*^*−/−*^ mice (Fig. 7k). Loss of Arg1 in macrophages did not impact CD206 expression in IMs (Supplementary Fig. 4f). The percentage, proliferation and cytokine production of lung T cells was not altered by Arg1 deficiency in this model (Supplementary Fig. 4g). Of note, TAMs (IMs) were the major population of Arg1 producers in both this model and lung cancer patients (Fig. 7l, m). These results demonstrated that IL-9 regulation of lung tumor growth requires Arg1 in lung macrophages.

To more thoroughly investigate if macrophages impact the adaptive immune response in the tumor model, T cell activation markers were analyzed. WT mice showed more naive-like CD8 in both LLC2 and B16 i.v. models (Supplementary Fig. 4h-i). Adoptive transfer of WT IMs to *Il9r*^−/−^ mice resulted in greater proportions of resting or naive phenotype CD8^+^ cells in the lung (Supplementary Fig. 4i). Together, these data suggest IL-9/IM/Arg1 axis may diminish the active anti-tumor immune response.

*IL6* is one of the commonly expressed genes by both human and mouse TAMs (Fig. 4e), and macrophages are the major *IL6* expressing population in lung cancer patients (Fig. 8a). 

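*Il6*, the gene of the cytokine IL-6, did not pass between the labels in the IMs. In CD11c+ IMs it stood at 31.0 ± 1.74 CPM in the WT libraries and 33.7 ± 1.36 CPM in those labelled *Il9r*-/- (SD, n = 2 each), a log2 fold change of 0.12 (SE 0.29, adjusted p = 1.00 by edgeR's quasi-likelihood test). In CD11c- IMs it stood at 24.2 ± 8.08 and 31.5 ± 10.7 CPM (SD, n = 2 each), a log2 fold change of 0.38 (SE 0.29, adjusted p = 1.00), which was −0.018 without CD11c- IM replicate 2 labelled *Il9r*-/- and 0.074 without WT CD11c- IM replicate 2. Over both IM populations the log2 fold change was 0.25 (SE 0.21, adjusted p = 1.00). The direction is that of the labels, which the level of *Il9r* goes against in CD11c+ IMs.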

The mouse RNA-Seq data set demonstrated that *Il6* was downregulated in *Il9r*^*−/−*^ IMs (Fig. 6f). To further demonstrate IL-9-dependent IL-6 expression in IMs, naive mice were injected with IL-9 for three days. We observed that IL-9 induced IL-6 expression from IMs (Fig. 8b). IL-9 also promoted *IL6* expression in human bone marrow derived M2 macrophages (Fig. 8c). IL-9R-deficient tumor-bearing mice exhibited lower serum IL-6 level than WT mice (Fig. 8d). These results indicate IL-9 induced IL-6 expression from IMs in lung cancer. Interestingly, we found IMs that lacked Arg1 expression showed less IL-6 expression (Fig. 8e). *Il9r*^*−/−*^ recipients of Arg1^+^ cells had increased serum IL-6 concentrations (Fig. 8f). Arg1^+^ macrophages from tumor bearing mice secreted more IL-6 than Arg1^-^ macrophages, and were capable of inducing tumor cell migration in the presence of IL-9 (Fig. 8g, h). In mixed bone marrow chimeric tumor-bearing mice, Arg1-expressing cells also co-expressed IL-6 (Fig. 8i, j) and the Arg1^+^ IL-6^+^ donors were mainly derived from WT donors (Fig. 8i, j). Altogether, these data suggest that endogenous IL-9 signaling induces an Arg1-IL-6 double positive IM population. To test the impact of IL-6 in B16 lung tumor growth, anti-IL-6 blocking antibody was given to tumor-bearing mice. Blockade either early (d7) or late (d14) in tumor development successfully attenuated lung tumor growth (Fig. 8k–m, Supplementary Fig. 5a, b). To test if IL-6 has a direct effect on tumor cells, B16 cells were stimulated with IL-6, IL-9 or IGF-1, but none of the factors activated pSTAT3 in tumor cells above background levels (Supplementary Fig. 5c). Previous studies have shown IL-6 affects DC differentiation and activation^31^. In the B16 model, the number of lung CD11b^+^ DCs and CD103^+^ DCs was not affected by the loss of IL-9 signaling (Supplementary Fig. 5d). However, CD11b^+^ DCs and CD103^+^ DCs from *Il9r*^*−/−*^ tumor bearing mice demonstrated decreased pSTAT3 and increased expression of several markers that associated with anti-tumor immunity (Supplementary Fig. 5e, f). When IL-6 was blocked, CD103^+^ DCs showed increased expression of MHCII (Supplementary Fig. 5g), suggesting IL-6 affects tumor growth by indirectly suppressing the antigen presenting capability of lung DCs. Collectively, these data suggested that IL-9 signaling promotes pro-tumorigenic effects by increasing Arg1 and IL-6 expression.

**Fig. 8:**
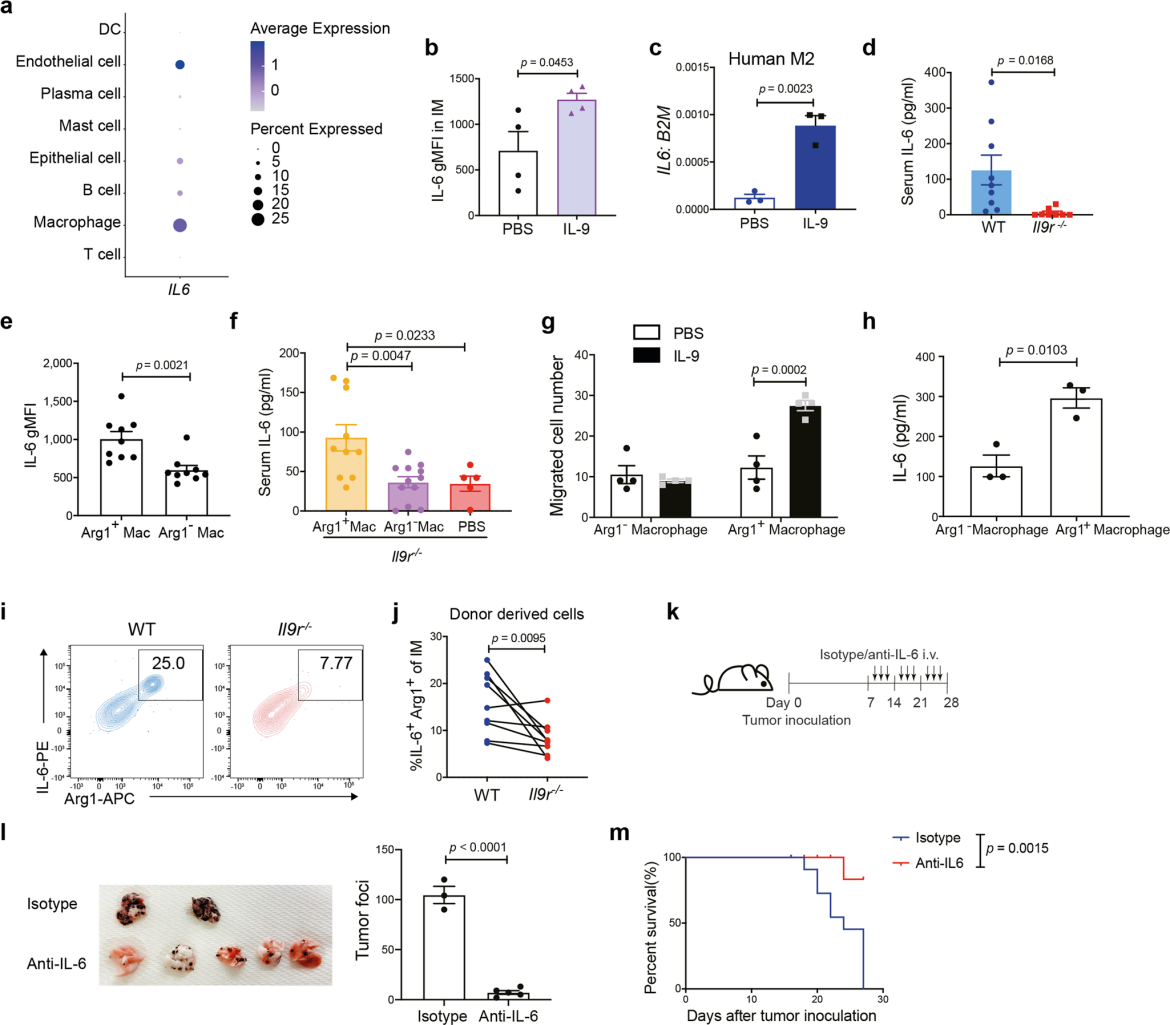
IL-9 induces IL-6 expression in Arg1 expressing IMs. **a** Dot plot showing *IL6* expression in different clusters from human lung cancer patients scRNA-Seq. **b** Naive mice were i.v injected with IL-9 for 4 days, IL-6 expression in IMs was analyzed (*n* = 4 mice). **c** *IL6* expression in human PBMC monocyte derived M2 macrophage (*n* = 3 donors). **d** Serum IL-6 level in B16 tumor bearing mice (*n* = 9 mice for WT group, *n* = 8 mice for *Il9r*^*−/−*^ mice). **e** IL-6 expression was analyzed by gating on Arg1^+^ or Arg1^−^ macrophages from WT B16 tumor bearing mice (*n* = 9 mice). **f** Serum IL-6 level from mice described in Fig. 6f were analyzed by ELISA (*n* = 10 mice for Arg1^+^ Mac group, *n* = 12 mice for Arg1^−^ Mac group, *n* = 5 mice for PBS group). **g** Arg1^+^ or Arg1^-^ macrophages were sorted from entire lung of tumor bearing mice and plated in the lower chamber of the transwell; B16 tumor cells were placed in the upper chamber. Cells were allowed to migrate for 12 h (*n* = 4 mice). **h** Arg1^+^ or Arg1^−^ macrophages were sorted from entire lung of tumor bearing mice and cultured for 24 h, IL-6 concentration was analyzed (*n* = 3 mice). **i**, **j** Mixed bone marrow chimeric mice were generated and injected with B16 tumor as described. Donor derived IL-6^+^ Arg1^+^ IMs were analyzed by flow cytometry, dot plots were gated on live IMs (*n* = 9 mice). **k**–**m** WT tumor-bearing mice were treated with isotype antibody or anti-IL-6 antibody as shown in k, tumor growth (**l**) (*n* = 3 mice for isotype group, *n* = 5 mice for anti-IL-6 group) and survival (**m**) (*n* = 12 mice) were analyzed. Unpaired two-tailed Student *t*-test was used for comparison in **b**, **c**, **d**, **e**, **h** and **l**. Data are the mean ± SEM. One-way ANOVA with a Dunnett’s multiple comparison test was used for multiple comparisons in **f**. Paired two-tailed Student *t*-test was used for comparison in **j**. Two-way ANOVA with Sidak’s multiple comparisons was used for comparisons in **g**.

### Therapeutic targeting of the IL-9-macrophage axis prevents lung cancer growth

Since we have shown IL-9 promotes tumor growth by upregulation of Arg1 expression in mouse models, we next wanted to investigate whether this paradigm was conserved in the development of human lung cancer. We performed a Kaplan-Meier survival analysis of lung cancer patients from the database and online tools described in Fig. 1a, b^20^. Consistent with our results in mouse models, high expression of *ARG1* and *IL6* associated with poor survival probability in lung cancer patients (Fig. 9a). Compared with normal tissues, lung metastatic tissues showed increased *ARG1* expression (Fig. 9b)^21^. We further validated these findings by detecting mRNA in cells from lung tumor sites and normal lung tissues. Consistent with publicly available data, we found increased *IL9R* expression in lung tumor tissue compared to normal lung tissue (Fig. 9c). *IL6* expression was also increased in lung tumor tissue compared to normal lung tissue (Fig. 9c). Lung cancer patients also showed increased concentrations of serum IL-9, IL-6, and enhanced arginase activity (Fig. 9d). Compared to macrophages in normal lung tissue, TAMs from lung tumors expressed higher level of *IL9R, ARG1 and IL6* (Fig. 9e). Multiplex-immunohistochemistry was performed to confirm that TAMs in lung cancer patients express IL-9R at the protein level (Fig. 9f, g). Compared with macrophages within normal lung tissue, macrophages located in the tumor site expressed dramatically more IL-9R (Fig. 9f, g, Supplementary Fig. 6a). Together, these results strongly suggest the IL-9-macrophage-Arg1 axis is correlated with the development of human lung cancer.

**Fig. 9:**
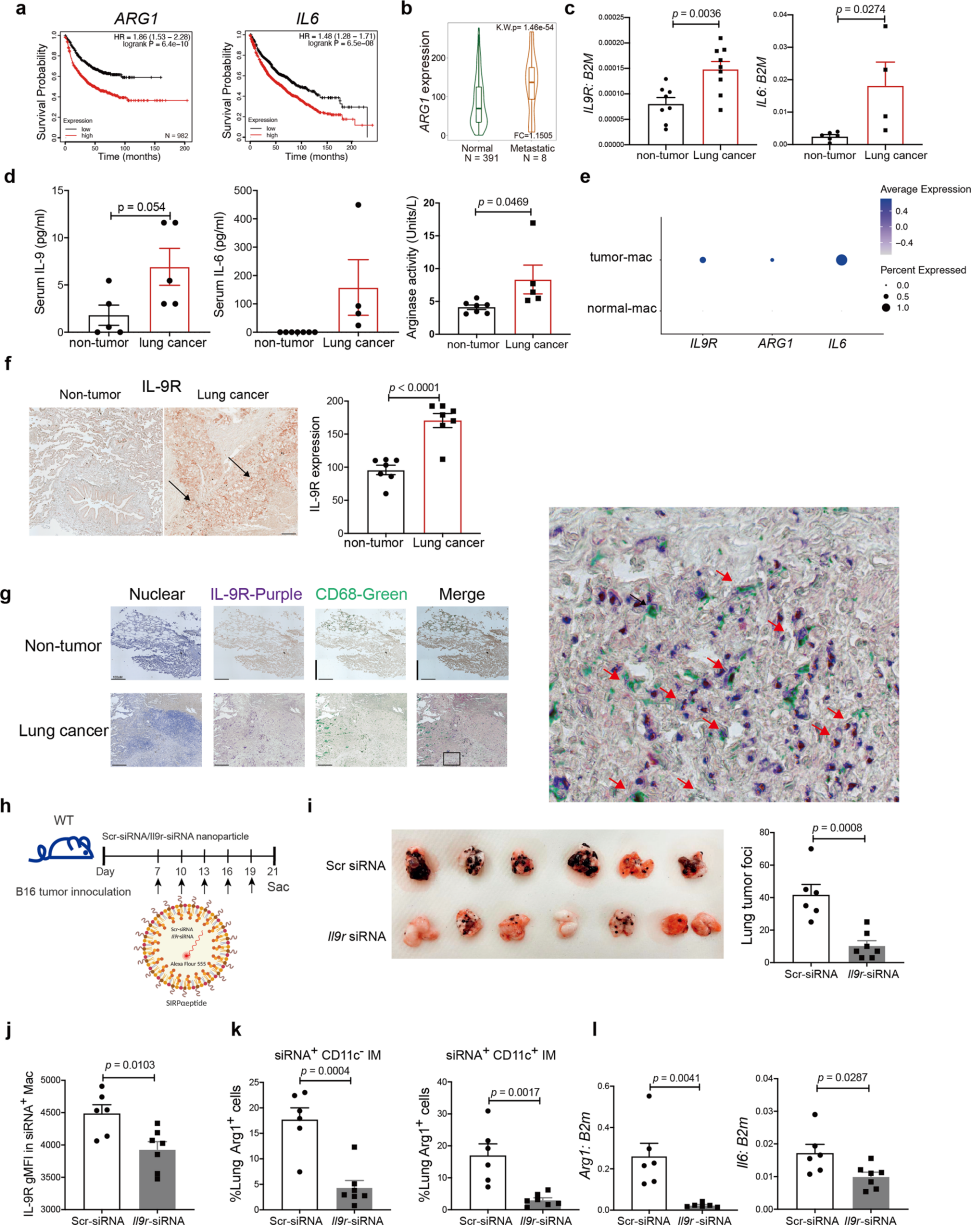
Therapeutic targeting of IL-9-macrophage axis prevents lung cancer growth. **a** Kaplan–Meier plots showing differences in survival among lung cancer patients (*n* = 982 donors) by using data and online tools described in Methods for *ARG1* and *IL6*. **b** Comparison of gene expression in normal lung tissue and metastatic lung tissues by using data and online tool described in the method. The bars represent the proportions of metastatic tumor samples that show higher expression of the selected gene compared to normal samples at each of the quantile cutoff values (minimum, 1st quartile, median, 3rd quartile, maximum). **c** *IL9R* and *IL6* gene expression were analyzed in cells from normal lung tissue and cells in the lung tumor (*n* = 8 donors for non-tumor group and *n* = 9 donors for lung cancer group in left panel, *n* = 6 donors for non-tumor group and *n* = 4 donors for lung cancer group in right panel). **d** Serum IL-9 level, IL-6 level and arginase activity were analyzed from healthy donors and lung cancer patient samples. (*n* = 5 donors for left panel, *n* = 7 donors for non-tumor group and *n* = 4 donors for lung cancer group in middle panel, *n* = 7 donors for non-tumor group and *n* = 5 donors for lung cancer group in right panel). **e** Dot plot showing gene expression in macrophages between normal lung tissue and lung tumor. **f**, **g** Immunohistochemistry staining of CD68 and IL-9R. Protein expression quantification was performed by using Image J software (*n* = 7 donors), Scale bar = 100 µm. **h**–**l** WT mice were intravenously injected with B16 tumor cell line, 7 days after tumor inoculation, tumor bearing mice were intravenously injected with nanoparticle-siRNA complexes every 72 h. Scr/*Il9r*-siRNA was conjugated with Alexa Flour 555. Nanoparticles were tagged with SIRPα peptide (**h**). **i** Lung tumor growth were analyzed on day 21 (*n* = 6 mice for Scr-siRNA group, *n* = 7 mice for *Il9r*-siRNA group). **j** IL-9R expression in siRNA^+^ (Alexa Flour 555) lung macrophages were analyzed by flow (*n* = 6 mice for Scr-siRNA group, *n* = 7 mice for *Il9r*-siRNA group). **k** Arg1 production from siRNA^+^ (Alexa Flour 555) macrophages were analyzed by flow (*n* = 6 mice for Scr-siRNA group, *n* = 7 mice for *Il9r*-siRNA group). **l** siRNA^+^ (Alexa Flour 555) lung macrophages were sorted by gating on Alexa Flour 555^+^ MerTK^+^ CD64^+^ live cells. Gene expression was analyzed (*n* = 6 mice for groups in left panel, *n* = 6 mice for Scr-siRNA group and *n* = 7 mice for *Il9r*-siRNA group in right panel). Data are the mean ± SEM. Unpaired two-tailed Student *t*-test was used for comparison.

Based on these findings, we further explored the therapeutic efficacy of targeting IL-9R signaling in lung macrophages for cancer therapy. To test this, we specifically inhibited IL-9R signaling in lung macrophages using nanoparticles conjugated with peptide that recognize SIRPα that is expressed on the surface of macrophages, for delivery of *Il9r*-siRNA based on an approach parallel to that described^32,33^. The siRNA was tagged with Alexa Fluor 555, which allowed us to detect the cells targeted with the siRNA-nanoparticles (Fig. 9h). Seven days after B16 melanoma injection, mice were treated with nanoparticles containing either Scrambled (Scr)-siRNA or *Il9r*-siRNA every 72hs (Fig. 9h). Among all CD45^+^ immune cells in the lung targeted by the siRNA-nanoparticles, over 60% were macrophages/monocytes (Supplementary Fig. 6b) and 60%-80% of all lung macrophages received siRNA-nanoparticles (Supplementary Fig. 6c). Macrophages that received the *Il9r*-siRNA nanoparticles showed substantial reduction of IL-9R expression compared to cells receiving the Scr-siRNA nanoparticles, indicating successful inhibition of *Il9r* expression in vivo and demonstrated significantly reduced tumor growth on day 21 (Fig. 9i, j and Supplementary Fig. 6d-e). CD11c^−^ IM percentages were inhibited by *Il9r*-siRNA nanoparticle injection (Supplementary Fig. 6f). Arg1 and *Il6* expression were also inhibited by the knock-down of *Il9r* in vivo (Fig. 9k, l). Altogether, these results indicate that IL-9 signaling in macrophage could be a promising therapeutic target for lung cancer and potentially in other inflammatory lung diseases.

## Discussion

The biological functions of IL-9 are still not well defined and are likely to be context dependent. In tumor immunity, IL-9 has garnered interest as a potent effector in adoptive cell therapies. However, growing evidence suggests that IL-9 can promote tumor growth in some contexts. These disparate effects may depend upon the IL-9-responsive cell types, an area that has still not been studied extensively. In this report, we provide data to support a model where IL-9 promotes tumor growth in the lung through macrophages. In this model, IL-9 production, predominantly from CD4 T cells, promotes the expansion of CD11c^−^ and CD11c^+^ interstitial macrophages. IL-9 also changes expression of genes in these populations, including the Arg1 gene that is critical for the pro-tumor activity. We speculate that Arg1 acts intrinsically in the macrophages, because there is a correlation between macrophage Arg1 and IL-6 production in macrophages and because we do not see suppression of T cell effector molecules in the lung. Importantly, tumor growth is mediated when interstitial macrophages are the only IL-9-responsive cell in the system, supporting a central role of these cells in the tumor microenvironment. This model suggests that targeting IL-9 signaling could be a potential therapeutic strategy for tumors with IL-9-responsive macrophages.

The contribution of IL-9 or IL-9-producing cells in tumor immunity is model-dependent. Th9 cells and other IL-9 producers can have anti-tumor effects through both IL-9-dependent- and -independent mechanisms^4–6,8^. In contrast, *Il9*-deficient mice show dramatically less tumor burden in a tumor metastasis model^10^. A recent study found Th9 cells induce metastatic spreading by affecting lung cancer cell epithelial-mesenchymal-transition^11^. The fact that 10% of metastatic lung tumor patients from data in The Cancer Genome Atlas database showed amplification of *IL9R* also suggests IL-9 signaling might have a pro-tumorigenic role. In line with those observations, our study found that the loss of *Il9r* or *Il9* limited tumor growth in the lung.

IL-9 activates intracellular signaling by binding to IL-9R. IL-9R expression has been found in multiple cell types, including T cells, B cells, mast cells, ILC2s, goblet cells and epithelial cells^1,34–40^. Those populations can respond to IL-9 in various disease contexts. However, the identity of IL-9 responsive cells in lung cancer is unclear. By assessing IL-9R expression across various cell types, we found lung macrophages are the major component of IL-9R responsive cells. Previous studies have shown IL-9 affects microglia in multiple sclerosis, and IL-9R expression has been detected in human blood monocytes and alveolar macrophages^18,19,41^. A recent study found that IL-9-injection activated M1 macrophages and inhibited lung metastasis^42^. The seemingly conflicting effect from that report could be due to gating of differing populations of macrophages, the ectopic effects of IL-9 in the tumor microenvironment, or a lack of context if a specific cell location is required for optimal IL-9 delivery. Overall, if and how IL-9 regulates interstitial macrophages in diseases states has not been studied. Our results suggest IMs are the major IL-9 responsive cells in the context of lung cancer. They are also a key driver of IL-9 mediated tumor growth. This provides an important perspective on understanding how IL-9 promotes lung tumor growth. Casanova-Acebes et al demonstrated that AMs accumulated close to tumor cells early during tumor formation and protect them from adaptive immunity in NSCLC^43^. Consistent with those observations, we also found that AMs promote tumor growth. Both our study and Casanova-Acebes et al found IMs become the dominant TAMs in later stages of tumor development. Arg1 was a key gene that distinguished monocyte-derived macrophages (interstitial phenotype) from tissue-resident (alveolar phenotype) macrophages in both studies. As we demonstrated here, Arg1 is a key effector produced by macrophage to promote tumor growth. 

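Of 11 genes of arginine and polyamine metabolism, 4 were higher and none was lower in WT CD11c+ IMs than in WT AMs (6 higher when adjusted over the list alone). In WT CD11c- IMs 6 were higher and 1 was lower (7 higher and 1 lower when adjusted over the list alone). *Odc1*, ornithine decarboxylase, which acts on the product of arginase, was higher by 0.86 (SE 0.14, adjusted p = 0.00631 by edgeR's quasi-likelihood test) in CD11c+ IMs and by 0.94 (SE 0.14, adjusted p = 0.0022) in CD11c- IMs on the log2 scale. The call for *Odc1* in CD11c+ IMs ended with adjusted p = 0.0765 without WT AM replicate 1 and adjusted p = 0.0526 without WT AM replicate 2 (1.09e-07 to 0.0765 over all alternatives). *Arg2*, the mitochondrial arginase, was 2.86 log2 units higher in CD11c- IMs. The *Arg2* call ended with adjusted p = 0.0815 with only the groups compared, adjusted p = 0.141 without WT AM replicate 1, adjusted p = 0.154 without WT AM replicate 2 and adjusted p = 0.252 without WT CD11c- IM replicate 2 (0.000823 to 0.252 over all alternatives). *Slc7a2*, a transporter of arginine, was lower in CD11c- IMs, at a log2 fold change of −4.29 (SE 0.80, adjusted p = 0.00558). For *Nos2*, the WT AM libraries held 1 count and the WT CD11c+ IM libraries 589, a ratio of 590 (95% exact interval 105 to 23300, counting error only). The camera adjusted p of the list was 0.00842 in CD11c+ IMs, with an adjusted p = 0.344 with an estimated correlation, and 0.17 in CD11c- IMs.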

Compared to IMs, Arg1 expression in AMs is much lower, which is at least one mechanism through which IMs contribute to late-stage tumor growth. Interestingly, the TAMs in the s.c.B16 tumor do not express IL-9R, which suggests the ability of IL-9 to regulate macrophages could be organ-specific or dependent on the local microenvironment. Further studies are required to test if IL-9 regulates macrophage phenotype and function in other organs.

Recent reports showed the presence of the CD11c^+^ IM in OVA- and HDM-induced allergic inflammation^44,45^. Here we found that the induction of CD11c^+^ IM is not limited to a Type 2 immune response, but also arose in the lung tumor environment where a qualitatively distinct immune response occurs. The CD11c^+^ IM is also the major macrophage subtype infiltrating the tumor site. The expansion of the CD11c^+^ IM population is highly dependent on IL-9 signaling. This population acts as a key component for IL-9 mediated diseases, demonstrated by the restoration of disease progression in adoptive transfer experiments. Although this study has advanced the understanding of the functions of lung IM in various disease environments, further studies are required to investigate the transition from monocytes to IM populations in various microenvironments, their biological functions in specific inflammatory responses, and their transcriptional programs.

How orthologous macrophage populations are between humans and mice in lung cancer is still an area of investigation. While a recent report suggested that macrophages populations are the least homologous among cell populations in lung tumors^46^, another report found clear parallels between human and mouse macrophages in non-small cell lung cancer^43^. As already noted, there are clear transcriptional similarities between the macrophage populations in our study and those identified in Casanova-Acebes et al.^43^. Moreover, we identified genes of interest including *IL9R* and *ARG1* in datasets from patient samples. Differences might also arise from patient heterogeneity and the mouse models being used. The specialization of macrophages in lung cancer clearly needs further exploration, and this will also likely lead to a better understanding of species differences as well.

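In AMs, genes of antigen presentation and of the interferon response were lower as groups in the libraries labelled *Il9r*-/- by camera with its preset correlation. No member passed over all genes tested, and neither call held with an estimated correlation. Of 8 MHC class II genes, all 8 had a negative log2 fold change, with a median of −1.83 (none passed over all genes and 6 were lower when adjusted over the list alone). *Cd74*, the invariant chain, stood at 3688 ± 543 CPM in WT AMs and 1018 ± 22.2 CPM in AMs labelled *Il9r*-/- (SD, n = 2 each), a log2 fold change of −1.86 (SE 0.26, adjusted p = 0.111 by edgeR's quasi-likelihood test). *H2-Ab1* had −1.94 (SE 0.27, adjusted p = 0.111). For *Cd74* the adjusted p was 6.35e-13 by DESeq2 and 0.00012 with only the AM libraries in the fit, with 6.35e-13 to 1.00 over all alternatives. All 17 interferon response genes were negative, with a median of −1.89 (none passed over all genes and 1 was lower when adjusted over the list alone). The camera adjusted p-values were 1.79e-13 and 3.33e-10, with adjusted p = 0.344 and adjusted p = 0.449 with an estimated correlation. Of the marker genes of 5 other cell types in the same comparison, none passed over all genes (1 erythroid and platelet gene was higher when adjusted over the list alone). Of 23 endothelial genes, 18 were positive, with a camera adjusted p = 7.72e-06 and an adjusted p = 0.561 with an estimated correlation. All 12 melanocyte genes were negative (camera adjusted p = 0.00188, and adjusted p = 0.666 with an estimated correlation), a call that ended with adjusted p = 0.0511 without AM replicate 2 labelled *Il9r*-/- and adjusted p = 0.508 without WT AM replicate 1, and with adjusted p = 0.47 without the 3 WT libraries numbered 1, an alternative added after seeing the data. All 11 neutrophil genes were positive (camera adjusted p = 0.0259, and adjusted p = 0.8 with an estimated correlation), which ended with adjusted p = 0.206 without AM replicate 2 labelled *Il9r*-/- and adjusted p = 0.26 without WT AM replicate 1, and with adjusted p = 0.0613 without those 3. Of 11 dendritic cell genes 10 were negative, at a camera adjusted p = 0.0779, and adjusted p = 0.0223 without those 3 (adjusted p = 0.8 with an estimated correlation). All 4 erythroid and platelet genes measured were positive (camera adjusted p = 0.0198, and adjusted p = 0.377 with an estimated correlation), a call that ended with adjusted p = 0.336 without AM replicate 1 labelled *Il9r*-/-. Of 18 interstitial macrophage genes 13 were negative, with a median of −0.51 (none passed over all genes and none when adjusted over the list alone). They had a camera adjusted p = 0.0259 and an adjusted p = 0.8 with an estimated correlation, a call that ended with adjusted p = 0.622 without AM replicate 1 labelled *Il9r*-/-, adjusted p = 0.0614 without WT AM replicate 1 and adjusted p = 0.0781 without WT AM replicate 2, and with adjusted p = 0.0505 without those 3. The most abundant members of these 6 lists, *Ednrb*, *Dct*, *S100a9*, *Ccr7*, *Ppbp* and *Apoe*, had log2 fold changes of 0.051, −1.55, 1.20, −0.51, 2.36 and −0.85, with SEs of 0.51 to 1.18. Gene by gene, 3 genes passed an adjusted p under 0.05 in AMs, of which 2 were higher and 1 was lower in the libraries labelled *Il9r*-/-. *Wdfy1*, an endosomal adaptor gene on chromosome 1, was 55.2 ± 4.85 CPM in those libraries and 8.02 ± 1.88 CPM in WT AMs (SD, n = 2 each), a log2 fold change of 2.78 (SE 0.27, adjusted p = 0.0176 by the same test). The others, named after their values were seen, were *Fn3krp*, at 5.93 (SE 0.66, adjusted p = 0.0366), and *Dynlt1b*, with 378 counts over the WT AM libraries and 3 over those labelled *Il9r*-/-, a ratio of 136 (95% exact interval 46.3 to 664, counting error only). At the threshold printed in Fig. 6b, 109 genes were higher and 297 lower. The count of 3 was 0 without any 1 of the 4 AM libraries, where 597 genes had an unadjusted p under 0.05 with all libraries. It was 65 by DESeq2 and 113 with only the AM libraries in the fit, and *Il9r* goes against the labels in these libraries.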

By comparing the transcription profiles from WT and *Il9r*^*−/−*^ macrophages, we found that IL-9 signaling significantly affects the expression of a large number of genes. Among them, *Arg1* was downregulated in all three macrophage populations. 

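In AMs, *Arg1* was 1.33 and 1.83 CPM in the libraries labelled *Il9r*-/- and 11.5 and 10.1 CPM in the WT libraries, a log2 fold change of −2.78 (SE 0.62, adjusted p = 0.704 by edgeR's quasi-likelihood test). DESeq2 gave −2.79 (adjusted p = 0.000967), the fit of only the AM libraries −2.78 (adjusted p = 0.00687) and the likelihood ratio test, added after seeing the data, −2.78 (adjusted p = 0.00443), with 0.000967 to 1.00 over all alternatives. *Arg1* had a negative log2 fold change in all 3 populations, with no value past an adjusted p of 0.05 by the quasi-likelihood test. Of 11 genes of arginine and polyamine metabolism, *Arg1* was the 1 lower in AMs when adjusted over the list alone, with a camera adjusted p = 0.716. A difference of the genotype effect between IMs and AMs did not pass for any gene at an adjusted p under 0.05 by edgeR's quasi-likelihood test. For that difference 436 genes had an unadjusted p under 0.05, DESeq2 called 13 and the likelihood ratio test 21. *Il9r* was read at a higher level in the AM libraries labelled *Il9r*-/-, against their label.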

Increased expression of Arg1 has been found in multiple cancers^30^. Although several cell types can produce Arg1, such as macrophages, monocytes and neutrophils, we found that in the lung tumor environment IMs are the major Arg1 producers. Moreover, we demonstrated IL-9 is an important Arg1 stimulus both in vivo and in vitro. The fact that Arg1-expressing macrophages can rescue tumor growth in *Il9r*^*−/−*^ mice indicates Arg1 is a critical effector in IL-9-macrophage mediated tumor growth. Previous reports found arginine promotes anti-tumor effects of T cells by suppressing T cell function^47,48^. Most of studies demonstrated this effect by adding arginine to in vitro cultured T cells. However, in this study we found the deficiency of Arg1 in macrophages did not affect T cells cytokine production in the lung microenvironment of B16 tumor-bearing mice. This could be due to the complexity of the in vivo environment, with Arg1 produced by other cells compensating for the loss of Arg1 in macrophages. Additional studies are needed to determine whether the source of Arg1 has differential impacts on T cell function. Here we found IL-9 stimulated Arg1^+^ macrophages secreted IL-6, which is a factor that can drive macrophages to acquire an immunosuppressive phenotype and further promote lung inflammation^49,50^. This is a potential explanation for why loss of IL-9 signaling hinders the pro-tumor effects of lung macrophages. IL-9 may induce additional pro-angiogenic factors as well. Thus, blocking IL-9 signaling on lung macrophages, when macrophages are IL-9R^+^, could be a feasible therapeutic strategy for lung cancer and potentially other lung diseases. Whether the IL-9/macrophage/Arg1 circuit that controls the lung inflammatory environment also impacts inflammation in other tissues is unclear. As IL-9 functions more broadly at mucosal surfaces, there are additional diseases where targeting IL-9 to manipulate macrophage function might be an attractive therapy.

## Methods

### Mice

All mice were on C57BL/6 background. Wild type mice (C57BL/6, 002014), Boy/J mice (C57BL/6, 002014), *Kit* ^*W-sh*^ mice (C57BL/6, 030764) and YARG mice (C57BL/6, 015857)^51^ were purchased from The Jackson Laboratory. *Il9r*^*−/−*^ mice (C57BL/6) were a gift from Dr. Jean-Christophe Renauld^52^. *Il9*^*−/−*^ mice (C57BL/6) were provided by Dr. Andrew McKenzie^53^, through Dr. Alexander Kirsch and Dr. Sophie Paczesny. INFER mice were provided by Dr. Paula Licona-Limón and Dr. Richard A. Flavell^54^. *Il9* ^fl/fl^ crossed to CD4-Cre transgenics were recently described^26^. Both female and male mice were used between the age of 8 weeks to 16 weeks. All the mice were maintained in SPF animal facilities (ambient temperature 70–72 °F, humidity 50%, light/dark cycle 12/12 h). All experiments were performed with the approval of the Indiana University Institutional Animal Care and Use Committee.

### Patient samples

Patient sample collection and analysis were approved by the Institutional Review Board of Indiana University and donors for biobank submission provided written consent. Lung cancer serum was purchased from the Indiana Clinical and Translational Sciences Institute. Lung sections and RNA samples were purchased from OriGene. Detailed information is listed in Supplementary Tables 1–3.

### Cell lines

B16-F10 melanoma cell line was a gift from Dr. Dario Vignali and Dr. Kai Yang. LLC (LL/2-Luc2) and H838 lung cancer cells were purchased from ATCC. B16 cells and LLC cells were cultured in DMEM media containing 10% Fetal bovine serum (FBS, Atlanta Biologicals), 1% antibiotics (penicillin and streptomycin/stock; Pen 5000 μg/ml, Strep 5000 μg/ml), 1 mM sodium pyruvate, 1 mM L-Glutamine, 2.5 ml of non-essential amino acids (Stock; 100 X), 5 mM HEPES (all from LONZA) and 57.2 μM 2-Mercapoethanol (Sigma-Aldrich). H838 cells were cultured in RPMI1640 media containing 10% Fetal bovine serum (FBS, Atlanta Biologicals), 1% antibiotics (penicillin and streptomycin / stock; Pen 5000 μg/ml, Strep 5000 μg/ml), 1 mM sodium pyruvate, 1 mM l-Glutamine, 2.5 ml of non-essential amino acids (Stock; 100 X), 5 mM HEPES (all from LONZA) and 57.2 μM 2-Mercapoethanol (Sigma-Aldrich).

### Macrophage induced tumor migration assay

The tumor cell line was starved in FBS-free media for 24 h. Total macrophage was isolated from d20 tumor bearing mice and isolated by using anti-Mertk-biotin antibody (Miltenyi Biotec). 0.2 × 10^6^ macrophage was placed in the lower chamber in complement DMEM media with or without IL-9 (40 ng/ml, Biolegend, 556004). Tumor cells (0.1 × 10^6^) were placed in the upper chamber in Serum free media. Cells were allowed to migrate for 16 h for B16 cells or 3 h for LLC cells. Migrated cells were fixed with 4% formaldehyde for 10 min, permeabilized with menthol for 1 min, stained with Crystal violet dye for 15 min, and quantified by microscopy.

### Tumor growth model

Mice were intravenously injected with 0.1 million B16 cells or 0.3 million LLCs in 300 µl PBS. Lung tumor growth was analyzed 21 days after tumor inoculation; mice were euthanized early if weight loss was more than 20% of body weight or if they were visibly distressed. This limit was never exceeded in our studies. Mice were euthanized by CO_2_ asphyxiation and lungs were washed with cold PBS for two times. BALF cells were counted and centrifuged at 1500 g for 5 min at 4 °C for further surface staining. Lung tumor loci were counted and lung was weighed. A portion of lung tissue was taken for histology analysis. The rest of the lung was digested with 1 mg/ml collagenase D at 37 °C for 30 min with rotation. After digestion, the lungs were passed through a mesh and red blood cells lysed with ACK lysis buffer for 3 min (Lonza). The lung cells were resuspended in 5 ml 40% percoll and added into a 15 ml tube. 80% percoll was slowly added to the bottom of the tube. After centrifugation at 325 × *g* at room temperature for 30 min with no brake, cells at the interface between 40% and 80% percoll was collected and directly passed through a 70 µm cell strainer. Cells were washed with FACS buffer and kept for FACS analysis. Eosinophils were identified as live Ly6G^−^ SiglecF^+^ CD11c^−^ CD11b^+^ cells; Neutrophils were identified as live Ly6G^+^ CD11b^+^ cells; Mast cells were identified as CD49b^-^ FcεR1^+^ c-Kit^+^ cells; Monocytes were identified as live Ly6c^+^ CD11b^+^ cells; DCs were identified as live MHCII + CD11b^+^ or MHCII^+^ CD103^+^ cells; Total macrophages were identified as live CD64^+^ MerTK^+^ cells; AMs, CD11c^−^ IMs and CD11c^+^ IMs were distinguished by the expression of Siglec-F and CD11c. Blood was collected by Cardiac puncture. A portion of the blood was kept for FACS analysis, red blood cells were lysed with ACK lysis buffer for 3 min (Lonza). The remaining blood samples were kept for serum. Serum was taken after centrifugation.

### LLC tumor lung implantation model

LLC cells (0.1 × 10^6^) were resuspended in 50 µl Matrigel and directly implanted into the lung as previously described with modifications^27^. Mice were weighed before the surgery. Mice were anesthetized with isoflurane and Carprofen was subcutaneously injected on the back of the neck. Mice were laid down in the lateral decubitus position, an incision made over the left chest wall, and subcutaneous fat and muscles were spread to expose the 6^th^ and 7^th^ ribs. LLC cells or Matrigel control was injected 3 mm into the lung under direct visualization. The incision site was closed by using surgical glue. Mice were harvested and analyzed after 14 days tumor implantation.

### IL-9 injection model

Mice were treated with 4 µg IL-9 (Biolegend, 556004) intravenously or intraperitoneally for three days. Mice were euthanized 1 day after final intranasal challenge.

### Arginase activity assay

For measurements of arginase activity 1x10^6^ cells per sample were harvested and centrifuged at 1000xg at 4 °C for 10 min. Cell pellets were lysed for 10 min in 100 µl of 10 mM Tris-HCL (pH 7.4) containing 1 µM pepstatin A, 1 µM leupeptin, and 0.4% (w/v) Triton X-100. The cell lysate was centrifuged at 14,000 × *g* at 4 °C for 10 min and use supernatant was assessed for arginase activity using QuantiChrom Arginase Assay Kit (BioAssay Systems) according to the manufacturer’s directions.

### Mixed bone marrow chimera

The F1 generation of CD45.1 X CD45.2 mice were irradiated at 1000 rds. One day after the irradiation, 8 million bone marrow cells (4 million from Boy/J mice, 4 million from *Il9r*^*−/−*^ mice) were injected to the recipient mice. Mice were used 12 weeks after donor cell injection.

### Macrophage transfer

Lung macrophage populations were sorted from tumor bearing mice. Cells were transferred into *Il9r*^−/−^ mice (0.3 million from Boy/J (CD45.1^+^) mice, 0.15 million from YARG mice). Recipient mice were harvested as indicated in the figures.

### In vivo monocyte/macrophage labeling

Mice were challenged with 150 µl clodronate-containing liposomes (Liposoma, c-005) intravenously followed by 250 μl of fluorescent microspheres (Polysciences, 17154-10) intravenously injected 16–18 h later. GFP^+^ monocytes were subsequently purified and 1 million cells were injected into recipient mice.

### In vivo siRNA knockdown of *Il9r*

Mice were intravenously injected with B16 tumor cells, 4 days after tumor injection, nanoparticles containing 50 µg control or *Il9r* siRNA (Ambion in vivo siRNA) were injected intravenously in the tumor-bearing mice every 72 h. Targeted liposomal nanoparticles were prepared using the extrusion method detailed in previous reports^32,33,55^. All lipid, and lipid-conjugate components were individually prepared and purified, then combined at the desired stoichiometric ratios in chloroform and dried to form a lipid film. Lipid films were then hydrated siRNA containing buffer and extruded to form the liposomes. A SIRPα-targeting peptide was used to target tumor-associated macrophage and its sequence was reported in Rodriguez et al.^56^.

### Mouse BM derived macrophage cell polarization

Bone marrow cells were isolated and red blood cells were lysed by using ACK buffer. 0.5 million/ml cells were cultured with complement DMEM media containing 20% L929 supernatant (Cell biologics, 3368) for 7 days. IFN-γ (50 ng/ml, Peprotech) for M1 macrophages or IL-4 (20 ng/ml, Peprotech) for M2 macrophages were added on day 7 for 24 h.

### Human macrophage polarization

De-identified buffy coat blood packs from male healthy donors were purchased from Indiana Blood Center. Peripheral blood mononuclear cells (PBMCs) were isolated by density gradient centrifugation using Ficoll-Paque (GE Healthcare). Buffy coat cells (10 ml) was diluted with 10 ml DPBS and gently added to 15 ml Ficoll-Paque. After spinning down at 400 x g for 30 min at room temperature without the brake, the upper layer was removed. The mononuclear cell layer was collected and transferred to a new conical tube and filled with MACS up to 50 ml. After mixing, cells were centrifuged at 300 × *g* for 10 min, repeating this washing step three times. Human CD14^+^ monocytes were isolated from the PBMCs by using magnetic separation (Miltenyi Biotec). Cells were cultured in the presence of GM-CSF (50 ng/ml, Peprotech) or M-CSF (50 ng/ml, Peprotech) for differentiating to M1 or M2 macrophages for 7 days. IFN-γ (20 ng/ ml, Peprotech) or IL-4 (20 ng/ml, Peprotech) was added for 48 h. Cells were harvested for further analysis.

### Real-time quantitative PCR analysis

RNA was extracted by using TRIzol reagent (ThermoFisher Schientific) or RNeasy Plus Micro Kit (QIAGEN). cDNA synthesis was performed according to manufacturer’s instructions (qScript™ cDNA Synthesis Kits, Quantabio). Taqman real time PCR assays (ThermoFisher Scientific) were used for detecting gene expression (Supplementary Table 5). The relative mRNA expression was normalized to housekeeping gene expression (β2-microglobulin).

### Flow cytometry

Single cell suspensions were stained with a fixable viability dye (eBioscience) and antibodies for surface markers for 30 min at 4 °C, before fixation with 4% formaldehyde for 10 min dark at room temperature. After fixation, cells were permeabilized with permeabilization buffer (eBioscience) for 30 min at 4 °C and stained for cytokines for another 30 min at 4 °C. For transcription factor staining, after surface staining, cells were fixed with Fixation & Permeabilization Buffer (eBioscience) for 2 h or overnight at 4 °C, and then permeabilized with permeabilization buffer (eBioscience). After intracellular staining, cells were washed with FACS buffer and analyzed by LSR4 or Fortessa (BD Biosciences) and analyzed with Flowjo 10.7.1 software (Tree Star). Gating strategies are shown in Supplementary Fig. 7.

### Cell sorting

Mouse macrophage were stained with anti-CD64, anti-Mertk, anti-CD11c and anti-Siglec-F antibody and viability dye and further sorted with FACSAria or SORPAria (BD Bioscience) by gating on live cells. Human patient samples were stained with viability dye, anti-hCD14 antibody, followed by FACS sorting. Sorted cells were used for further experiments. Details of antibodies are listed in Supplementary Table 4.

### Enzyme linked immunosorbent assay

IL-9 (Biolegend) and IL-6 (Biolegend) ELISA were performed according to the manufacturer’s instruction. Briefly, 96 well-plate were coated with coating antibody overnight at 4 °C. After washing 3 times with the wash buffer, 300 µl ELISA buffer was added to the plate and incubate at room temperature for 2 h. After washing 3 times with washing buffer, 100 µl samples were added to the plate and incubated at room temperature for 2 h. After washing three times, 100 µl diluted detection antibody was added to the plate and incubated at room temperature for 1 h. After washing the plate three times, 100 µl of diluted Avidin-HRP solution was added to the plate and incubated at room temperature for 30 min at dark. After washing the plate for 3 times, 100 µl substrate was added to the plate. Plates were read at absorbance 450 and 570 nm.

### Multiplex immunohistochemistry

Lung cancer sections were purchased from OriGene, the detailed information for the patients were listed in Table S5. Sections were placed in a 60 °C heat chamber for 30 min. FFPE tissue sections (5 mm) were deparaffinized in xylene and rehydrated in decreasing concentrations of ethanol (100, 90, 70, and 50% and distilled water; 5 min each). Slides were stained by hematoxylin (S3301, Dako) for 1 min, mounted with TBST buffer (0.1M TRIS-HCl, pH 7.5, 0.15 M NaCl plus 0.05% Tween-20), and coverslipped with Signature Series Cover Glass (12460S, Thermo Scientific), followed by whole tissue scanning using a microscopy (Leica Biosystems) at 20x magnification. After imaging, the staining was removed in organic solvent (50% ethanol, 2 min; 100% ethanol, 2 min; 100% xylene; 2 min, 100% ethanol, 2 min; and 50% ethanol, 2 min). One round of antigen retrieval was then performed, consisting of three cycles of 5 min (high power) in a commercial microwave in citrate buffer (pH 6.0, Sigma, C9999-100ml), followed by cooling to room temperature. Wash with water. Endogenous peroxidase was quenched in 3% hydrogen peroxide for 10 min, followed by rinsing in TBST. Tissue was then blocked in 10% normal goat blocking serum (Thermo Fisher, 50197z) for 10 min, followed by primary antibody incubation overnight in 4 °C. The following day, tissue sections were washed for three times in TBST for 5 min. After washing, sections were incubated with secondary antibody (Nacalai USA Inc., Histofine Simple Stain MAX PO) for 30 min at room temperature. After three times washing, sections were incubated with AEC subtract (Vector laboratories, SK-4200). After 5 min washing in water, sections were covered and imaging as described above. The detailed information of the antibody is listed in Supplementary Table 4.

### Immunofluorescence staining

Lung sections (5 µm) were washed with PBST three times and blocked with CAS block (Life Technologies, Cat#: 008120). After blocking, sections were incubated with anti-CD31-AF594 antibody (BioLegend) at 4 °C overnight. After washing three times, sections were mounted onto slides with DAPI Fluoromount-G (Southern Biotech). Images were captured using a Nikon Eclipse 80 microscope equipped with Nikon Intensilight epifluorescence and a Nikon DS-Ti3 High speed color sCMDS camera.

### In vitro tumor stimulation

B16 cells were cultured in the presence of IGF (50 ng/ml, Thermofisher), IL-9 (40 ng/ml, BioLegend,), IL-6 (20 ng/ml, Peprotech) or PBS for 60 min at 37 °C. Cells were harvested and washed with complete DMEM media, followed by fixation with 1% paraformaldehyde for 10 min in the dark at room temperature. After centrifugation at 630 × *g* for 5 min, cells were permeabilized with ice-cold methanol overnight at −20 °C. The following day, cells were centrifugated at 630 × *g* for 5 min at 4 °C and washed twice with PBS. Cells were then stained with pSTAT3 antibody (BioLegend) or isotype (BD Biosciences) for 30 min at 4 °C. After intracellular staining, cells were washed, resuspended in PBS and analyzed.

### Bulk RNA-Seq

Lung macrophages were isolated from B16 tumor mice by FACS sorting. RNA was isolated by using RNease micro kit (Qiagen). Purified total RNA was first evaluated for its quantity, and quality, using Agilent Bioanalyzer 2100. A RIN (RNA Integrity Number) of seven or higher was required to pass the quality control. One nanogram of total RNA per sample were used for library preparation. cDNA was first synthesized using SMART-Seq v4 Ultra Low Input RNA Kit for Sequencing (Takara Clontech Laboratories, Inc.). Dual indexed cDNA library was then prepared using Nextera XT DNA Library Prep Kit (Illumina, Inc.). Each library was quantified and its quality assessed by Qubit and Agilent Bioanalyzer, and multiple libraries were pooled in equal molarity. Average size of library insert was about 250–300bp. The pooled libraries were then denatured, neutralized before loading to NovaSeq 6000 sequencer for 100 bp paired-end sequencing (Illumina, Inc.). Approximately 30–40M reads per library was generated. A Phred quality score (Q score) was used to measure the quality of sequencing. More than 95% of the sequencing reads reached Q30 (99.9% base call accuracy).

### RNA-Seq analysis

The sequencing data were first assessed using FastQC (v.0.11.5, Babraham Bioinformatics, Cambridge, UK) for quality control. All sequenced libraries were mapped to the mouse genome (UCSC mm10) using STAR RNA-seq aligner (v.2.5)^57^ with the following parameter: “--outSAMmapqUnique 60”. The read distribution across the genome was assessed using bamutils (from ngsutils v.0.5.9)^58^. Uniquely mapped sequencing reads were assigned to mm10 refGene genes using featureCounts (subread v.1.5.1)^59^ with the following parameters: “-s 2 –p –Q 10”. Each patient was analyzed independently and genes with read count per million (CPM) < 0.5 in more than the number of sample replicates in one group were removed from the comparisons. The data was normalized using TMM (trimmed mean of M values) method. Multi-dimensional scaling analysis was done with limma (v.3.38.3)^60^. Differential expression analysis was performed using edgeR (v.3.28.1)^61,62^. False discovery rate (FDR) was computed from *p* values using the Benjamini-Hochberg procedure. GSEA v2^63,64^ was used to test for gene enrichment of clusters with all gene sets from the Molecular Signature Database (MSigDB v5.2).

### Analysis of single cell RNA-Seq

Processed lung cancer patient single cell RNA-Seq data were download from dataset under GSE154826^22^. The data was further analysis with the R package Seurat^65,66^ (Seurat 3.1.1) with Rstudio version 1.2.5001 and R version 3.5.1. Cells with low number of detected genes/UMIs and high mitochondrial gene content were excluded. For gene expression data analysis, gene expression levels for each cell were log normalized with the NormalizeData function in Seurat. Highly variable genes were subsequently identified with FindVariableFeatures using the “vst” approach. To integrate the single cell data of the normal tissue samples and tumor samples, functions FindIntegrationAnchors and IntegrateData from Seurat were applied. The integrated data was scaled and PCA was performed. Clusters were identified with the Seurat functions FindNeighbors and FindClusters. The FindConservedMarkers function was subsequently used to identify cell cluster specific marker genes. Cell cluster identities were manually defined with the cluster-specific marker genes or known marker genes. The cell clusters were visualized using the t-Distributed Stochastic Neighbor Embedding (t-SNE) plots and Uniform Manifold Approximation and Projection (UMAP) plots. Human TAM genes showed in Fig. 4e were genes expressed in human monocytes and macrophages from lung cancer patient tumor site. Mouse IM genes are genes expressed in WT macrophage isolated from mouse B16 tumor models.

### Lung cancer survival curves and gene expression

Patient data for lung cancer survival was defined based on published datasets^20^ and analysis at www.kmplot.com/lung. *IL9*, *IL9R* and *ARG1* expression in metastatic tumors was defined using TNMplot.com.

### Histology

Lung tissue was fixed with 4% formalin for 24 h at room temperature. Tissues were embedded in paraffin, sectioned, and further stained with H&E or periodic acid-Schiff (PAS) stain.

### Statistics analysis

Statistical was analyzed by using GraphPad Prism V_8.0 and V_7.0 (GraphPad Software) and presented as means ± SEM. Unpaired or paired Student t tests and one-way or two-way ANOVA analysis were used in data analysis. A *p* value < 0.05 was considered statistically significant.

## Supplementary information

Supplementary Information

Peer Review File

## Data Availability

The RNA-seq data generated in this study have been deposited in the Gene Expression Omnibus database under accession code GSE174005. Human lung cancer patient single cell RNA-Seq data were downloaded from Gene Expression Omnibus database GSE154826. The information of mouse genome (mm10) is available on UCSC Genome Browser (http://genome.ucsc.edu). The raw numbers for charts and graphs are available in the Source Data file whenever possible. Source data are provided with this paper.

## Source data

Source data files

# Supplementary material for: Mouse pulmonary interstitial macrophages mediate the pro-tumorigenic effects of IL-9
**Source:** Nat Commun. 2022 Jul 1;13:3811. doi: 10.1038/s41467-022-31596-7
**Supplement:** Supplementary file 1 — Supplementary Information

Murine pulmonary interstitial macrophages mediate the pro-tumorigenic effects of IL-9

Yongyao Fu¹, Abigail Pajulas¹, Jocelyn Wang¹, Baohua Zhou², Anthony Cannon¹, Cherry Cheuk Lam Cheung¹, Jilu Zhang¹, Huaxin Zhou³, Amanda Jo Fisher³, David T Omstead⁴, Sabrina Khan⁴, Lei Han², Jean-Christophe Renauld⁵, Sophie Paczesny⁶, Hongyu Gao⁷, Yunlong Liu⁷, Lei Yang², Robert M Tighe⁸, Paula Licona-Limón⁹, Richard A. Flavell¹⁰, Shogo Takatsuka¹¹, Daisuke Kitamura¹¹, Jie Sun¹², Basar Bilgicer⁴, Catherine R Sears³, Kai Yang², Mark H Kaplan^{1, *}

Supplementary Figures and Tables

Supplementary Fig. 1

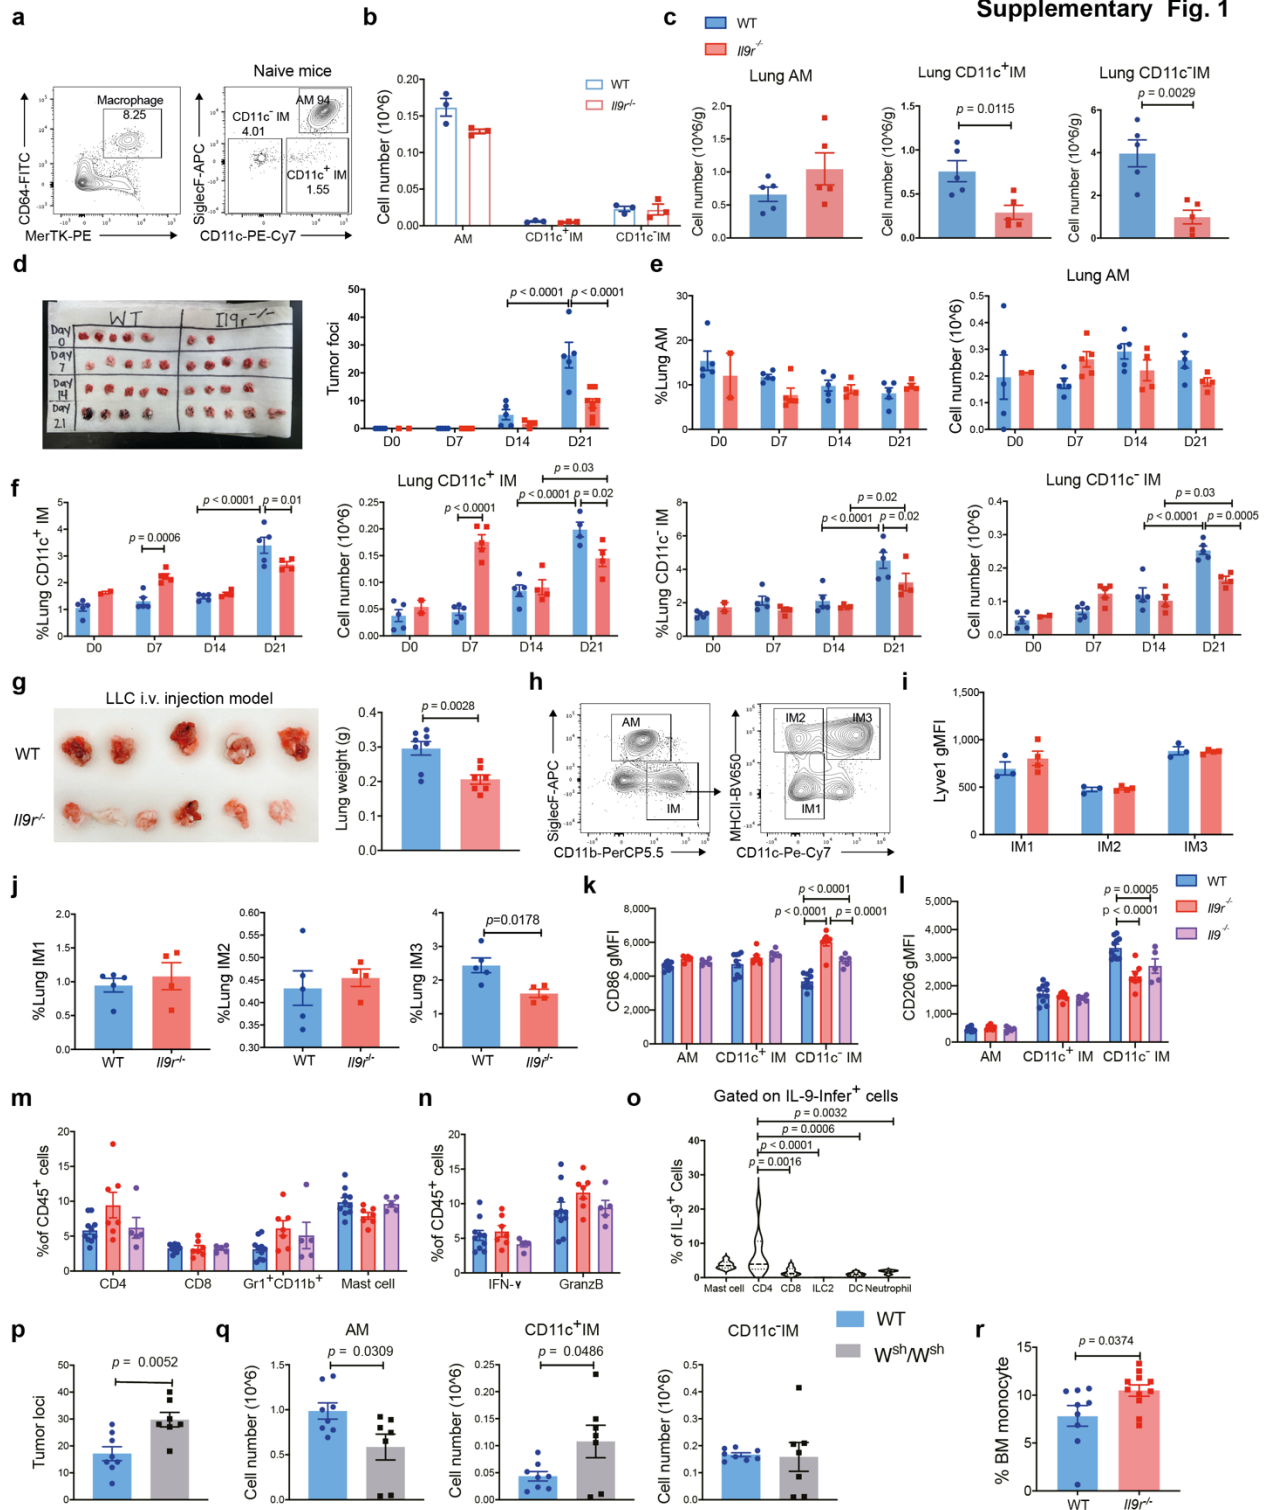

Supplementary Fig. 1. IL-9 promotes tumor growth by altering lung macrophage populations.

(a-b), Flow cytometric analysis of lung macrophage numbers from naïve mice (n = 3 mice).

(c), Flow cytometric analysis of lung macrophage numbers from tumor bearing mice (n = 5 mice).

(d-f), Tumor bearing mice were analyzed after one, two or three weeks of tumor injection. Tumor growth (d) and lung macrophage numbers (e and f) were analyzed (n = 5 mice for WT group, n = 2 mice for d0 *Il9r^{-/-}* group, n = 5 for d7 *Il9r^{-/-}* group, n = 4 mice for d14 and d21 *Il9r^{-/-}* group).

(g), Tumor growth and lung weight in LLC metastasis model (n = 8 mice for WT group, n = 7 mice *Il9r^{-/-}* group).

(h), Dot plot analysis of IM subsets from B16 tumor bearing mice.

(i), Lyve1 expression in IM subsets from B16 tumor bearing mice (n = 3 mice for WT group, n = 4 mice *Il9r^{-/-}* group).

(j), IM subset analysis from B16 tumor bearing mice (n = 5 mice for WT group, n = 4 mice *Il9r^{-/-}* group).

(k-n), B16 melanoma cells were intravenously injected into the mice. CD86 expression (k) (n = 9 mice for WT group, n = 7 mice *Il9r^{-/-}* group, n = 5 mice *Il9^{-/-}* group) and CD206 expression (l) (n = 10 mice for WT group, n = 7 mice *Il9r^{-/-}* group, n = 5 mice *Il9^{-/-}* group), Immune cells and cytokine production from CD45⁺ cells (m-n) were analyzed by flow cytometry (n = 10 mice for WT group, n = 7 mice *Il9r^{-/-}* group, n = 5 mice *Il9^{-/-}* group).

(o), IL-9 reporter (Infer) mice were injected with B16 tumor, IL-9 producing cells were analyzed on day 21 (n = 8 mice for mast cell, DC and neutrophil, n = 9 mice for CD4 cell, n = 10 for CD8 and ILC2).

(p-q), Tumor growth (p) and lung macrophage numbers (q) were analyzed on day 21 (n = 8 mice for WT group, n = 7 mice for W^{sh}/W^{sh} group).

(r), Percentages of bone marrow monocytes from LLC intravenously injected tumor bearing mice were analyzed by flow cytometry (n = 9 mice for WT group, n = 11 mice *Il9r^{-/-}* group).

Data are the mean ± SEM. Unpaired two-tailed Student t-test was used for comparison in c, j, p, q and r. Two-way ANOVA with Sidak's multiple comparisons was used for comparison in e, f, k and l. One-way ANOVA with a Dunnett's multiple comparison test was used for multiple comparisons in o.

Supplementary Fig. 2

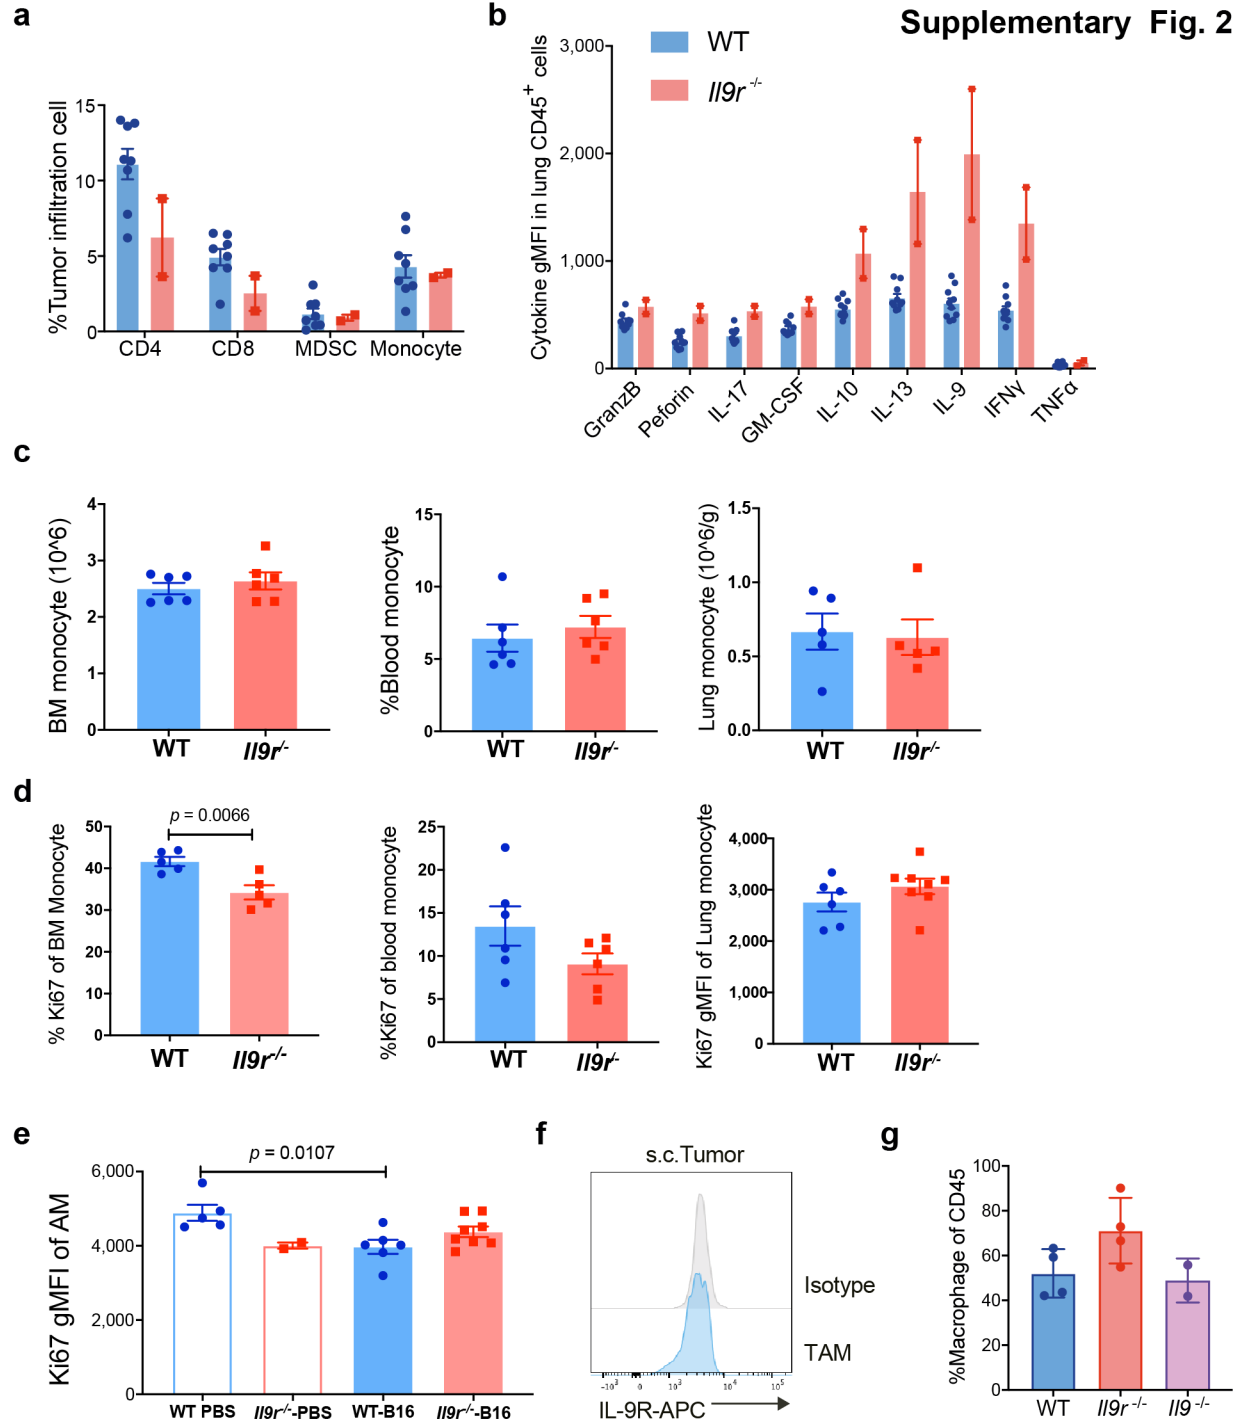

Supplementary Fig. 2. IMs are the TAMs that respond to IL-9 and promote tumor growth (a-b), LLC cells were injected to the lung, Tumor-infiltrating immune cells were analyzed by flow cytometry (a) (n = 9 mice for WT group, n = 2 mice for *Il9*^{-/-} group). (b), Cytokine production was analyzed (n = 9 mice for WT GranzB, Perforin, IL-17, and GM-CSF, n = 10 mice for WT IL-10, IL-13, IL-9, IFN γ and TNF α group, n = 2 mice *Il9*^{-/-} group). (c), Monocytes from bone marrow, blood and lung were analyzed 21 days after B16 tumor injection (n = 6 mice for groups in left and middle panel, n = 5 mice for groups in right panel). (d), Ki67 expression in monocytes from bone marrow, blood and lung were analyzed 21 days after B16 tumor injection (n = 5 mice for groups in left panel, n = 6 mice for groups in middle panel, n = 6 for WT group and n = 8 mice for *Il9*^{-/-} group in right panel). (e), Ki67 expression of lung AMs were analyzed 21 days after B16 tumor injection (n = 4 mice for WT PBS group, n = 2 mice for *Il9*^{-/-} PBS group, n = 6 for WT-B-16 group and n = 8 mice for *Il9*^{-/-} - B16 group). (f-g), IL-9R expression in TAMs (f) and macrophage percentage (g) from s.c. B16 tumor bearing mice (n = 4 mice for WT and *Il9*^{-/-} group, n = 2 mice for *Il9*^{-/-} group). Data are the mean $\pm$ SEM. Unpaired two-tailed Student t-test was used for comparison in d-e.

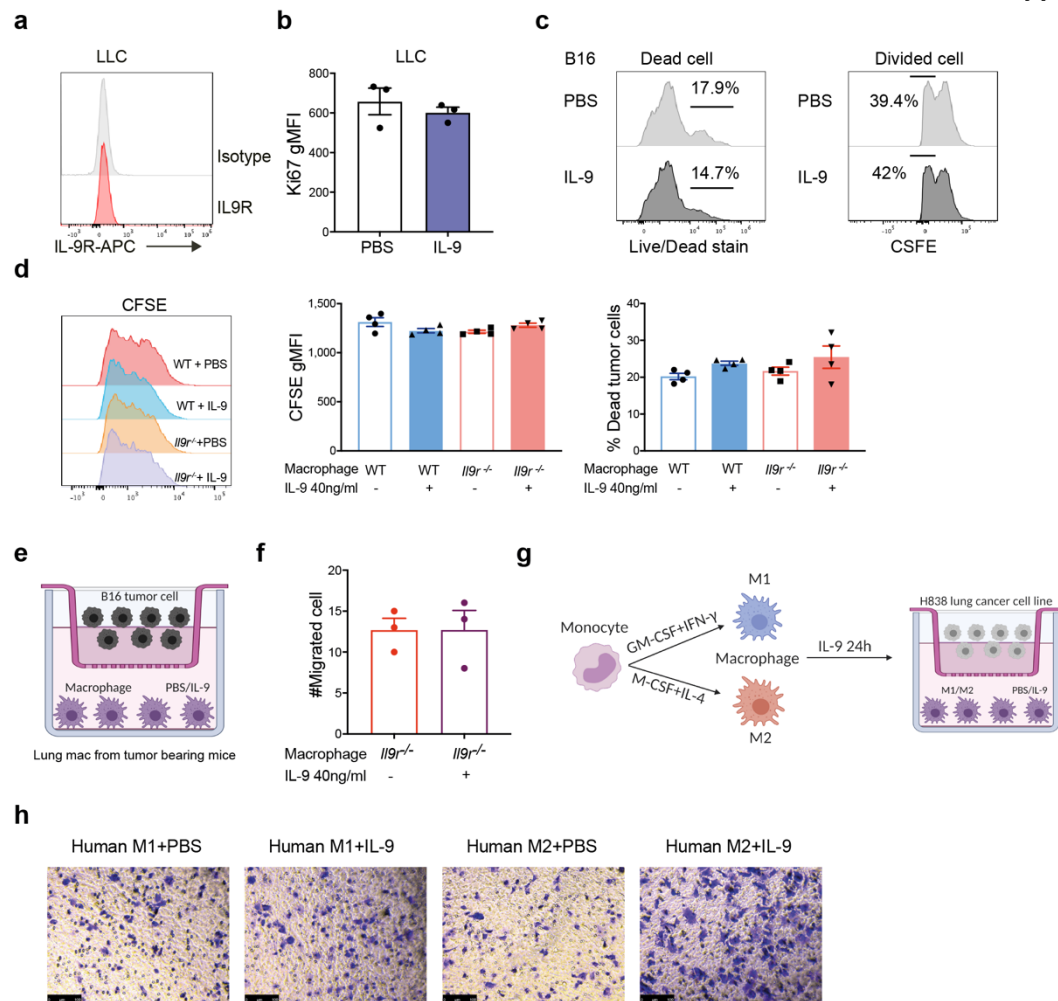

Supplementary Fig. 3. IL-9 promotes macrophage mediated tumor migration

(a), IL-9R expression on LLC cancer cell line was analyzed.

(b), LLC cancer cells were treated with IL-9 for 24hs. Ki67 expression was analyzed (n = 3 independent wells).

(c), B16 cells were treated with IL-9 for 48hs. Cell death and proliferation was analyzed.

(d), Total lung macrophages were isolated from LLC tumor bearing mice and cocultured with LLC cells for 72 hours. LLC cell proliferation and cell death were analyzed by flow cytometry (n = 4 mice).

(e-f), Total lung macrophages were isolated from tumor bearing mice and plated in the lower chamber of the transwell with or without IL-9, tumor cells were plated in the upper chamber (e).

(f), Migrated cells were visualized with crystal violet staining (n=3 mice).

(g-h), Human monocytes were cultured with GM-CSF or M-CSF for polarizing into M1 or M2 macrophage for 5 days before IFN- γ or IL-4 were respectively added to the cultures for 48hs. IL-9 was added for an additional 24 hours. The migration assay was performed (g) and human 838 cells were stained with crystal violet (h), Scale bar = 100 μ m.

Data are the mean $\pm$ SEM. Unpaired two-tailed Student t-test was used for comparison in b and f. One-way ANOVA with a Dunnett's multiple comparison test was used for multiple comparisons in d.

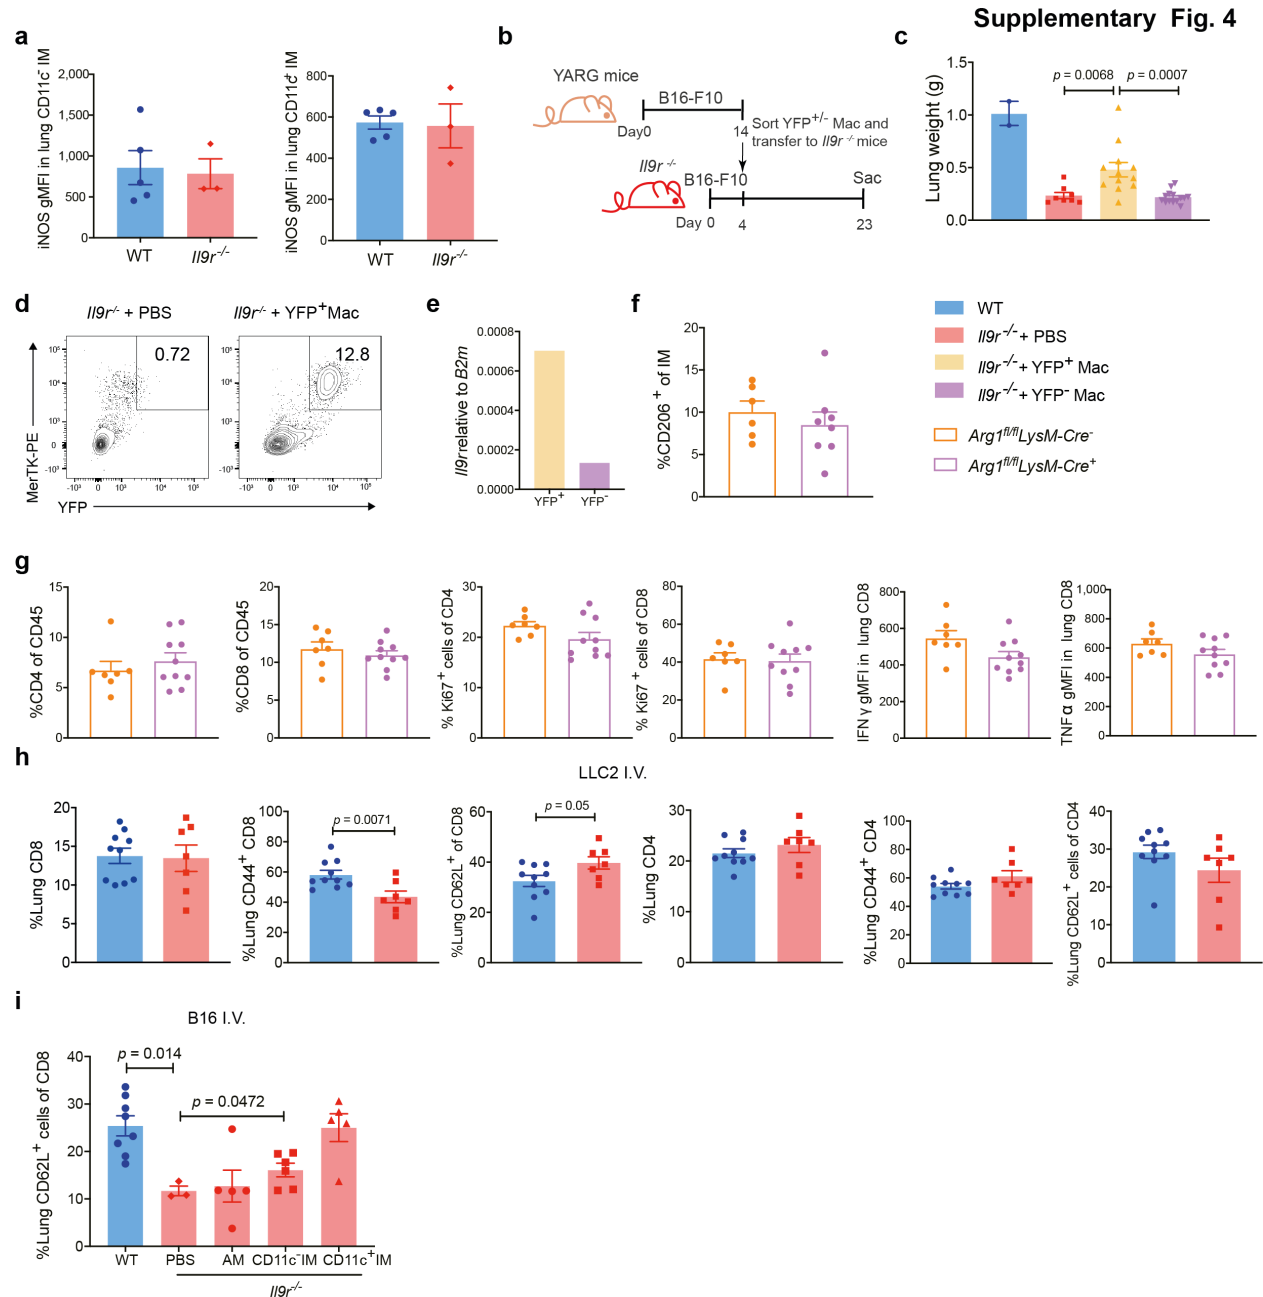

Supplementary Fig. 4. IL-9 impacts lung macrophage function by regulating Arg1 expression.

(a) iNOS expression from IMs were analyzed by flow (n= 5 mice for WT group, n = 3 for *Il9r^{-/-}* group).

(b-e), YARG mice were injected with B16 cells, and lung Arg1^{+/YFP} macrophages were sorted on day 14. Cells were intravenously injected into *Il9r^{-/-}* mice 4 days after tumor injection (b). Lung weights were measured on day 23 (c) (n = 2 mice for WT group, n = 8 mice for *Il9r^{-/-}* + PBS group,

n = 12 mice for *Il9r^{-/-}* + YFP⁺ Mac group, n = 14 mice for *Il9r^{-/-}* +YFP⁻ Mac group). Arg1 expression was analyzed in macrophages by flow cytometry (d). *Il9r* expression was analyzed from FACS sorted donor macrophages (e).

(f), CD206 expression in IMs from *Arg1^{fl/fl} LysM-Cre⁺* mice or littermate control mice (n = 6 mice for *Arg1^{fl/fl} LysM-Cre⁻* group, n = 8 mice for *Arg1^{fl/fl} LysM-Cre⁺* group).

(g), Percentages of lung CD4 and CD8 T cells, Ki67 expression in T cells and cytokine expression from CD8 cells were analyzed by flow cytometry (n = 7 mice for *Arg1^{fl/fl} LysM-Cre⁻* group and n = 10 mice for *Arg1^{fl/fl} LysM-Cre⁺* group).

(h), Percentages of lung CD4 and CD8 T cells, CD44⁺ and CD62L⁺ T cells were analyzed by flow (n= 10 mice for WT group, n = 7 mice for *Il9r^{-/-}* group).

(i), Macrophage adoptive transfer experiment was performed as shown in Fig. 5d. Lung CD62L⁺ CD8 T cells were analyzed (n =8 mice for WT group, n = 3 mice for PBS group, n = 5 mice for AM and CD11c⁺ IM groups, n = 6 mice for CD11c⁻ IM group).

Data are the mean ± SEM. One-way ANOVA with a Dunnett's multiple comparison test was used for multiple comparisons in c and i. Unpaired two-tailed Student t-test was used for comparison in h.

Supplementary Fig. 5

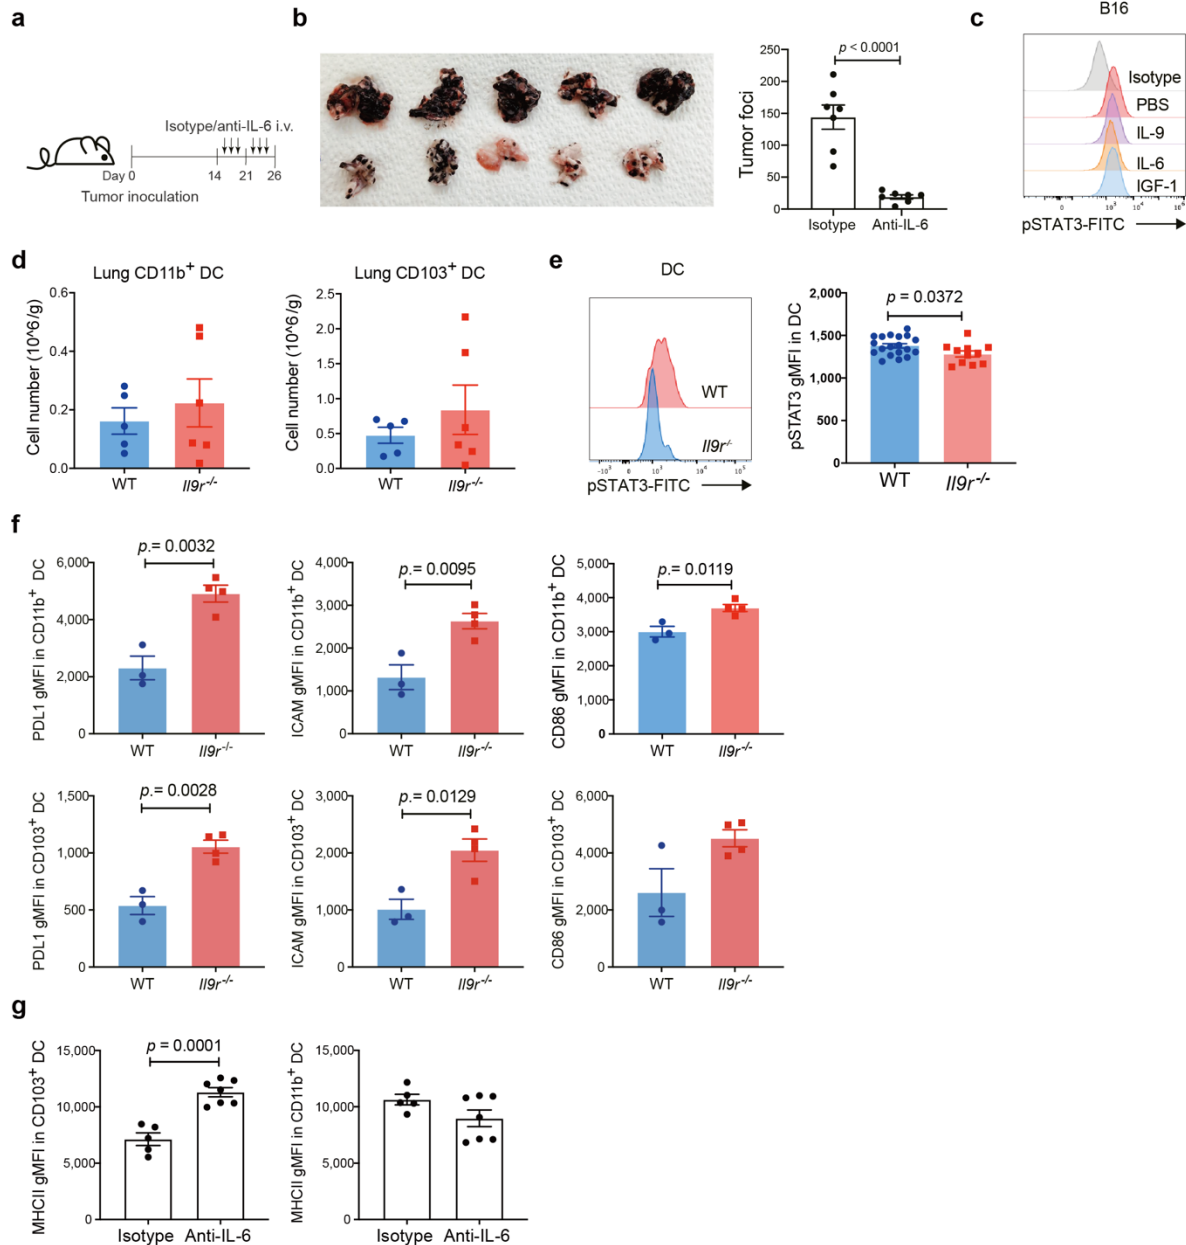

Supplementary Fig. 5. IL-9 induces IL-6 expression in Arg1 expressing IMs.

(a-b), WT tumor bearing mice were treated with isotype antibody or anti-IL-6 (a) and tumor growth was analyzed (b) ($n = 7$ mice).

(c), B16 cells were stimulated for 60 minutes and pSTAT3 expression was analyzed.

(d-f), DC numbers (d) ($n = 5$ mice for WT group, $n = 6$ for *Il9r^{-/-}* group), pSTAT3 expression (e) ($n = 19$ mice for WT group, $n = 11$ mice for *Il9r^{-/-}* group), and activation markers (f) ($n = 3$ mice for WT group, $n = 4$ mice for *Il9r^{-/-}* group) were analyzed from B16 tumor bearing mice.

(g), Mice were treated as shown in b, MHCII expression from lung DCs was analyzed by flow cytometry ($n = 5$ mice for isotype group, $n = 7$ mice for anti-IL-6 group).

Data are the mean $\pm$ SEM. Unpaired two-tailed Student t-test was used for comparison.

Supplementary Fig. 6

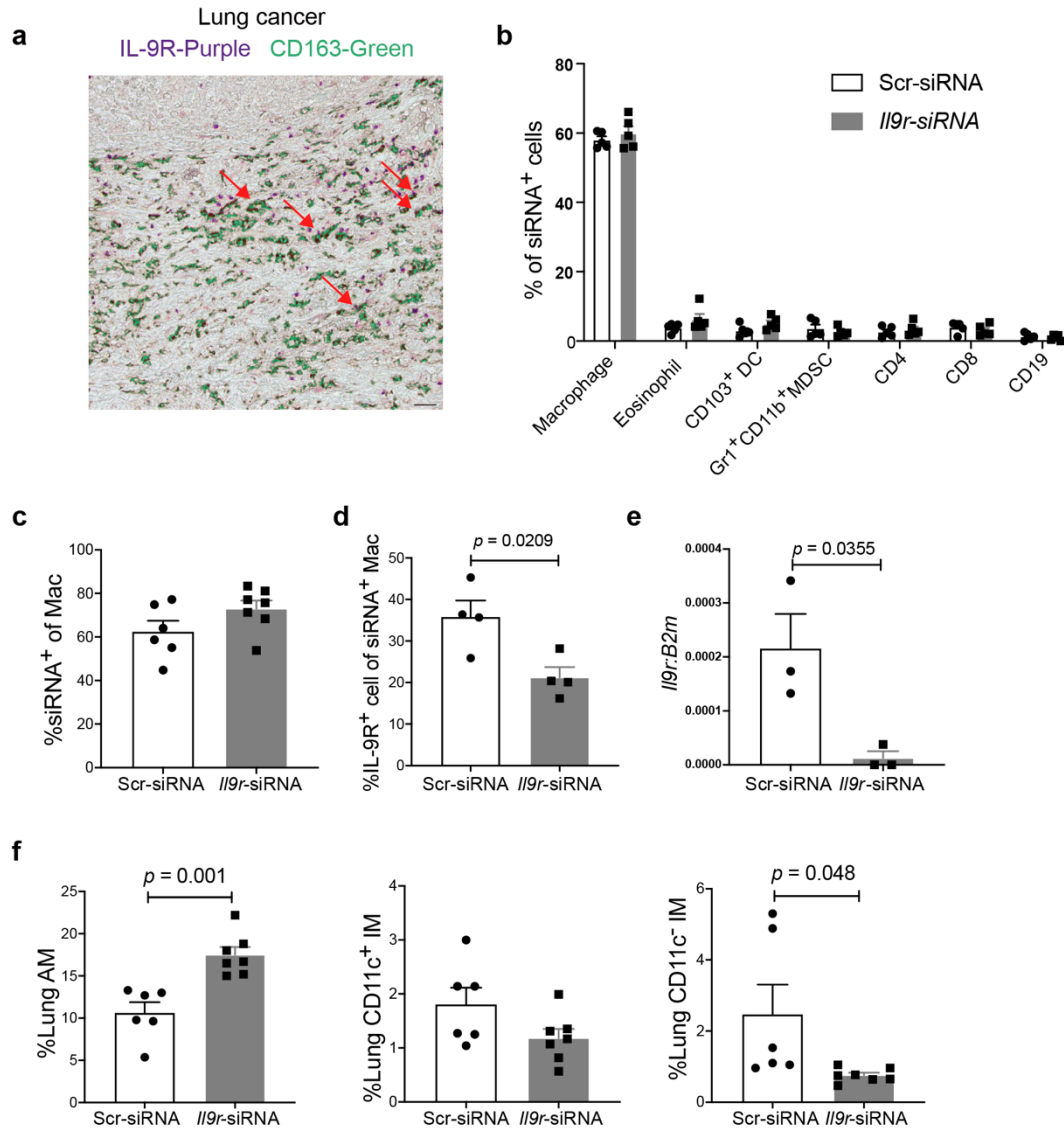

Supplementary Fig. 6. Therapeutic targeting of the IL-9-macrophage axis prevents lung cancer growth.

(a), Immunohistochemistry staining of CD163 and IL-9R in lung cancer patient tissue, Scale bar = 100 μ m.

(b-f), WT mice were intravenously injected with B16 tumor cell line. Seven days after tumor inoculation, tumor-bearing mice were intravenously injected with nanoparticle-siRNA complexes every 72 hours. Scr/*Il9r*-siRNA was conjugated with Alexa Flour 555. Nanoparticles were tagged with SIRP α peptide. (b-c) Lung cells that had nanoparticle-siRNA complex uptake were analyzed by flow cytometry (n = 5 mice for groups in b, n = 6 mice for Scr-siRNA group and n = 7 for *Il9r*-siRNA group in c). (d), IL-9R expression in siRNA⁺ (Alexa Flour 555) lung macrophages were analyzed by flow (n = 4 mice). (e), siRNA⁺ (Alexa Flour 555) lung macrophages were sorted by gating on Alexa Flour 555⁺ MerTK⁺ CD64⁺ live cells. Gene expression was analyzed (n = 3 mice). (f) Lung macrophages were analyzed by flow cytometry. (n = 6 mice for Scr-siRNA group and n

= 7 for *Il9r*-siRNA group in the middle and right panels). Data are the mean $\pm$ SEM. Unpaired two-tailed Student t-test was used for comparison.

Supplementary Fig. 7

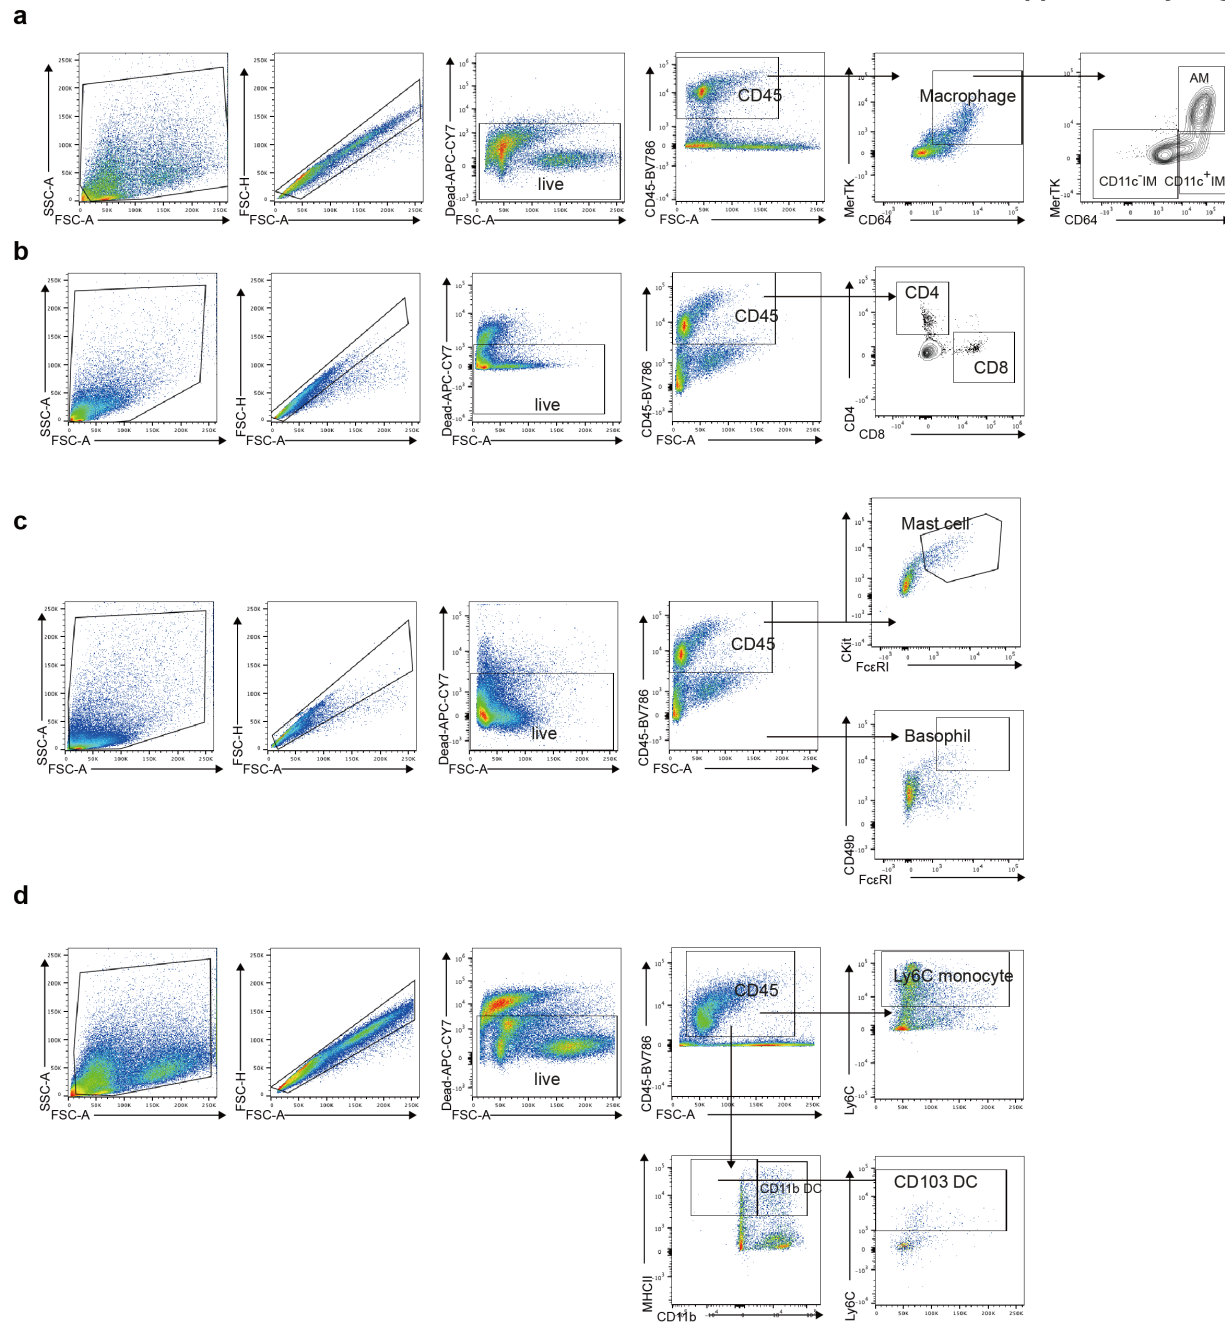

Supplementary Fig. 7. Gating strategies used for identifying different cell types

Gating strategies for identifying lung macrophages (a), T cells (b), mast cell and basophil (c), monocytes and DC (d). Strategy for macrophages was used in Figures 2c-f, h, i, k, Figure 4d, g, h, k, Figure 5b, c, Figure 7b-e, i, l, Figure 8e-j, Figure 9i, k, l and Supplementary Figures 1a-c, e-f, h, i-l, q-r, 2e-g, 4a, d, f, and 6c-f. T cell gating was used in Supplementary 4g-i. Monocyte gating was used in Supplementary 2c-d. DC gating was used in Supplementary 5c-g. All strategies were used for Figures 2c and f, 7l, and Supplementary figures 1m-o, 2a-b, and 6b.

Supplementary Tables

Supplementary Table 1. Lung cancer patient sample information related to Fig. 9c.

Supplementary Table 2. Lung cancer patient sample information related to Fig. 9d.

Supplementary Table 3. Lung cancer patient sample information related to Fig. 9f-g.

Supplementary Table 4. Key resource table.

Chemicals, Peptides, and Recombinant Proteins

Critical Commercial Assays

Experimental Models: Cell Lines

Supplementary Table 5. Probes for mRNA expression related to Key resource table.

How the deposited data were processed for this re-analysis (not part of the article)

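RNA-Seq was performed on AMs, CD11c+ IMs and CD11c- IMs sorted by flow cytometry from lungs of WT and *Il9r*-/- mice with B16 tumors, with 2 libraries for each of 6 groups, 12 in all. The authors deposited 1 table that holds the counts of reads per gene for each library, log2 FPKM values for each library, and their own comparisons. These comparisons are given by the authors as signed fold changes, log2 fold changes, p-values and FDR values. The signed fold changes are a score of the authors in which a fold below 1 is written as minus its inverse, and this deposited score entered no test. According to the methods and the submitters' processing notes, the authors aligned the reads to mm10 with STAR 2.5, counted uniquely mapped reads per refGene gene with featureCounts of Subread 1.5.1, removed genes of low CPM, normalized with TMM and tested with edgeR. The methods name a library kit that does not mark strand and a strand setting in the counting, so reads of overlapping antisense genes cannot be told apart. The deposited log2 FPKM values of the authors entered no test. Each sample column was matched to a sample by its name, and 0 were left over. The deposited comparisons of the authors and their deposited counts name CD11c+ IMs and CD11c- IMs the opposite way round: the log2 fold changes under the name of one IM population against AMs are those that a fit of the counts gives for the other, and the comparison of the IM populations has the opposite sign. By the names of the columns, *Itgax*, the gene of CD11c, was 3.21 log2 units higher in CD11c+ IMs than in CD11c- IMs. The cells were sorted on CD11c, so this argues against exchanged column names, though it rests on 1 gene. The libraries were taken as their columns and labels name them. Beside a claim, those 3 comparisons served only in a search over thresholds for the counts of Fig. 3c.

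The counts were analysed with edgeR 4.0.16 and limma 3.58.1 in R 4.3.3, and tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9. Genes with a CPM of at least 0.5 in at least 2 libraries were tested, which every gene of the table met. Counts were normalized by TMM and fitted with a robust quasi-likelihood model of 6 groups with 6 residual degrees of freedom, a common biological coefficient of variation of 0.382 and a median prior of 3.2 degrees of freedom. A gene was taken as changed at a Benjamini-Hochberg adjusted p under 0.05. For the genotype, the threshold printed in Fig. 6b, an unadjusted p under 0.05 and an absolute log2 fold change above 1, was used as well. The standard error of a log2 fold change is its size divided by the square root of F. CPM values were normalized by TMM and given as mean ± SD. A gene with 3 counts or fewer over a group is given as a bound or as a ratio with a 95% exact interval, which covers counting error only. The depth was 26988617 to 42020021 counts per library.

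Gene lists were tested with camera at a preset correlation of 0.01, adjusted over 261 tests of lists and comparisons, and again with the correlation estimated from the data. Of the 261 tests, 105 passed an adjusted p under 0.05 with the preset correlation and 0 with the estimated correlation, for which the lowest adjusted p was 0.148. The lists cover alveolar macrophages, interstitial macrophages, monocytes, MHC class II, sorting markers, dendritic cells, neutrophils, T and NK cells, B cells, endothelium, lung epithelium, fibroblasts and smooth muscle, melanocytes, mast cells and basophils, erythroid cells and platelets, proliferation, immediate early genes, angiogenic factors, immunosuppressive genes, inflammatory genes, antioxidant genes, NADPH oxidase, IL-9 and STAT signalling, the interferon response, cholesterol synthesis, surfactant and lipid handling, hypoxia and glycolysis, arginine and polyamines, and sex-linked genes. Samples, tests, alternatives, gene lists and the rule for named genes were set before the data were examined. The rule names every gene of the paper at the claim that names it, and the 8 genes with the largest log2 fold change in each direction per comparison among those with an adjusted p under 0.05, a mean CPM of at least 20 in the higher group and no overlap between the groups. It also names the most abundant passing members of a reported list, or its most abundant member where none passes, and the sorting markers, the sex-linked genes and *Il9r*. Values of *Arg1* in a source data table of the paper had been seen by then. *Fn3krp*, *Dynlt1b* and, between the labels, *Fabp1*, *Mmp14* and *Pdgfb* fall outside the rule and were chosen after their values were seen. The value of 1 gene that the rule names is not reported here.

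The test was checked on simulated data. The changed genes were drawn from those with a mean CPM above 5, and each library was drawn independently. The shares recovered therefore do not cover genes of lower CPM. Neither they nor the false calls cover a deviation that libraries of the same number share. For the comparison of CD11c+ IMs between the labels, on 14130 genes with 50 changed at each size, it recovered 10%, 68%, 90% and 98% of the genes changed by 1, 2, 3 and 4 log2 units, and 7 of 140 calls were false. The likelihood ratio test gave 41 false of 198 calls there and DESeq2 61 of 223. For both IM populations together, on 14155 genes, the shares were 46%, 88%, 98% and 100%, with 2 false of 168 calls. For WT CD11c- IMs against WT AMs, on 14145 genes, they were 14%, 70%, 90% and 98%, with 9 false of 145 calls. The alternatives tried were RLE size factors, DESeq2 1.42.0, no filter on low counts, a CPM of at least 5, which left 11207 genes, a fit of only the groups compared, a replicate block, a random effect of genotype and replicate number together in limma-voom, each library left out in turn and other thresholds. Added after seeing the data were the edgeR likelihood ratio test, with and without a minimum fold change, and a fit without the 3 WT libraries numbered 1. Replicate libraries were compared before they were averaged, and their counts differed by a chi-square of 21.9 to 362 per gene, so none was taken as a duplicate. The copies of the paper's source data used here are shortened and entered no test. Gene set enrichment with a full database and the comparison with human tumors were not analysed here.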

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

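The tests of explanations in this part were chosen after the result was seen for chance overlap, endothelial RNA, a lower share of macrophage RNA, depth, RNA of lymphocytes and neutrophils, and sex as the reason for the difference between the library numbers. Those of a region linked to *Il9r*, of sex for the genes shared by the 3 populations and of 1 library for the endothelial genes were chosen before. Directions are those of the labels, which the level of *Il9r* goes against in AMs and CD11c+ IMs.

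The difference between genotypes was larger or smaller in CD11c+ IMs than in CD11c- IMs for 6 lists by camera with the preset correlation, and for none with an estimated correlation. Melanocyte genes had an adjusted p of 4.65e-09 and a median difference of −2.42 log2 units (adjusted p = 0.415 with an estimated correlation), and no left-out library ended this call. Endothelial genes had an adjusted p of 3.45e-06 and a median difference of 1.19 (adjusted p = 0.561 with an estimated correlation), with adjusted p = 0.183 without CD11c- IM replicate 2 labelled *Il9r*-/- and adjusted p = 0.0878 without WT CD11c- IM replicate 2. For interferon response genes these values were 0.00474 and −0.77 (adjusted p = 0.786 with an estimated correlation), with adjusted p = 0.58 without CD11c+ IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.88 without CD11c- IM replicate 2 labelled *Il9r*-/-, adjusted p = 0.109 without WT CD11c+ IM replicate 1 and adjusted p = 0.0709 without WT CD11c- IM replicate 2. For lung epithelial genes they were 0.0148 and −0.36 (adjusted p = 0.697 with an estimated correlation), with adjusted p = 0.988 without CD11c+ IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.441 without CD11c- IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.0672 without WT CD11c+ IM replicate 2 and adjusted p = 0.389 without WT CD11c- IM replicate 1. Interstitial macrophage genes had 0.022 and −0.41 (adjusted p = 0.8 with an estimated correlation), with adjusted p = 0.133 without CD11c+ IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.0504 without CD11c+ IM replicate 2 labelled *Il9r*-/-, adjusted p = 0.845 without CD11c- IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.107 without WT CD11c+ IM replicate 1 and adjusted p = 0.562 without WT CD11c- IM replicate 2. Immediate early genes had 0.0263 and −0.26 (adjusted p = 0.707 with an estimated correlation), with adjusted p = 0.824 without CD11c+ IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.156 without CD11c- IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.658 without WT CD11c+ IM replicate 2 and adjusted p = 0.206 without WT CD11c- IM replicate 2. Without the 3 WT libraries numbered 1 the adjusted p was 0.201 for lung epithelial genes and 0.0672 for interferon response genes, and at most 0.00128 for the other 4 lists.

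Between both IM populations and AMs the genotype difference itself differed for 6 lists, of which 3, those of endothelial, lung epithelial and interferon response genes, are among the lists above. MHC class II genes had an adjusted p of 3.59e-12 and a median difference of 1.75 log2 units (adjusted p = 0.344 with an estimated correlation), and no left-out library ended this call. For endothelial genes the values were 0.00024 and 0.82 (adjusted p = 0.666 with an estimated correlation), with adjusted p = 0.0511 without AM replicate 2 labelled *Il9r*-/-, adjusted p = 0.0582 without CD11c- IM replicate 1 labelled *Il9r*-/- and adjusted p = 0.085 without WT AM replicate 2. Interferon response genes had 0.000719 and 1.50 (adjusted p = 0.717 with an estimated correlation), with adjusted p = 0.094 without CD11c- IM replicate 2 labelled *Il9r*-/- and adjusted p = 0.577 without WT AM replicate 1. Dendritic cell genes had 0.00311 and 1.14 (adjusted p = 0.626 with an estimated correlation), with adjusted p = 0.159 without AM replicate 1 labelled *Il9r*-/-. Lung epithelial genes had 0.016 and 0.58 (adjusted p = 0.697 with an estimated correlation), with adjusted p = 0.215 without AM replicate 2 labelled *Il9r*-/-, adjusted p = 0.181 without CD11c+ IM replicate 2 labelled *Il9r*-/-, adjusted p = 0.0867 without CD11c- IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.0528 without WT AM replicate 1 and adjusted p = 0.124 without WT CD11c- IM replicate 1. Proliferation genes had 0.0255 and −0.22 (adjusted p = 0.856 with an estimated correlation), with adjusted p = 0.297 without AM replicate 2 labelled *Il9r*-/-, adjusted p = 0.0873 without CD11c+ IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.0788 without CD11c- IM replicate 2 labelled *Il9r*-/-, adjusted p = 0.713 without WT AM replicate 2, adjusted p = 0.122 without WT CD11c+ IM replicate 1 and adjusted p = 0.702 without WT CD11c- IM replicate 1. Without the 3 WT libraries numbered 1 the adjusted p was 0.059 for dendritic cell, 0.328 for lung epithelial, 0.118 for proliferation and 0.31 for interferon response genes, and at most 0.000821 for the other 2 lists.

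Genes that the paper does not discuss passed an adjusted p under 0.05 between the labels by edgeR's quasi-likelihood test. *Wdfy1* in AMs had a log2 fold change of 2.78 and lost the call without any 1 of the 4 AM libraries, at an adjusted p of 0.116 to 0.352. *Fn3krp* had 5.93 in AMs, where the adjusted p was 0.173 to 0.55 without any 1 of those libraries and 0.0545 at a CPM of at least 5. Over both IM populations *Fn3krp* had 4.73, with an adjusted p of 0.223 without WT CD11c+ IM replicate 1, 0.0845 without WT CD11c- IM replicate 1, 0.0774 without CD11c+ IM replicate 1 labelled *Il9r*-/-, 0.0945 without WT CD11c+ IM replicate 2 and 0.111 without WT CD11c- IM replicate 2, and of 0.0484 without CD11c- IM replicate 1 labelled *Il9r*-/-, 0.0449 without CD11c+ IM replicate 2 labelled *Il9r*-/- and 0.0177 without CD11c- IM replicate 2 labelled *Il9r*-/-. *Dynlt1b* had −6.97 in AMs, a fitted value that rests on 3 counts in the libraries labelled *Il9r*-/- and is no bound, with an adjusted p of 0.154 to 0.372 without any 1 AM library. It had −6.68 in CD11c+ IMs, with an adjusted p of 0.0794 to 0.307 without any 1 library, 0.0677 at a CPM of at least 5 and 0.36 with only the groups compared. Over both IM populations it had −4.41, with an adjusted p of 0.0508 to 0.122 without any 1 library. With only the groups compared and in limma-voom, the adjusted p over both IM populations was 0.162 and 0.335 for *Fn3krp* and 0.162 and 0.26 for *Dynlt1b*. *Dynlt1b* has near-identical copies in the mouse genome, and only uniquely mapped reads were counted. Reads that fit several copies may thus be missing, so its values are uncertain.

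In all 3 populations, 20 genes had an unadjusted p under 0.05 in the same direction between the labels, against 0.081 that independent lists would share, with 14 higher and 6 lower in the libraries labelled *Il9r*-/-. They were picked by this overlap and include *Wdfy1*, *Fn3krp*, *Dynlt1b*, *Nnt*, *Tmem100* and *Plvap*, with 4 on the endothelial list. Of these genes 0% lie within 20 Mb of *Il9r*, where 1.17% of all tested genes do. This argues against a variant region within that window as the source of most of them. *Tmem100*, *Igf2bp1* and *Fn3krp* lie on the chromosome of *Il9r* outside the window, so a wider region stays open for them. The tables also argue against the chance overlap of independent lists. The lists are not independent, since IM libraries of the same number deviated together. The correlation across genes was 0.692 in WT and 0.53 in those labelled *Il9r*-/-. A deviation shared by the populations could therefore raise the overlap, and this was not tested. The sex of the WT libraries numbered 1 stays open. None of the 5 genes of the sex-linked list passed this selection, so that 19 of the genes keep their direction in every population without those libraries does not test it. Among the 20, *Tspan7* and *G530011O06Rik* lie on the X chromosome and *Erdr1* on the Y chromosome. The genotype, and other differences between the mice behind the 2 labels such as variants elsewhere in the genome, stay open and untested.

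Endothelial genes had positive log2 fold changes in the IM libraries labelled *Il9r*-/-, all of the 23 measured genes in CD11c- IMs and 91.3% in CD11c+ IMs, although the sort of live MerTK+ CD64+ cells should remove endothelial cells (adjusted p = 0.344 over both IM populations with an estimated correlation). A candidate explanation is RNA from endothelial cells, which these shares do not test since they restate the pattern, and it stays open; of these genes 13 and 21 were expressed in the 2 WT IM populations, 0 are on another list and 2 are named by the paper. The most abundant member, *Ednrb*, stood at 62.8 to 414 CPM in WT and 35.8 to 437 CPM in the IM libraries labelled *Il9r*-/-, a level too high in WT to show a small share, while *Pecam1* had 20.4 to 83.7 and 39.5 to 76.3, *Calcrl* 12.8 to 31.6 and 31.0 to 85.6 and *Tmem100* 1.79 to 19.2 and 20.9 to 71.2. Melanocyte genes, which B16 tumor cells express, had a median of −2.67 in CD11c+ IMs. The paper reports less lung tumor growth in *Il9r*-/- mice, so this value alone cannot test a lower share of macrophage RNA. The T and NK cell, B cell and fibroblast lists had medians of −0.057, −0.547 and −0.015 there, and the endothelial list 2.74. These argue against a lower share of macrophage RNA that raises every other cell type alike. Dendritic cell, neutrophil, lung epithelial, erythroid and platelet, and mast cell lists had positive medians of 0.941, 0.83, 0.505, 1.049 and 0.086. The tables also argue against 1 library, since the highest adjusted p with any 1 IM library left out was 3.38e-14. By CD31, an endothelial marker, the paper reports greater angiogenesis in WT mice and a loss of CD31+ cells in *Il9r*-/- recipients (Fig. 6g, h). That is opposite in direction to the endothelial genes as labelled, but RNA in sorted macrophages does not measure vessels in lung tissue. An effect of the genotype on the endothelium of the lung or on expression in IMs stays open and was not tested here.

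The IM libraries numbered 2 differed from those numbered 1 in both genotypes, with B cell, T and NK cell and neutrophil genes higher in number 2 by a median of at least 1.64 log2 units in each IM group. RNA from these cells is a candidate explanation that stays open, since this value was seen before the test was chosen and does not test it, and the sort should have removed them; of the 7, 14 and 11 genes, 6, 13 and 10 were expressed in WT CD11c- IMs, 1 neutrophil gene is on another list and 2 are named by the paper. In CD11c- IMs numbered 1 and 2, the most abundant members stood at 108 and 987 CPM for *S100a9*, 55.9 and 419.7 for *Cd79a* and 41.9 and 192 for *Lck* in WT, and at 869 and 2317, 53.9 and 244, and 37.7 and 160.5 in the libraries labelled *Il9r*-/-. The tables argue against depth, since the totals of the CD11c+ IM libraries labelled *Il9r*-/- differ by a factor of 1.008, and against the sex of the WT libraries numbered 1, since the difference between the numbers had a correlation across genes of at least 0.626 between genotypes. No biological explanation other than sex was tested, and no day or batch is given in the labels.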

How the results depend on the processing

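The edgeR likelihood ratio test, the fits without the 3 WT libraries numbered 1 and the count of other splits were chosen after seeing the data. RLE size factors and no filter on low counts moved no count by over 1.5 times, and no filter added or removed no gene. In CD11c+ IMs against AMs, 3048 genes changed by DESeq2, 2981 with only the groups compared, 2712 by the likelihood ratio test and 2713 at an unadjusted p under 0.05 with an absolute log2 fold change above 1. Between the IM populations these settings gave 1245, 7, 1193 and 1627. Between the labels they gave 65, 113, 66 and 406 in AMs, 95, 0, 118 and 480 in CD11c+ IMs, and 112, 0, 132 and 427 over both IM populations. In CD11c- IMs, DESeq2 called 9, the likelihood ratio test 11 and the unadjusted threshold 149. A CPM of at least 5 gave 0 in CD11c+ IMs, and limma-voom gave 0 over both IM populations. Without the WT libraries numbered 1 the counts were 493 in CD11c- IMs and 0 in CD11c+ IMs against AMs, 1 between the IM populations, and 0 in AMs, 0 in CD11c+ IMs and 0 over both IM populations between the labels. Beside the counts of 0, edgeR's quasi-likelihood test on all libraries gave an unadjusted p under 0.05 for 3881 genes in CD11c+ IMs against AMs, and between the labels for 597 in AMs, 569 in CD11c+ IMs and 621 over both IM populations. The genotype effect differed between the IM populations in 2 and 4 genes and between IMs and AMs in 13 and 21, by DESeq2 and the likelihood ratio test. The cause was not tested for any of these, apart from the fewer libraries or genes where these are left out.

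At the threshold of Fig. 6b, a CPM of at least 5 gave 238 genes in AMs, 242 in CD11c+ IMs and 74 in CD11c- IMs, the likelihood ratio test 721, 798 and 287, and the same test without a minimum fold change 859, 855 and 352. The fit of only the groups compared gave 263 in CD11c+ IMs, and the fit without the WT libraries numbered 1 gave 251 in AMs and 232 in CD11c+ IMs. Genes that passed in both IM populations were 98 by the likelihood ratio test, 107 by it without a minimum fold change and 14 without the WT libraries numbered 1. IM-enriched genes among those that passed in either IM population were 128 by the likelihood ratio test, 76 when enriched genes were defined in the libraries labelled *Il9r*-/- and 0 without the WT libraries numbered 1. The genes shared by the IM populations were 491 at a CPM of at least 10, and the position of CD11c+ IMs between AMs and CD11c- IMs was 0.651 with selection at an adjusted p under 0.01. *Arg1* in AMs between the labels was −2.79 (adjusted p = 0.000967) by DESeq2, −2.78 (adjusted p = 0.00687) with only the groups compared and −2.78 (adjusted p = 0.00443) by the likelihood ratio test, with an adjusted p of 0.000967 to 1.00 over its alternatives. *Arg1* in CD11c+ IMs against AMs was 5.61 (adjusted p = 0.0641) without the WT libraries numbered 1, with an adjusted p of 8.35e-24 to 0.0641 over its alternatives. Of the list tests, 0 passed with an estimated correlation, against 105 with the preset. The cause was not tested.

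With 1 library left out, where the lone library of a group is assumed to vary like the others, the counts ranged from 1475 to 2959 for CD11c- IMs against AMs, 442 to 805 for CD11c+ IMs against AMs and 7 to 102 between the IM populations. Between the labels they were 0 without any 1 library in AMs and in CD11c+ IMs and ranged from 0 to 2 over both IM populations. At the threshold of Fig. 6b they ranged from 277 to 737 in CD11c+ IMs, 161 to 471 in CD11c- IMs and 20 to 84 in both, and the enriched genes from 6 to 90. Some log2 fold changes of named genes that did not pass turned sign. Over both IM populations their ranges were −0.39 to 0.052 for *Aldoa*, −0.68 to 0.89 for *Ccr7*, −1.01 to 0.37 for *Cd163*, −0.29 to 0.10 for *Cd274*, −0.059 to 0.33 for *Cd86*, −0.29 to 0.79 for *Chil3*, −0.64 to 0.78 for *Ednrb*, −1.14 to 0.14 for *Il10*, −0.45 to 0.68 for *Mrc1*, −0.29 to 1.20 for *Pdcd1*, −0.61 to 0.11 for *Vegfb* and −1.20 to 0.31 for *Vegfc*. In CD11c+ IMs they were −0.46 to 0.37 for *Cry1*, −1.25 to 0.89 for *Ephx2*, −0.81 to 0.14 for *Ftl1*, −1.20 to 1.29 for *Gpd1*, −1.43 to 0.054 for *Igf1* and −0.22 to 0.34 for *Sod1*, in CD11c- IMs −0.018 to 0.77 for *Il6* and −0.58 to 2.53 for *Il9r*, and in AMs −1.21 to 0.16 for *Ccr7* and −0.29 to 0.47 for *Ednrb*. Against AMs they were −0.25 to 0.55 for *Fcgr1* in CD11c- IMs and −1.14 to 0.23 for *Trem1* in CD11c+ IMs. In limma-voom, *Ednrb* was 0.020 and *Ccr7* 0.078 over both IM populations. Over all settings of the named genes, 1734 values kept their direction and side of the threshold, 167 lost the threshold, 47 gained it and 48 turned sign. Depth limited *Acvr1c*, *Bpifb1*, *C1s1*, *Chp2*, *Dmpk*, *Dynlt1b* and *Nos2*, which had 3 counts or fewer in a group.

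Libraries with the same number deviated together in the IM groups, with correlations across genes of 0.493 to 0.692, and less in pairs with AMs, at 0.0470 to 0.275. Neither the labels nor the paper say that a number marks a shared mouse, day or batch, but the sample titles attach it to the genotype. In WT the number went with sex in every population. *Xist* stood at 12.5 to 27.0 CPM in the WT libraries numbered 1 and at no more than 0.0478 CPM in the others. The numbers thus part different donors in each WT population, which does not show that 1 mouse gave all libraries of a number. A pairing by mouse stays a hint from the data. With the replicate block, 2635 genes changed in CD11c+ IMs against AMs, 456 between the IM populations, 9 in AMs, 2 in CD11c+ IMs and 4 over both IM populations between the labels, the enriched genes were 111, *Ephx2* in CD11c+ IMs was −0.033 and *Ccr7* over both IM populations was 0.026. The block moved no other count by over 1.5 times. It moved some list tests across 0.05 by camera with the preset correlation. Among these, dendritic cell genes in AMs between the labels had adjusted p = 0.0144 with the block. Lung epithelial genes between the WT IM populations had adjusted p = 0.0558 by the same test. Arginine and polyamine genes in CD11c- IMs between the labels had adjusted p = 0.052. The 8 IM libraries can be split into groups of 4 in 35 ways, of which 34 could be fitted with population as a factor. In that model the labels gave 0 genes at an adjusted p under 0.05 by edgeR's quasi-likelihood test, a count that all 34 splits reach, so it says nothing of chance, and the highest other gave 2427. At the threshold of Fig. 6b the labels gave 306 genes, the highest other 1127, and 7 of the 34 splits, that of the labels included, gave as many. Each of the other 6 held unequal numbers of the libraries numbered 1 and 2, and the highest, which parts number 1 from number 2, points to a structure of the samples. Of the 9 splits with both numbers and both populations equally represented, too few for a share under 0.05, that of the labels gave the most, and the highest other gave 240.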

Differences from the paper's values

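The likelihood ratio test and the search over thresholds in this part were chosen after seeing the values. The paper gives 691 differentially expressed genes between the IM populations, where 111 were found here at an adjusted p under 0.05. The paper's text states no threshold for this count. None of the alternatives set before the data were examined came within 1.5 times of it: RLE size factors gave 112, DESeq2 1245, no filter 111, a CPM of at least 5 133, the replicate block 456, only the groups compared 7, an added minimum fold change 110, an unadjusted p under 0.05 with that minimum 1627 and 1 library left out 7 to 102. The likelihood ratio test, chosen after seeing the values, gave 1193. A search over many combinations of thresholds on the p-values of the authors' deposited table, made after seeing the values, found none that gave the 3 counts of Fig. 3c together. That figure draws more genes lower than higher in CD11c+ IMs than in CD11c- IMs, where 55 were higher and 56 lower here, and 425 and 1202 at an unadjusted p under 0.05 with an absolute log2 fold change above 1.

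The paper gives 107 genes altered in both IM populations, where 59 were found at the threshold printed in Fig. 6b. Of the alternatives set before the data were examined, DESeq2, with 86, and the fit without CD11c- IM replicate 2 labelled *Il9r*-/-, with 84, came within 1.5 times of the paper's count. RLE size factors (59), no filter (59), a CPM of at least 5 (40), the replicate block (67), only the groups compared (49) and the other libraries left out (20 to 68) did not. The edgeR likelihood ratio test at an unadjusted p under 0.05 with no minimum fold change, chosen after seeing the values, gave 107, with 748 and 245 genes in 1 population alone, which match the numbers of Fig. 6i, and it drops 1 of the 16 genes that the paper names among them, *Cxcl1*. Of the 107, 96 went in the same direction in both populations and 11 in opposite directions. With an absolute log2 fold change above 1 this test gave 98. The p-values of the genotype comparisons in the authors' deposited table equal those of this test to within 0.000001. At the threshold of Fig. 6b, 5 of the 16 named genes passed here in both IM populations.

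The paper gives 206 IM-enriched genes among those altered in IMs, where 40 were found. The paper describes the enriched genes as lower in AMs, and its text gives no threshold for this. None of the alternatives set before the data were examined came within 1.5 times of it: RLE size factors gave 40, a CPM of at least 5 36, the replicate block 111, enriched genes defined in the libraries labelled *Il9r*-/- 76 and 1 library left out 6 to 90. The likelihood ratio test, chosen after seeing the values, gave 128.

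Fig. 3e places 16 genes by their level in AMs, CD11c- IMs and CD11c+ IMs, and 4 of them had the order of the figure between the IM populations here, while 12 had the opposite order. *Ear2*, drawn lower in CD11c+ IMs than in CD11c- IMs, was 2.11 log2 units higher there (adjusted p = 0.0195 by edgeR's quasi-likelihood test), the only one of the 16 that passed. *Car4* and *H2-Ab1*, also drawn lower in CD11c+ IMs, had log2 fold changes of 2.07 and 1.06, and *Ly6c1* and *S100a8*, drawn higher in CD11c+ IMs, had −2.54 and −1.41. With the names of the IM populations exchanged, the 12 would have the order of the figure. *Itgax*, the gene of CD11c, was 3.21 log2 units higher in the libraries labelled CD11c+ IM, which goes against exchanged library names. The order as named was found for *Csf1r*, *Ly6c2*, *Treml2* and *Trem1*. Against AMs the genes had the directions of the figure, except *Trem1* in CD11c- IMs, drawn lower than in AMs, with a log2 fold change of 0.31.

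The plots of Fig. 6b name their axis as *Il9r*-/- against WT. The point with the smallest p for CD11c+ IMs is drawn on the higher side, whereas *Dynlt1b*, which has the smallest p in the authors' deposited table, was lower in the libraries labelled *Il9r*-/- here (log2 fold change −6.68) and has a log2 fold change of 6.67 in their comparison named WT against *Il9r*-/-. For CD11c- IMs more genes are drawn lower than higher, whereas 116 were higher and 33 lower here at that threshold, and the authors' deposited comparison named WT against *Il9r*-/- has 82 positive and 205 negative values. Written as WT against *Il9r*-/-, the values here are on the sides of the plots. The heat map of Fig. 6a draws more genes higher in *Il9r*-/- CD11c- IMs, as found here.

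In Fig. 6f, 12 of the 16 genes had the direction of the figure over both IM populations here. *Cd163* and *Cd274*, drawn higher in *Il9r*-/- cells, had log2 fold changes of −0.17 and −0.12, and *Cd86* and *Il6*, drawn higher in WT cells, had 0.11 and 0.25, none of which passed. In Fig. 6j all 13 genes had the direction of the figure. In Fig. 6d, 12 of the 23 genes drawn with a direction had it in CD11c+ IMs here and 11 had the opposite one, with none passing an adjusted p under 0.05. *Sod1*, *Ephx2* and *Cry1*, drawn higher in WT cells, had log2 fold changes of 0.061, 0.18 and 0.021.

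The paper places *Cxcl1* among the genes altered in both IM populations, and its p-values in the authors' deposited table are 0.123 in CD11c+ IMs and 0.997 in CD11c- IMs, while the other 15 genes it names there have p-values under 0.05 in both. The paper calls *Arg1* one of the most differential of the genes altered in both IM populations, and it ranks 81 of 107 by the larger p-value and 93 by the mean absolute log2 fold change in the authors' deposited table. By edgeR's quasi-likelihood test its unadjusted p was 0.0231 in CD11c+ IMs and 0.0574 in CD11c- IMs, and it passed an adjusted p under 0.05 between the labels in none of the 3 populations. In AMs it passed by DESeq2, by the fit of only the AM libraries and by the likelihood ratio test, the last chosen after seeing the values. The paper states that *Il9r* deficiency affected gene expression in CD11c- IMs, where 0 genes passed an adjusted p under 0.05 by edgeR's quasi-likelihood test, 249 had an unadjusted p under 0.05, DESeq2 called 9 and the likelihood ratio test 11. In the authors' deposited table 38 genes of CD11c- IMs have an FDR under 0.05, in a column that holds 2 distinct values, and the same p-values adjusted here give 11.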

Other observations

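No test in this part was chosen after its result was seen, apart from the fits without the 3 WT libraries numbered 1. Among genes of hypoxia, inflammation, angiogenesis and the interferon response, more were higher than lower in WT IMs against WT AMs by edgeR's quasi-likelihood test. Of 19 genes of hypoxia and glycolysis, 10 were higher in CD11c- IMs (11 when adjusted over the list alone) and 7 in CD11c+ IMs (13 when adjusted over the list alone), and none was lower. Camera gave adjusted p = 0.00396 and adjusted p = 4.28e-05 for them (adjusted p = 0.557 and 0.415 with an estimated correlation). Of 20 angiogenic factor genes, 12 were higher in each IM population (13 higher and 1 lower in CD11c- IMs and 17 higher in CD11c+ IMs when adjusted over the list alone), with camera values of adjusted p = 0.000621 and adjusted p = 1.85e-08 (adjusted p = 0.344 and 0.148 with an estimated correlation). *Vegfa*, which encodes the main growth factor of blood vessels, was 4.39 log2 units higher in CD11c+ IMs (SE 0.43, adjusted p = 0.000839). Of 23 inflammatory genes, 11 were higher and 2 lower in CD11c- IMs (13 and 3 when adjusted over the list alone), and 15 were higher and none lower in CD11c+ IMs (16 and none when adjusted over the list alone). Camera gave adjusted p = 0.0168 and adjusted p = 2.37e-07 (adjusted p = 0.626 and 0.344 with an estimated correlation).

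Of 17 interferon response genes, 3 were higher than in AMs in CD11c- IMs and 6 in CD11c+ IMs (6 and 7 when adjusted over the list alone). Camera gave adjusted p = 0.01 in CD11c- IMs, with adjusted p = 0.133 without WT AM replicate 2, and adjusted p = 1.53e-05 in CD11c+ IMs (adjusted p = 0.8 and 0.645 with an estimated correlation). Of 13 immediate early genes, which respond to stimuli and also to the handling of cells, 5 were higher in CD11c- IMs (7 higher and 1 lower when adjusted over the list alone) and 3 in CD11c+ IMs (7 when adjusted over the list alone). For these, camera gave adjusted p = 0.0255 in CD11c- IMs, with adjusted p = 0.0927 without WT AM replicate 1 and adjusted p = 0.0544 without WT CD11c- IM replicate 1, adjusted p = 0.201 without the 3 WT libraries numbered 1, and adjusted p = 0.00381 in CD11c+ IMs (adjusted p = 0.706 and 0.609 with an estimated correlation).

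Of 22 proliferation genes, 1 was higher and 2 were lower in CD11c- IMs than in AMs (1 higher and none lower when adjusted over the list alone), and none passed in CD11c+ IMs (none when adjusted over the list alone). Their median was 0.10 in CD11c- IMs, where camera pointed to lower values without passing (adjusted p = 0.656). Between the labels, camera called them lower over both IM populations (adjusted p = 0.00901, and adjusted p = 0.8 with an estimated correlation), with a median of −0.17, no gene passing by itself (none when adjusted over the list alone) and adjusted p = 0.21 without the 3 WT libraries numbered 1. This call ended with adjusted p = 0.0624 without CD11c+ IM replicate 1 labelled *Il9r*-/-, adjusted p = 0.0625 without CD11c- IM replicate 2 labelled *Il9r*-/-, adjusted p = 0.107 without WT CD11c+ IM replicate 1 and adjusted p = 0.785 without WT CD11c- IM replicate 1. Of 16 genes of cholesterol synthesis, 1 was higher and 2 were lower than in AMs in CD11c- IMs and 1 was lower in CD11c+ IMs (the same counts when adjusted over the list alone). Camera passed in neither with all libraries and no block (adjusted p = 0.0628 and 0.585, and adjusted p = 0.659 and 0.887 with an estimated correlation). In CD11c- IMs it called them lower with the replicate block (adjusted p = 0.0398), and also without the 3 WT libraries numbered 1. Of 4 erythroid and platelet genes measured, 2 were higher than in AMs in CD11c- IMs and 1 in CD11c+ IMs (2 and 2 when adjusted over the list alone). For these too camera passed in neither with all libraries (adjusted p = 0.104 and 0.0967, and adjusted p = 0.449 in both with an estimated correlation) and called them higher in CD11c+ IMs without those 3 libraries (adjusted p = 0.0166).

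Between the labels, none of the 7 B cell and 14 T and NK cell genes passed over both IM populations by edgeR's quasi-likelihood test (none when adjusted over the list alone). Their medians were −0.62 and 0.010, and camera, which pointed to lower values for both, did not pass (adjusted p = 0.174 and 0.878). With the replicate block camera gave adjusted p = 0.0146 for the B cell genes and adjusted p = 0.836 for the T and NK cell genes. Without the 3 WT libraries numbered 1 both passed, at adjusted p = 0.000206 and adjusted p = 0.0047, while with all libraries and an estimated correlation they had adjusted p = 0.856 and 0.977. Of 5 sex-linked genes, none passed in any comparison (none when adjusted over the list alone), with a median of 0.78 between the labels over both IM populations.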
